# Homeostatic control of energy metabolism by monocyte-derived macrophages

**DOI:** 10.1038/s44318-025-00622-x

**Published:** 2025-11-17

**Authors:** Rui Martins, Birte Blankehaus, Faouzi Braza, Miguel Mesquita, Pedro Ventura, Sumnima Singh, Sebastian Weis, Maria Pires, Sara Pagnotta, Qian Wu, Sílvia Cardoso, Elisa Jentho, Ana Figueiredo, Pedro Faísca, Ana Nóvoa, Vanessa Alexandra Morais, Stefanie K Wculek, David Sancho, Moises Mallo, Miguel P Soares

**Keywords:** Ferritin, Macrophages, Mitochondria, Homeostasis, Metabolism, Immunology, Metabolism

## Abstract

Multicellular organisms rely on inter-organ communication networks to maintain vital parameters within a dynamic physiological range. Macrophages are central to this homeostatic control system, sensing and responding to deviations of those parameters to sustain organismal homeostasis. Here, we demonstrate that dysregulation of iron (Fe) metabolism, imposed by the deletion of ferritin H chain (FTH) in mouse parenchymal cells, is sensed by monocyte-derived macrophages. In response, monocyte-derived macrophages support tissue function, energy metabolism, and thermoregulation via a mechanism that sustains the mitochondria of parenchymal cells. Mechanistically, FTH supports a transcriptional program promoting mitochondrial biogenesis in macrophages, involving mitochondrial transcription factor A (TFAM). Moreover, FTH sustains macrophage viability and supports intercellular mitochondrial transfer from donor parenchymal cells. In conclusion, monocyte-derived macrophages cross-regulate iron and energy metabolism to support tissue function and organismal homeostasis.

## Synopsis

Macrophages play critical roles in the homeostatic control systems that maintain vital parameters within physiological ranges. This study characterizes how mouse monocyte-derived macrophages sense dysregulated iron metabolism in parenchymal cells and subsequently maintain tissue function, energy metabolism, and thermoregulation through intercellular mitochondrial transfer.

- Monocyte-derived macrophages sense iron metabolism disruption in parenchymal cells with deleted ferritin H chain (FTH).
- Macrophages respond by supporting parenchymal cell mitochondria, thereby maintaining tissue function, energy metabolism, and thermoregulation.
- Macrophage FTH regulates a transcriptional program controlled by mitochondrial transcription factor A (TFAM) and supporting mitochondrial biogenesis.
- Macrophage FTH enables intercellular mitochondrial transfer from parenchymal cells.
- Macrophages sustain organismal homeostasis.

## Abstract (web summary)

Macrophages sense dysregulated iron metabolism in parenchymal cells and respond by sustaining mitochondrial function in affected cells.

## Introduction

Iron (Fe) was co-opted through evolution to exchange electrons with acceptor (i.e., electrophile) and donor (i.e., nucleophile) molecules, partaking in vital biochemical processes, including some of those supporting mitochondrial function and energy metabolism (Muchowska et al, 2019; Teh et al, 2024). Presumably as an evolutionary trade-off (Stearns and Medzhitov, 2015), Fe can catalyze in a unfettered manner the production of hydroxyl radicals (HO^−^) and other reactive oxygen species (ROS), when exchanging electrons with mitochondrial superoxide (O_2_^•−^) or with hydrogen peroxide (H_2_O_2_) (Winterbourn, 1995).

Cellular ROS accumulation can catalyze lipid peroxidation and in doing so, trigger programmed cell death via ferroptosis (Dixon et al, 2012). The fitness cost of uncontrolled Fe redox activity is limited by a number of evolutionarily conserved Fe-regulatory genes (Galy et al, 2024). These include ferritin h chain (FTH*)*, the master regulator of Fe redox activity and bioavailability (Blankenhaus et al, 2019; Galy et al, 2024; Gozzelino and Soares, 2014; Harrison and Arosio, 1996).

FTH is highly expressed by Fe-recycling macrophages, a cell compartment that plays a central role in the control of organismal Fe homeostasis (Galy et al, 2024). Fe-recycling macrophages develop from yolk sac progenitors (Gomez Perdiguero et al, 2015), similar to other lineages of tissue-resident macrophages (Ginhoux et al, 2010). Throughout adult life however, these can be replaced by monocyte-derived macrophages (van Furth and Diesselhoff-den Dulk, 1984) that develop from bone marrow (BM) hematopoietic progenitors (van Furth and Cohn, 1968). This process of differentiation, from monocytes into tissue resident macrophages (Guilliams et al, 2018), occurs via the activation of transcriptional and epigenetic programs (Gosselin et al, 2014; Lavin et al, 2014), in response to tissue-specific cues (Amit et al, 2016; Okabe and Medzhitov, 2015). Heme, an Fe-containing protoporphyrin used as prosthetic group of hemoglobin, induces the genetic program supporting the development of Fe-recycling macrophages (Haldar et al, 2014).

Macrophages establish functional interactions with parenchyma cells in all tissues, early through embryonic development (Lazarov et al, 2023) and throughout post-natal life (Nobs and Kopf, 2021; Okabe and Medzhitov, 2015; Zhou et al, 2018). Under this conceptual framework, macrophages are essential to “support” the core effector functions of “primary” parenchyma (Adler et al, 2023; Meizlish et al, 2021; Zhou et al, 2018). Iron metabolism exerts a major impact on macrophage function (Soares and Hamza, 2016), suggesting that macrophages sense and respond to iron in a manner that contributes to “support” cellular and tissue function (Winn et al, 2020).

Having established that regulation of Fe metabolism by FTH exerts a major impact on organismal energy metabolism in adult mice (Blankenhaus et al, 2019) and considering the impact of Fe metabolism energy homeostasis (Joffin et al, 2022), we asked whether FTH expression in macrophages impacts on organismal energy homeostasis. We found that monocyte-derived macrophages respond to dysregulation of Fe metabolism in parenchymal cells via an FTH-dependent mechanism that controls the activation of a transcriptional program associated with mitochondrial biogenesis and regulated in macrophages by the mitochondrial transcription factor A (TFAM). This is essential to support the mitochondria of parenchymal cells and restore organismal energy balance in mice lacking FTH in parenchymal cells. Moreover, FTH expression in macrophages is essential to support macrophage viability as they act as acceptor cells of intercellular mitochondrial transfer from donor parenchymal cells. We infer that monocyte-derived macrophages operate as a central component of an inter-organ surveillance system that cross-regulates Fe and energy metabolism to support organismal homeostasis.

## Results

### *Fth*-competent hematopoietic cells rescue chimeric *Fth-*deleted mice

Having established that regulation of Fe metabolism by FTH exerts a critical role in the control energy metabolism in adult mice (Blankenhaus et al, 2019), we sought to determine the relative contribution of FTH expression in hematopoietic *vs*. parenchyma (i.e., non-hematopoietic) to energy homeostasis. To this end we used *Fth*^*R26fl/fl*^ mice allowing for global *Fth*-deletion (i.e.* Fth*^*R26Δ/Δ*^) in response to tamoxifen (TAM) administration and *Fth*^*wt/wt*^ or *Fth*^*fl/fl*^ mice as controls (Blankenhaus et al, 2019). *Fth*^*R26fl/fl*^ and control *Fth*^*wt/wt*^ or *Fth*^*fl/fl*^ mice were lethally irradiated and transplanted with bone marrow (BM) cells from *Fth*^*R26fl/fl*^*vs*. control *Fth*^*wt/wt*^ or *Fth*^*fl/fl*^ mice, to generate chimeric mice carrying an *Fth* deletion in hematopoietic *vs*. parenchyma cells, in response to TAM administration. We confirmed that BM engraftment was >95%, as assessed by the relative proportion of donor *vs*. recipient CD45.1 *vs*. CD45.2 cells, respectively, 4 weeks after BM transplantation (Appendix Fig. S1A–C).

Systemic *Fth* deletion in hematopoietic and parenchyma cells from *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*R26fl/fl*^ BM) led to wasting (Fig. 1A,B; Appendix Fig. S1D,E), hypothermia (Fig. 1A,C; Appendix Fig. S1D,F) and death (Fig. 1A,D; Appendix Fig. S1D,G), within 10-40 days after TAM administration, consistent with global *Fth* deletion in adult *Fth*^*R26Δ/Δ*^ mice (Blankenhaus et al, 2019). Control *Fth*-competent *Fth*^*wt/wt*^⇨*Fth*^*fl/fl*^ chimeric mice (i.e.,* Fth*^*fl/fl*^ mice reconstituted with *Fth*^*wt/wt*^ BM) did not develop this lethal wasting syndrome in response to TAM administration at the same dosage and schedule (Fig. 1B–D; Appendix Fig. S1D–G).

**Figure 1:**
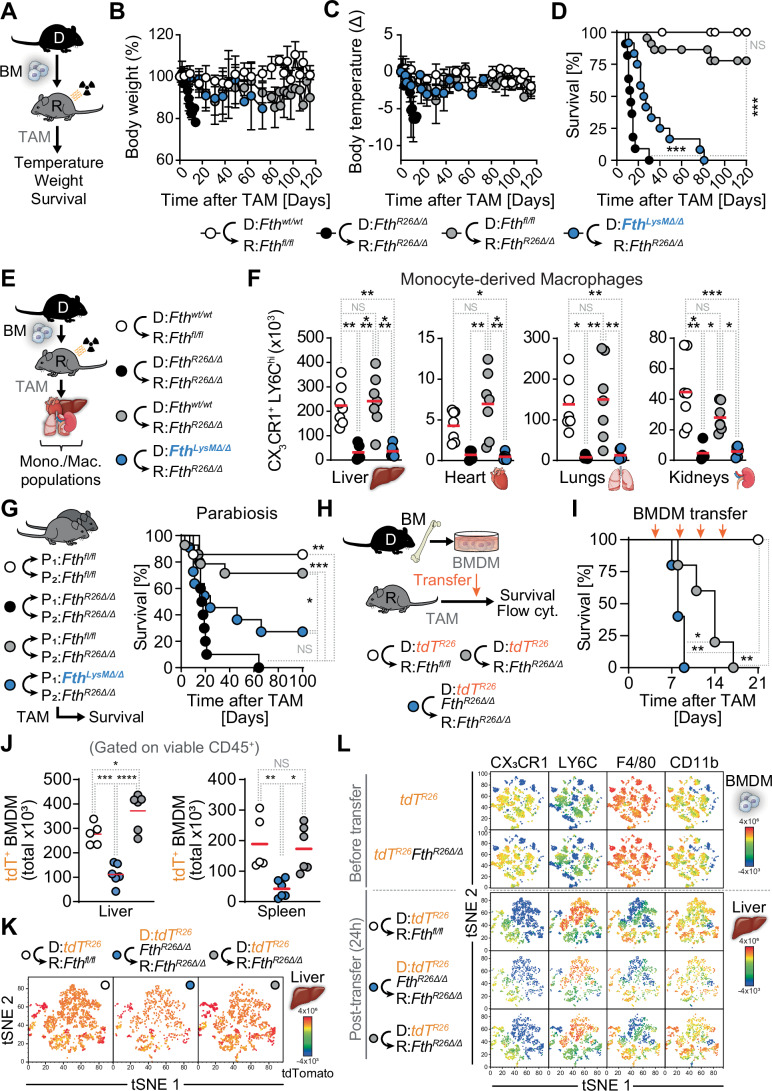
*Fth*-competent monocyte-derived macrophages rescue *Fth-*deleted mice. (**A**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and vital parameters monitored. Relative (**B**) Body weight, (**C**) Temperature and (**D**) survival of *Fth*^*wt/wt*^⇨*Fth*^*fl/fl*^ (*n* = 7–8), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6), *Fth*^*wt/wt*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 10–21) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 9–12) chimeric mice. Data in (**B**–**D**) is pooled from 6 independent experiments with similar trends. Data in (**B**, **C**) represented as mean ± SD. (**E**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and flow cytometry analysis of monocyte/macrophage populations. (**F**) Absolute number of CX_3_CR1^+^LY6C^high^ monocyte-derived macrophages (backgated as Ly6G^−^CD11b^+^F4/80^low^) in the liver, heart, lungs and kidneys of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, 7 to 19 days post-TAM administration. Data in (**F**) presented as individual values (circles) and mean (red bars), pooled from three independent experiments with similar trends. (**G**) Schematic representation of parabiosis, TAM administration (day 0) and survival of parabiotic *Fth*^*fl/fl*^⇔*Fth*^*fl/fl*^ (*n* = 7 pairs), *Fth*^*R26Δ/Δ*^⇔*Fth*^*R26Δ/Δ*^ (*n* = 10 pairs), *Fth*^*fl/fl*^⇔*Fth*^*R26Δ/Δ*^ (*n* = 14 pairs) and *Fth*^*LysMΔ/Δ*^⇔*Fth*^*R26Δ/Δ*^ (*n* = 11 pairs). Data in (**G**) pooled from four independent experiments with similar trends. (**H**) Schematic representation of adoptive transfer of in vitro-differentiated BMDM into recipient mice, following TAM administration (day 0). (**I**) Survival of *Fth*^*fl/fl*^ or *Fth*^*R26Δ/Δ*^ mice adoptively transferred with *Fth*-competent *tdT*^*R26*^ or *Fth*-deleted *tdT*^*R26*^*Fth*^*R26Δ/Δ*^ BMDM. Times of adoptive transfer indicated by orange arrows. (**J**) Number of adoptively-transferred tdT^+^ cells per liver and spleen from recipient mice, 24 h post-adoptive transfer, on day 7 post-tamoxifen treatment. Data in (**J**) represented as individual values (circles, *n* = 5–6 per group) and mean (red bars) and is pooled from two independent experiments. (**K**) tSNE analysis of tdTomato^+^ cells recovered from the liver of control (*Fth*^*fl/fl*^) or FTH-deficient (*Fth*^*R26Δ/Δ*^) mice, following adoptive transfer with control, or FTH-deficient tdTomato reporter BMDM (*tdT*^*R26*^*, tdT*^*R26*^*Fth*^*R26Δ/Δ*^, respectively), with tdTomato expression levels mapped onto the projections (**L**) tSNE plots showing marker expression profiles in control *tdT*^*R26*^ or *tdT*^*R26*^*Fth*^*R26Δ/Δ*^ BMDMs, prior to adoptive transfer (top 2 rows), as well as marker expression profiles in tdTomato^+^ cells recovered from the liver of control *Fth*^*fl/fl*^ or *Fth*^*R26Δ/Δ*^ mice, following adoptive transfer with control, or FTH-deficient tdTomato reporter BMDM (*tdT*^*R26*^*, tdT*^*R26*^*Fth*^*R26Δ/Δ*^, respectively). Each plot displays the expression of the designated marker across the tSNE projection for each genotype. Data in (**K**, **L**) represented as a dot plot where dots indicate individual cells. tSNE was used to generate projections from 2500 cells (downsampled) for BMDM prior to adoptive transfer, and from 701 to 1932 cells for BMDM recovered from the liver following adoptive transfer (pooled from three mice per group). Survival analysis was performed using Log-rank (Mantel–Cox) test. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001. Source data are available online for this figure.

*Fth* deletion specifically in parenchyma cells (i.e.,* Fth*^*wt/wt*^⇨*Fth*^*R26Δ/Δ*^ chimeras; *Fth*^*R26fl/fl*^ mice reconstituted *Fth*^*wt/wt*^ BM) did not cause the development of wasting (Fig. 1B), hypothermia (Fig. 1C) or lethality (Fig. 1D). Moreover, *Fth* deletion specifically in hematopoietic cells (i.e.,* Fth*^*R26Δ/Δ*^⇨*Fth*^*fl/fl*^ chimeras; *Fth*^*fl/fl*^ mice reconstituted with *Fth*^*R26fl/fl*^ BM) also did not cause wasting (Appendix Fig. S1D,E), hypothermia (Appendix Fig. S1D,F) nor mortality (Appendix Fig. S1D,G). These observations suggest that *Fth*-competent hematopoietic cells can rescue the lethal outcome of systemic *Fth* deletion in chimeric mice.

### *Fth*-competent myeloid cells rescue chimeric *Fth-*deleted mice

To establish whether myeloid cells are necessary to rescue the lethal outcome of *Fth* deletion in adult mice, we generated chimeric mice with BM cells from *Fth*^*LysMΔ/Δ*^ mice, carrying an *Fth* deletion specifically in myeloid cells (Ramos et al, 2019; Wu et al, 2023). *Fth*-deleted myeloid cells failed to prevent the development of wasting (Fig. 1B), hypothermia (Fig. 1C) and death in *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (i.e.*, Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*LysMΔ/Δ*^ BM), with all chimeric mice succumbing within 80 days of TAM administration (Fig. 1D). This suggests that FTH expression in myeloid cells is essential to rescue the lethal outcome of global *Fth* deletion in chimeric mice.

Although *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras succumbed to *Fth* deletion, the temporal dynamics were delayed, as compared to *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras. This likely reflects (i) mosaic/incomplete *Fth* deletion in *LysM*^*Cre*^ cells, (ii) in vivo selection for cells that express some FTH or (iii) both. As such, subsequent analyses were conducted as the body weight of *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ was reduced by more than 10% defining “early onset” and “late onset”, respectively.

To establish whether *Fth*-competent lymphocytes are necessary to rescue the lethal metabolic collapse caused by systemic *Fth* deletion, we generated *Fth*^*Cd2Δ/Δ*^ mice, carrying an *Fth* deletion specifically in lymphocytes. *Fth* deletion in lymphocytes did not compromise the capacity of hematopoietic cells to prevent the development of wasting (Appendix Fig. S1H,I), hypothermia (Appendix Fig. S1H,J) nor lethality (Appendix Fig. S1H,K) in *Fth*^*Cd2Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*Cd2Δ/Δ*^ BM). This suggests that FTH expression in lymphocytes, the most abundant population of circulating leukocytes in adult mice, is not required to rescue the lethal outcome of *Fth* deletion in parenchyma cells.

### Monocyte-derived macrophage depletion in chimeric *Fth-*deleted mice

Hematopoietic *Fth* deletion was associated with the depletion of monocyte-derived macrophages (Ly6G^−^CD11b^+^F4/80^low^) expressing C-X3-C Motif Chemokine Receptor 1 (CX_3_CR1) and high levels of Lymphocyte Antigen 6 Complex, Locus C (LY6C) (CX_3_CR1^+^LY6C^high^) in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, as illustrated in the liver, heart, lungs and kidneys (Figs. 1E,F and  EV1A). In contrast, tissue-resident CD11b^−/low^F4/80^high^ macrophages were not affected, with the exception of the lungs (Fig. EV1B,C). Moreover, monocyte-derived (Figs. 1E,F and  EV1A) and tissue-resident macrophages (Fig. EV1B,C) were not depleted when *Fth* was deleted specifically in parenchyma cells from *Fth*^*wt/wt*^⇨*Fth*^*R26Δ/Δ*^ chimeras.

**Figure EV1:**

Monocyte-derived macrophages are depleted in chimeric *Fth*-deleted mice. Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and representative flow cytometry dot plots for (**A**) monocyte-derived macrophage (backgated as Ly6G^−^, CD11b^+^, F4/80^low^) and (**B**) tissue-resident macrophage (Ly6G^−^, CD11b^−/low^, F4/80^high^) populations present in the liver, heart, lungs and kidneys of *Fth*^*fl/f*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, 7 to 19 days post-TAM administration. Data in (**A**, **B**) is pooled from 3 independent experiments with similar trends. (**C**) Absolute number of tissue-resident macrophages (Ly6G^−^CD11b^−/low^F4/80^high^) in the liver, heart, lungs and kidneys of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, 7 to 19 days post-TAM administration. Data in (**C**) presented as individual values (circles) and mean (red bars), pooled from 3 independent experiments with similar trends. (**D**) Schematic representation of TAM-induced *Fth* deletion (day 0) in chimeric mice, and survival of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 10), *Fth*^*Cx3cr1Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 12) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 10) chimeric mice. Data in (**D**) pooled from 3 independent experiments with similar trends. (**E**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and survival of *Ccr2*^*+/+*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Ccr2*^*−/−*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) and *Ccr2*^*+/+*^⇨⇨*Fth*^*R26Δ/Δ*^ (*n* = 15) chimeric mice following TAM administration on day 0. Data in (**E**) is pooled from 3 independent experiments with similar trends. (**F**) Time course of relative body weight changes of *Fth*^*fl/fl*^⇔*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇔*Fth*^*R26Δ/Δ*^ (*n* = 10), *Fth*^*fl/fl*^⇔*Fth*^*R26Δ/Δ*^ (*n* = 14) and *Fth*^*LysMΔ/Δ*^⇔*Fth*^*R26Δ/Δ*^ (*n *= 11) parabiotic mouse pairs, following TAM administration on day 0. Data in (**F**) are presented as mean ± SD, normalized to the initial body weight (t_0_) and pooled from 4 independent experiments with similar trends. Survival analysis was performed using Log-rank (Mantel–Cox) test. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001.

There was a marked reduction of the number of monocyte-derived macrophages when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Figs. 1E,F and  EV1A). This was not associated however with a reduction of tissue-resident macrophages, with the exception of the kidneys (Fig. EV1B,C).

This suggests that when *Fth* is deleted in parenchyma cells, FTH expression becomes essential to support tissue-dependent differentiation, and/or viability, of CX_3_CR1^+^LY6C^high^ monocyte-derived macrophages (Guilliams et al, 2018; Trzebanski et al, 2024). Of note this is not observed when FTH is expressed in parenchyma cells from mice in which *Fth* is deleted specifically in myeloid cells (Bolisetty et al, 2015; Ikeda et al, 2020),

### *Fth*-competent monocyte-derived macrophages rescue chimeric *Fth-*deleted mice

Monocyte-derived macrophages support tissue function (Amit et al, 2016; Guilliams et al, 2018), suggesting that classical monocytes (CX_3_CR1^+^LY6C^high^F4/80^−^) prevent the lethal outcome of global *Fth* deletion in chimeric mice. To test this hypothesis, we generated *Fth*^*Cx3cr1Δ/Δ*^ mice, carrying an *Fth* deletion under the control of the *Cx3cr1* promoter (Jung et al, 2000). *Fth*-deleted classical monocytes failed to rescue the lethal outcome of *Fth* deletion in 50% of *Fth*^*Cx3cr1Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*Cx3cr1Δ/Δ*^ BM) (Fig. EV1D). This partial lethality likely reflects some level of mosaicism in CX3CR1 expression, and therefore in CX3CR1-driven Cre expression in monocyte/macrophages (Yona et al, 2013). As such, mosaic FTH deletion may justify why not all in *Fth*^*Cx3cr1Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras succumb to *Fth* deletion. These data suggest, nevertheless, that *Fth*-competent classical monocytes contribute to support organismal homeostasis, when *Fth* is deleted in parenchyma cells.

Monocyte-derived macrophages migrate to non-lymphoid tissues via a mechanism that relies on the chemokine/chemokine receptor monocyte chemotactic protein 1 (MCP-1; CCL2) and C-C chemokine receptor type 2 (CCR2; CD192), respectively (Boring et al, 1997). To test whether the CCL2-CCR2 chemotactic axis is required to support the salutary effects of monocyte-derived macrophages, we reconstituted *Fth*^*R26fl/fl*^ mice with BM from *Ccr2* deficient *Ccr2*^−*/*−^ mice (Boring et al, 1997). *Fth* deletion in *Ccr2*^−*/*−^⇨*Fth*^*R26Δ/Δ*^ chimeras was only partially lethal, compared to control *Ccr2*^*+/+*^⇨*Fth*^*fl/fl*^ chimeras (Fig. EV1E). This is likely explained by *Ccr2* deletion not fully preventing monocyte BM egression (Tsou et al, 2007), with low numbers of monocyte-derived macrophages being sufficient to support organismal homeostasis, when *Fth* is deleted in parenchyma cells. As a non-mutually exclusive hypothesis, monocyte-derived macrophages might support organismal homeostasis via a mechanism that is only partially CCL2/CCR2-dependent.

### *Fth-*competent circulating monocytes rescue chimeric *Fth-*deleted mice

To test whether circulating monocytes carry the capacity to rescue the lethal outcome of systemic *Fth* deletion we used parabiosis, an experimental approach whereby a common circulatory system is established surgically to enable the transit of circulating cells (and soluble factors) between two mice (Harris, 2013). Global *Fth* deletion caused severe wasting (Fig. EV1F) and was lethal (Fig. 1G) in parabiotic *Fth*^*R26Δ/Δ*^↔*Fth*^*R26Δ/Δ*^ pairs. Expression of FTH in one parabiotic mouse restored the survival of the *Fth*-deleted parabiotic mouse (*Fth*^*fl/fl*^↔*Fth*^*R26Δ/Δ;*^ Fig. 1G), similar to control *Fth*-competent parabiotic pairs (*Fth*^*fl/fl*^↔*Fth*^*fl/fl*^), receiving TAM at the same dosage and schedule (Figs. 1G and EV1F). This suggests that *Fth*-competent hematopoietic-derived circulating cells and/or soluble factors generated in a mouse that expresses FTH are sufficient to rescue the lethal outcome of systemic *Fth* deletion.

The protective effect of *Fth*-competent circulating cells was contingent on the expression of FTH in myeloid cells, as revealed by the lethal outcome of *Fth* deletion in *Fth*^*LysMΔ/Δ*^↔*Fth*^*R26Δ/Δ*^ parabiotic pairs (Fig. 1G and EV1F). This suggests that circulating *Fth*-competent myeloid cells, which include circulating monocytes, are required to prevent the lethal outcome of systemic *Fth* deletion, in the absence of lethal irradiation and/or hematopoietic cell reconstitution.

### *Fth-*competent BM-derived monocytes (BMDM) rescue chimeric *Fth-*deleted mice

To prove unequivocally that *Fth*-competent monocytes carry the capacity to rescue the lethal outcome of global *Fth* deletion we generated BM-derived monocytes (BMDM) in vitro and tested their protective effect upon adoptive transfer into adult *Fth*-deleted *Fth*^*R26Δ/Δ*^ mice. To trace BMDM, we added a *Rosa26*-tandem dimer (td) Tomato-Flox-stop-Flox allele driving the expression of td Tomato (tdT) by Cre-driven excision, under the control of *Rosa26* promoter (*tdT*^*R26*^ mice). Adoptive transfer of *Fth*-competent tdT^+^ BMDM (generated from *tdT*^*R26*^ mice) was sufficient to extend the lifespan of *Fth*-deleted *Fth*^*R26Δ/Δ*^ mice (Fig. 1H,I). In contrast, Adoptive transfer of *Fth*-deleted tdT^+^ BMDM (generated from *tdT*^*R26*^*Fth*^*R26Δ/Δ*^ mice) failed to extend the lifespan of *Fth*-deleted *Fth*^*R26Δ/Δ*^ mice (Fig. 1H,I). All recipient *Fth*-deleted *Fth*^*R26Δ/Δ*^ mice succumbed within 1–2 days after the last BMDM adoptive transfer, suggesting that long-term survival of *Fth*^*R26Δ/Δ*^ mice is dependent on continuous supply of circulating monocytes, presumably via myelopoiesis.

### FTH supports the capacity of BMDM to give rise to tissue macrophages

The number of *Fth*-deleted tdT^+^ cells recovered from the liver and spleen of recipient *Fth*-deleted (*Fth*^*R26Δ/Δ*^) mice, 24 h after adoptive transfer of tdT^+^ BMDM, was markedly lower, as compared to *Fth*-competent tdT^+^ cells (Fig. 1H,J). This indicates that *Fth*-deleted BMDM have an impaired capacity to migrate and/or differentiate into tissue-resident macrophages. Moreover, recovery of FTH-competent tdT^+^ BMDM from the liver, but not the spleen, of recipient FTH-deleted (*Fth*^*R26Δ/Δ*^) was higher than in control (*Fth*^*fl/fl*^) recipient mice (Fig. 1H,J). This suggests that FTH-deficient organs (e.g., liver) have an increased capacity to recruit, and/or retain, monocyte-derived macrophages upon the stress imposed by FTH deletion.

To gain further insight into the differentiation of tdT^+^ BMDM after adoptive transfer, we performed a t-SNE (t-distributed Stochastic Neighbor Embedding) analysis based on CX3CR1, LY6C, F4/80 and CD11B expression, prior to, and 24 h after BMDM transfer (Fig. 1H,K). The t-SNE profile of tdT^+^ BMDM before and after adoptive transfer was distinct, as assessed in liver of recipient mice (Fig. 1H,K,L). There was heterogeneity in CX3CR1, LY6C, F4/80 and CD11B expression with a sub-population of cells increasing Ly6C and decreasing CX3CR1 and F4/80 expression, while maintaining CD11b and tdT expression (Fig. 1H,K,L). This suggests that upon adoptive transfer, tdT^+^ BMDM differentiate into distinct tissue-specific monocyte-derived macrophage subpopulations.

*Fth*-deleted and *Fth*-competent BMDM tdT^+^ cells from the liver of recipient *Fth*-deleted (*Fth*^*R26Δ/Δ*^) mice presented similar t-SNE profiles (Fig. 1H,K,L). There was also no discernable difference in the t-SNE profiles of *Fth*-competent tdT^+^ cells from the liver of *Fth*-deleted (*Fth*^*R26Δ/Δ*^) *vs*. control (*Fth*^*fl/fl*^) mice (Fig. 1H,K,L). This suggests that FTH does not regulate the initial capacity of BMDM to differentiate into monocyte-derived tissue macrophages.

### *Fth*-competent myeloid cells restore Fe homeostasis in chimeric *Fth-*deleted mice

The lethal outcome of global *Fth* deletion was associated with systemic dysregulation of Fe metabolism, as illustrated by reduced circulating transferrin and higher transferrin saturation in *Fth*-deleted *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^*vs. Fth*-competent *Fth*^*wt/wt*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2A–C). *Fth*-competent hematopoietic cells restored the levels of circulating transferrin and normalized transferrin saturation (Fig. 2A–C) in plasma from *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras to levels in the range of those in control *Fth* competent *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2A–C). This was not the case however, when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, which presented a decrease in the levels of circulating transferrin and an increase in transferrin saturation (Fig. 2A–C), as compared to *Fth* competent *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2C). This was associated, over time, with an increase in the concentration of circulating Fe in both *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 2D,E), suggesting that, over time, *Fth*-competent monocyte-derived macrophages do not prevent the accumulation of circulating redox-active Fe imposed by global *Fth* deletion, and that this increase in circulatory Fe is independent from *Fth* deletion-induced lethality.

**Figure 2:**
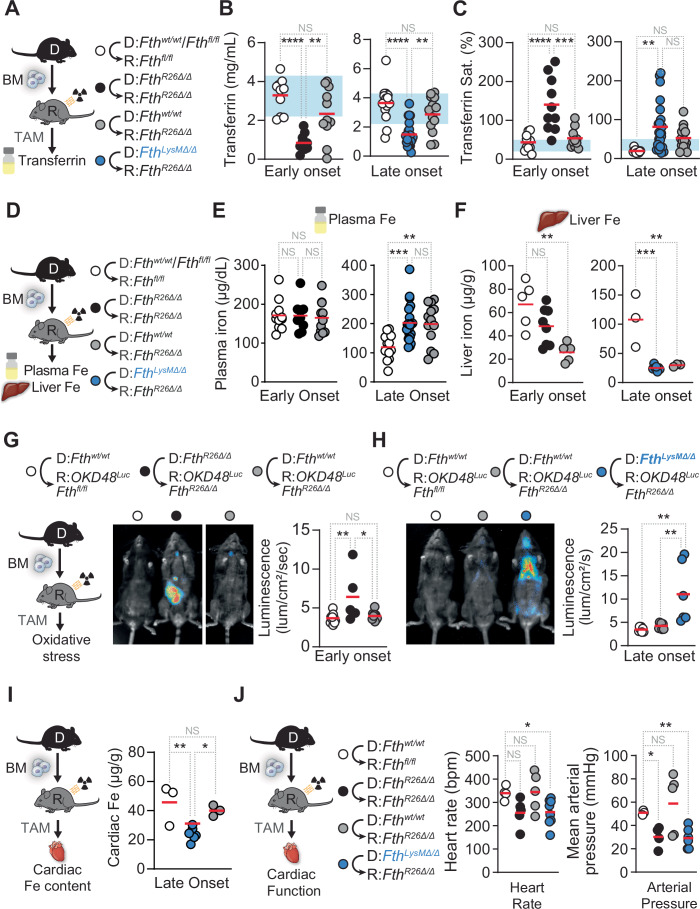
*Fth*-competent myeloid cells restore Fe homeostasis, prevent oxidative stress and restore cardiac function in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0). (**B**) Plasma transferrin concentration and (**C**) transferrin saturation in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 10–14), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 10–11), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 11–13) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 23) chimeric mice on days 7–15 (early onset), or 19–35 (late onset) following TAM administration. Data in (**B**, **C**) pooled from 6 independent experiments with similar trends. (**D**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion. Iron levels in (**E**) plasma measured in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 11–13), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 9), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 11–13) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 23) chimeric mice on days 7–15 (early onset), or 19–35 (late onset) following TAM administration and (**F**) liver measured in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–5) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) chimeric mice on day 7 (early onset), or 22 (late onset) following TAM administration. Data in (**E**, **F**) pooled from three independent experiments with similar trends. (**G**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0). Representative luminescence images depicting oxidative stress, as monitored by OKD48^*Luc*^ reporter luciferase luminescence, in *Fth*^*fl/fl*^⇨*OKD48*^*Luc*^*Fth*^*fl/fl*^ (*n* = 7–11), *Fth*^*R26Δ/Δ*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ (*n* = 7-9) and *Fth*^*LysMΔ/Δ*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice on days 7 (**G**; early onset) or 19 (**H**; late onset) following TAM administration. Data in (**G**, **H**) presented as individual values (circles) and mean (red bars), pooled from six independent experiments with similar trends. (**I**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) and cardiac iron content (right) in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–5) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6–7). (**J**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) and cardiac function parameters (heart rate; mean arterial pressure) in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) chimeric mice between days 10 and 51 following TAM administration. Data in (**J**) presented as individual values (circles) and mean (red bars), pooled from two independent experiments with similar trends. Data in (**B**, **C**, **E**, **F**–**I**) represented as individual values (circles) and mean (red bars), one-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. Data in (**J**) represented as individual values (circles) and mean (red bars), Welch ANOVA with Dunnett’s T3 test for multiple comparison correction was used for comparison between control and test groups NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available online for this figure.

Systemic *Fth* deletion was associated with a decrease of hepatic Fe content, not restored by *Fth*-competent hematopoietic cells in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ nor *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, compared to control *Fth*-competent *Fth*^*wt/wt*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2F). Moreover, systemic *Fth* deletion was associated with the appearance of electron-dense crystalline inclusions in both the liver (Appendix Fig. S2A) and WAT (Appendix Fig. S2B), from *Fth*-deleted *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras. This is consistent with the formation of hemosiderin Fe deposits formed by a single membrane-bound lysosomal body, likely due to the loss of iron storage capacity imposed by *Fth* deletion (Fig. 2F). These siderosome-like structures were not observed in the liver (Appendix Fig. S2A) nor the WAT (Appendix Fig. S2B) from *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras, similar to control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras. These observations suggest that *Fth*-competent monocyte-derived macrophages prevent the formation of hemosiderin Fe deposits associated with systemic loss of Fe storage capacity due to *Fth* deletion.

### *Fth*-competent myeloid cells restore redox homeostasis in chimeric *Fth-*deleted mice

Using *OKD48*^*Luc*^ reporter mice, expressing a luciferase reporter ubiquitously to monitor oxidative stress in vivo (Oikawa et al, 2012), we confirmed that global *Fth* deletion led to systemic oxidative stress in *Fth*^*R26Δ/Δ*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ chimeras (i.e.,* OKD48*^*Luc*^*Fth*^*R26fl/fl*^ mice reconstituted with BM from *Fth*^*R26fl/fl*^ mice) (Fig. 2G), consistent with described in adult *Fth*^*R26Δ/Δ*^ mice (Blankenhaus et al, 2019). *Fth*-competent hematopoietic cells restored systemic redox balance in *Fth*^*fl/fl*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ chimeras (Fig. 2G,H). This was no longer the case however, when *Fth* was deleted in myeloid cells (Fig. 2H), as assessed at a later point (i.e., late onset) in *Fth*^*LysMΔ/Δ*^⇨*OKD48*^*Luc*^*Fth*^*R26Δ/Δ*^ chimeras (Fig. 2H). This suggests that *Fth*-competent monocyte-derived macrophages are essential to prevent the development of tissue oxidative stress imposed by systemic *Fth* deletion.

### *Fth-*competent myeloid cells support tissue function in chimeric *Fth-*deleted mice

Global *Fth* deletion was associated with the development of multiorgan damage, as illustrated serologically by the accumulation of alanine aminotransferase (ALT; liver damage) (Fig. EV2A,B), aspartate aminotransferase (AST; liver damage) (Fig. EV2A,C), lactate dehydrogenase (LDH) (Fig. EV2A,D), creatinine phosphokinase (CPK; muscle damage) (Fig. EV2A,E) and urea (kidney damage) (Fig. EV2A,F) in the plasma of *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras *vs*. control *Fth*-competent *Fth*^*fl/f*^*/Fth*^*wt/wt*^⇨*Fth*^*fl/fl*^ chimeras. Multiorgan damage was confirmed histologically, as illustrated in the liver (i.e., hepatocellular vacuolar degeneration) and in the kidneys (i.e., acute tubular cell necrosis) (Fig. EV2A,G,H).

**Figure EV2:**

*Fth-*competent myeloid cells support tissue function in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion. Plasma levels of (**B**) alanine transaminase (ALT), (**C**) aspartate transaminase (AST), (**D**) lactate dehydrogenase (LDH), (**E**) creatine phosphokinase (CPK) and (**F**) urea, measured in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 11–21), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 15–25), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 9–18) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 11–20) chimeric mice on days 7–15 (early onset), or 19–35 (late onset) following TAM administration. Data in (**B**–**F**) represented as individual values (circles) and mean (red bars) pooled from 4 to 6 independent experiments with similar trends. (**G**, **H**) Representative hematoxylin and eosin (H&E) stained histology images of liver, kidney and heart from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^, *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice on day 7 (early onset) (**G**), or 22 (late onset) (**H**) following TAM administration. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

*Fth*-competent hematopoietic cells prevented multiorgan damage in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ*^ chimeras (Fig. EV2A,G). This was no longer observed however, when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, which showed hepatocellular hypertrophic lesions with granular acidophilic cytoplasm, hinting at possible liver mitochondrial dysfunction (Fig. EV2A,H). This suggests that *Fth*-competent monocyte-derived macrophages are essential to prevent multiorgan damage imposed by systemic *Fth* deletion.

### *Fth*-deleted mice succumb to life-threatening cardiac dysfunction

FTH is highly expressed in the heart (Munro and Linder, 1978) and *Fth* deletion in cardiac myocytes leads to cardiac dysfunction (Fang et al, 2020), suggesting that *Fth*^*R26Δ/Δ*^ mice develop cardiac dysfunction. However, global *Fth* deletion was not associated with the development of acute cardiac damage, as illustrated by troponin I accumulation in plasma from *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^*vs*. control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. EV2I) and confirmed histologically (Fig. EV2J). Nevertheless, global *Fth* deletion in *Fth*^*R26Δ/Δ*^ mice led to a profound reduction of heart rate, end-systolic pressure (ESP) and preload recruitable stroke work (PRSW), compared to control *R26*^*Cre*^ or *Fth*^*fl/fl*^ mice (Appendix Fig. S3A–C). A number of other cardiac function parameters, including cardiac mechanical power (MaxPwr) with ensuing reduction of mean arterial pressure, cardiac output, stroke work, pressure-volume area and peak systolic pressure (Pmax) were also severely impaired in *Fth*^*R26Δ/Δ*^*vs*. control *R26*^*Cre*^ or *Fth*^*fl/fl*^ mice (Appendix Fig. S3A–C). This suggests that FTH is essential to sustain heart function and blood circulation.

### *Fth-*competent myeloid cells support cardiac function in chimeric *Fth-*deleted mice

Systemic *Fth* deletion did not impact on cardiac Fe content in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^*vs*. control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Appendix Fig. S3D). In contrast however, myeloid *Fth* deletion led to a marked decrease in cardiac Fe content in *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, at a later time point, compared to control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2I). This was prevented by *Fth* competent hematopoietic cells in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 2I), suggesting that over time, *Fth*-competent myeloid cells become essential to control the cardiac Fe content of chimeric mice in which *Fth* is deleted globally.

We then asked whether macrophages prevent the development of life-threatening cardiac dysfunction imposed by systemic *Fth* deletion. Similar to observed upon *Fth* deletion in adult *Fth*^*R26Δ/Δ*^ mice (Appendix Fig. S3A–C), global *Fth* deletion in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice led to the development of life-threatening cardiac dysfunction, revealed by a profound reduction of heart rate and mean arterial pressure (Fig. 2J) as well as ESP, PRSW, and MaxPwr (Appendix Fig. S3E), compared to control *Fth*^*fl/f*^*/Fth*^*wt/wtl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 2J; Appendix Fig. S3E). *Fth*-competent hematopoietic cells prevented the development of life-threatening cardiac dysfunction in *Fth*-deleted *Fth*^*fl/fl*^⇨*Fth*^*R26Δ*^ chimeras (Fig. 2J; Appendix Fig. S3E). This suggests that *Fth*-competent hematopoietic cells carry the capacity to prevent the development of life-threatening cardiac dysfunction imposed by systemic *Fth* deletion.

*Fth*-deletion in the myeloid compartment of *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras was associated with the development of life-threatening cardiac dysfunction (Fig. 2J; Appendix Fig. S3E). This suggests that *Fth*-competent myeloid cells, including monocyte-derived macrophages, are essential to prevent the development of life-threatening cardiac dysfunction imposed by systemic *Fth* deletion. This is consistent with monocyte-derived macrophages promoting cardiac function under steady state conditions (Hulsmans et al, 2017) or in response to ischemic damage (Swirski et al, 2009).

### *Fth-*competent myeloid cells support energy metabolism in chimeric *Fth-*deleted mice

Cardiac function is a highly energy demanding process, entertaining the hypothesis that *Fth*-competent monocyte-derived macrophages support cardiac function, indirectly, via a mechanism that sustains organismal energy expenditure. In support of this hypothesis, global *Fth* deletion led to a collapse of energy expenditure (EE) in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 3A,B), similar to observed *Fth*^*R26Δ/Δ*^ mice (Blankenhaus et al, 2019). *Fth*-competent hematopoietic cells rescued EE in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 3A,B) while *Fth*-deletion in myeloid cells compromised the capacity of hematopoietic cells to rescue EE in *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 3A,C).

**Figure 3:**
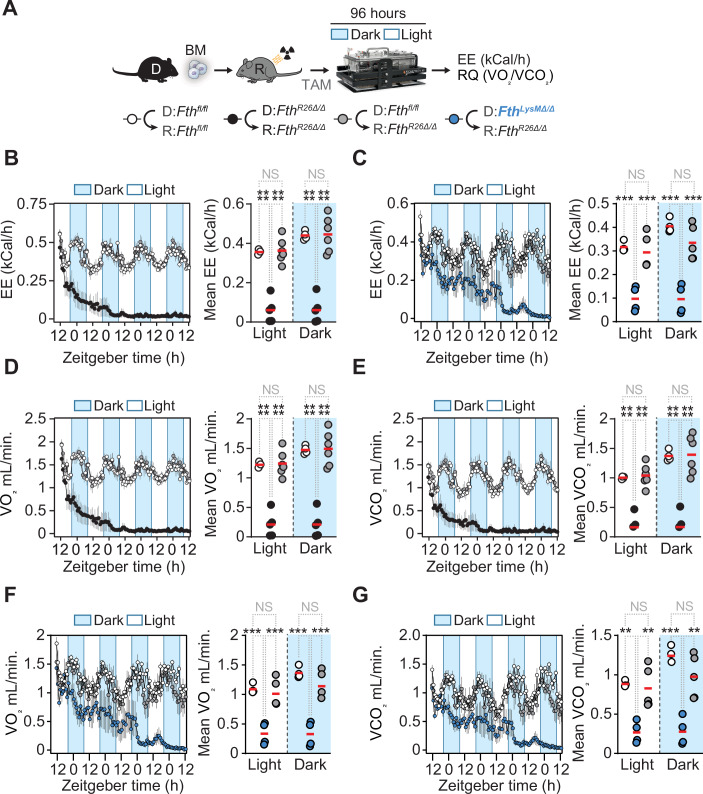
*Fth-*competent myeloid cells support energy metabolism in chimeric *Fth-*deleted mice. (**A**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0). (**B**, **C**) Time course and mean of energy expenditure (EE) during day/night time in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (n = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5–6) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) chimeric mice, assessed from day 7 (**B**; early onset), or day 20 (**C**; late onset) post-TAM administration. (**D**, **E**) Time course and mean of (**D**) O_2_ consumption rate (VO_2_) and (**E**) CO_2_ production rate (VCO_2_) during day/nighttime in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5–6) chimeric mice, assessed from day 7 (early onset). Time course and mean of (**F**) O_2_ consumption rate (VO_2_) and (**G**) CO_2_ production rate (VCO_2_) during day/nighttime in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5–6) chimeric mice, assessed from day 20 (late onset). Data in (**B**–**G**) is displayed as mean ± SD (time course), or as individual values (circles) and mean (red bars) (dot plots). Data in (**B**–**G**) is pooled from two independent experiments with similar trends. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available online for this figure.

Systemic *Fth* deletion reduced consumed O_2_ (VO_2_) (Fig. 3D) and exhaled CO_2_ (VCO_2_) to the same extent (Fig. 3E) and therefore did not reflect on respiratory quotient (RQ), (Appendix Fig. S2A–C). *Fth*-competent hematopoietic cells restored VO_2_ and VCO_2_ in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 3D,E) while *Fth*-deleted myeloid cells failed to do so in *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 3F,G).

Global *Fth* deletion in chimeric mice was associated with the suppression of locomotor activity (Fig. EV3D) and food intake (Fig. EV3E). *Fth*-competent hematopoietic cells restored locomotor activity (Fig. EV3D) and food intake (Fig. EV3E) in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. EV3D,E). This was no longer observed upon *Fth*-deletion in myeloid cells (Fig. EV3F,G).

**Figure EV3:**

*Fth-*competent myeloid cells restore movement and food intake in chimeric *Fth-*deleted mice. (**A**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and metabolic cage assessment of metabolic parameters. (**B**, **C**) Time course of respiratory quotient (RQ, calculated as VO_2_/VCO_2_), and mean (red bars) RQ during daytime/nighttime (dot plots) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5–6) and *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) chimeric mice, assessed from day 7 (**B**; early onset), or day 20 (**C**; late onset) post TAM administration. Time course and mean (red bars) of daytime/nighttime values (dot plots) for mouse movement (m/h; **D**), and rate of food intake (g/h; **E**) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, assessed from day 7 (early onset). Time course and mean (red bars) of daytime/nighttime values (dot plots) for mouse movement (m/h; **F**), and rate of food intake (g/h; **G**) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, assessed from day 20 (late onset). Data in (**B**–**G**) is displayed as mean ± SD (time course), or as individual values (circles) and mean (red bars) (dot plots). Data in (**B**–**G**) is pooled from 2 independent experiments with similar trend. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, ***P < 0.001, ****P < 0.0001.

These observations suggest that *Fth*-competent monocyte-derived macrophages are essential to restore energy metabolism under *Fth* deletion in parenchyma cells. This salutary effect is associated with a regain of locomotor activity and food intake (Fig. EV3F,G).

### *Fth*-competent myeloid cells support BAT thermogenesis in chimeric *Fth-*deleted mice

Mice allocate up to one-third of their EE to support core body temperature, under standard husbandry conditions (~ 22 °C) (Ganeshan and Chawla, 2017; Ganeshan et al, 2019; Reitman, 2018). This is achieved, to a large extent, via brown adipose tissue (BAT) thermogenesis (Cannon and Nedergaard, 2004; Lowell et al, 1993), entertaining the hypothesis that *Fth*-competent monocyte-derived macrophages sustain BAT thermogenesis in chimeric mice. In support of this hypothesis, global *Fth* deletion compromised BAT thermogenesis (Fig. 4A,B) and caused BAT wasting (Fig. EV4A,B) in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras. *Fth*-competent hematopoietic cells restored BAT thermogenesis in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 4A,B): This was no longer the case when *Fth* was deleted in myeloid cells (Fig. 4C,D), with a tendency for BAT wasting and reduction in average lipid droplet at a later time point (Fig. EV4C,D), albeit not significant. This suggests that *Fth*-competent myeloid cells, including monocyte-derived macrophages, prevent the collapse of BAT thermogenesis and thermoregulation imposed by systemic *Fth* deletion.

**Figure 4:**
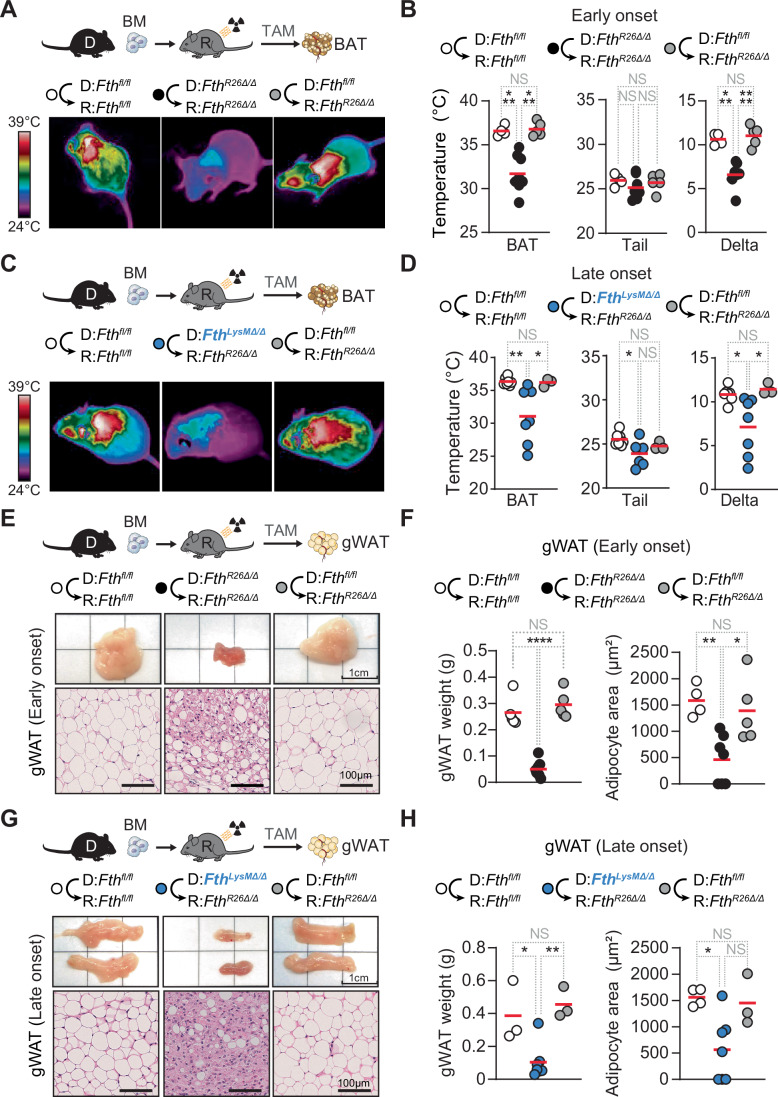
*Fth*-competent myeloid cells support adipose tissue function in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) with corresponding representative infrared thermal images (FLIR) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, on day 7 (early onset) post-TAM administration. (**B**) BAT (left) and tail (center) temperatures extracted from thermal images, and temperature delta (right; core body temperature – tail temperature) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (n = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post-TAM administration. (**C**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) with corresponding representative (FLIR) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, collected between days 16-39 (late onset) post TAM administration using an infrared thermal imaging camera (FLIR). (**D**) BAT (left) and tail (center) temperatures extracted from thermal images, and temperature delta (right; core body temperature – tail temperature) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeric mice, collected between days 16-39 (late onset) post TAM administration. Data in (**B**, **D**) represented as individual values (circles) and mean (red bars). Data in (**A**–**D**) is pooled from three independent experiments with similar trends. (**E**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, with corresponding representative macroscopic and histological images of gonadal white adipose tissue pads (gWAT) in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, collected on day 7 (early onset) post TAM administration. (**F**) gWAT weight (left) and mean (red bars) adipocyte area (right) in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4–5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 7–8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post TAM administration. (**G**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, with corresponding representative macroscopic and histological images of gonadal white adipose tissue pads (gWAT) in *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, collected between days 16-39 (late onset) post-TAM administration. (**H**) gWAT pad weight (left) and mean (red bars) adipocyte area (right) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeric mice, collected between days 16 and 39 (late onset) post-TAM administration. Data in (**F**, **H**) represented as individual values (circles) and mean (red bars). Data in (**E**–**H**) is pooled from three independent experiments with similar trends. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available online for this figure.

**Figure EV4:**

*Fth-*competent myeloid cells support BAT and WAT function in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of brown adipose tissue pads (BAT) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post TAM administration. (**B**) BAT pad weight (left) and mean (red bars) BAT adipocyte lipid droplet area (right) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post TAM administration. (**C**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of BAT of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–4) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. (**D**) BAT pad weight (left) and mean (red bars) BAT adipocyte lipid droplet area (right) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–4) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. Data in (**B**, **D**) represented as individual values (circles) and mean (red bars), pooled from three independent experiments with similar trends. (**E**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of inguinal white adipose tissue pads (iWAT) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4–5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post TAM administration. (**F**) iWAT pad weight (left) and mean (red bars) iWAT adipocyte area (right) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4–5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, collected on day 7 (early onset) post TAM administration. (**G**) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of iWAT of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. (**H**) iWAT pad weight (left) and mean (red bars) iWAT adipocyte area (right) of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 3–4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 7) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. Data in (**F**, **H**) represented as individual values (circles) and mean (red bars), pooled from 3 independent experiments with similar trends. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ****P < 0.0001.

### *Fth*-competent myeloid cells support WAT function in chimeric *Fth-*deleted mice

BAT thermogenesis is fueled via white adipose tissue (WAT) lipolysis (Heine et al, 2018), entertaining the hypothesis that *Fth*-competent monocyte-derived macrophages regulate WAT lipolysis. In keeping with this hypothesis, global *Fth* deletion led to visceral (i.e., gonadal) (Fig. 4E,F) and subcutaneous (i.e., inguinal) WAT wasting (Fig. EV4E,F), with reduction of lipid droplet (i.e., adipocyte) size in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Figs. 4E,F and  EV4E,F). While *Fth*-competent hematopoietic cells prevented WAT wasting in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Figs. 4E,F and  EV4E,F), WAT wasting was prominent when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Figs. 4G,H and  EV4G,H). This suggests that *Fth*-competent myeloid cells that give rise to monocyte-derived macrophages, carry the capacity to normalize WAT function and BAT thermogenesis in chimeric mice in which *Fth* is deleted globally.

### *Fth*-competent myeloid cells partially restore ferritin expression in tissues from chimeric *Fth-*deleted mice

Macrophages secrete and transfer ferritin (Cohen et al, 2010; Meyron-Holtz et al, 2011), suggesting that FTH might be transferred from *Fth*-competent monocyte-derived macrophages to *Fth*-deficient bystander parenchyma cells. In keeping with this hypothesis, *Fth*-competent hematopoietic cells contribute with 30-40% of the relative level of FTH protein expression in heart, liver, lung and kidneys of *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras, compared to control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 5A,B). In contrast, FTH protein expression was barely detectable when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 5A,B). This suggests that under global *Fth* deletion, *Fth*-competent monocyte-derived macrophages are essential to partially restore the level of FTH protein expression in different organs.

**Figure 5:**
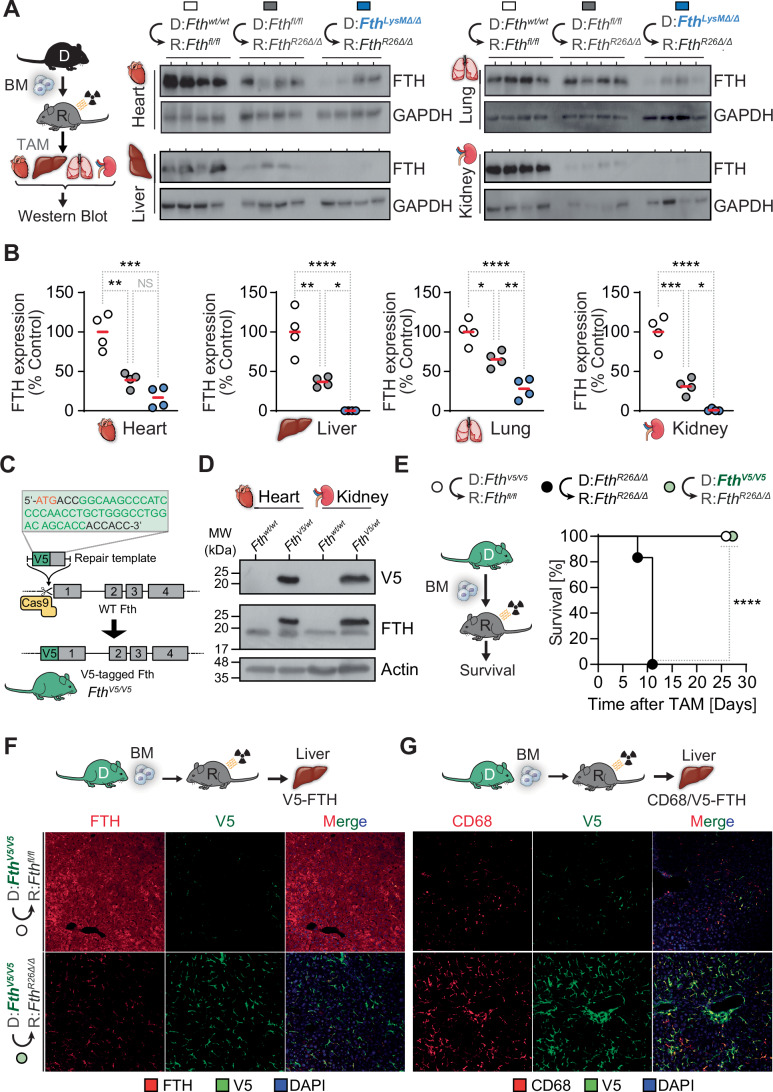
*Fth*-competent myeloid cells partially restore tissue ferritin expression but do not deliver ferritin to parenchyma cells in chimeric *Fth*-deleted mice. (**A**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and analysis of FTH protein expression (Western blot). (**B**) Relative quantification of FTH protein expression in heart, liver, lungs and kidneys from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n *= 4), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) chimeric mice, between days 7 and 23 post-TAM administration. Data in (B) represented as the % of FTH expression relative to *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ control chimeras and is pooled from 3 independent experiments. (**C**) Schematic representation of the CRISPR/Cas 9 editing strategy for V5-tagged FTH. (**D**) Detection of V5-tagged and endogenous FTH protein expression (Western blot) in control *Fth*^*wt/wt*^ and edited *Fth*^*V5/wt*^ mice. (**E**) Schematic representation of TAM-induced *Fth* deletion (day 0) and survival of *Fth*^*V5/V5*^⇨*Fth*^*fl/fl*^ (*n *= 13), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) and *Fth*^*V5/V5*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 11) chimeric mice. Data in (**E**) is pooled from 4 independent experiments with similar trends. (**F**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and representative images of FTH and V5 immunofluorescence detection in livers from *Fth*^*V5/V5*^⇨*Fth*^*fl/fl*^ and *Fth*^*V5/V5*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice. (**G**) Schematic representation of TAM-induced *Fth* deletion and representative images of CD68 (macrophages) and V5 immunofluorescence detection in livers from *Fth*^*V5/V5*^⇨*Fth*^*fl/fl*^ and *Fth*^*V5/V5*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel–Cox) test. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available online for this figure.

### *Fth*-competent myeloid cells do not deliver ferritin to parenchyma cells from chimeric *Fth-*deleted mice

To determine whether or not monocyte-derived macrophages transfer FTH to parenchyma cells we used a CRISPR/Cas 9 based approach (Jinek et al, 2012) to tag the N-terminus of FTH with a 14 amino-acid V5 peptide (*Fth*^*V5/WT*^ mouse) (Fig. 5C). Expression of V5-tagged FTH protein was validated in whole heart and kidney extracts from hemizygous *Fth*^*V5/WT*^ mice, by western blot (Fig. 5D).

Hematopoietic cells expressing V5-tagged FTH retained the capacity to rescue the lethal outcome of systemic *Fth* deletion in *Fth*^*V5/V5*^⇨*Fth*^*R26Δ/Δ*^ chimeras (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*V5/V5*^ BM) (Fig. 5E). However, the expression of the V5-tagged FTH protein was restricted to CD68^+^ macrophages, without detectable transfer to parenchyma cells, as assessed by confocal microscopy in the liver of *Fth*^*V5/V5*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 5F,G). This suggests that *Fth*-competent monocyte-derived macrophages rescue the lethal outcome of systemic *Fth* deletion, irrespective of ferritin transfer to *Fth*-deleted parenchyma cells.

### *Fth*-competent myeloid cells rescue chimeric *Fth-*deleted mice irrespective of cellular Fe import/export

We hypothesized that *Fth*-competent macrophages rescue the lethal outcome of global *Fth* deletion via a mechanism that involves cellular Fe import and/or Fe export to or from *Fth*-deleted parenchyma cells, respectively. To test these hypothesis, we reconstituted *Fth*^*R26fl/fl*^ mice with BM cells from mice harboring a myeloid-specific deletion of the main cellular Fe importer transferrin receptor 1 (TfR1; encoded by *Tfrc*) (Fig. EV5A) or the cellular Fe exporter Ferroportin (FPN1; encoded by *Slc40a1*) (Fig. EV5B) (Wu et al, 2023). *Slc40a1*-deleted myeloid cells (Fig. EV5A) or *Tfrc-*deleted myeloid cells (Fig. EV5B) retained the capacity to rescue the lethal outcome of systemic *Fth* deletion in *Slc40a1*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *Tfrc*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, respectively (Fig. EV5). This shows that monocyte-derived macrophages rescue the lethal outcome of global *Fth* deletion, via a mechanism that does not rely on Fe transit between *Fth*-competent macrophages and *Fth*-deleted parenchyma cells.

**Figure EV5:**
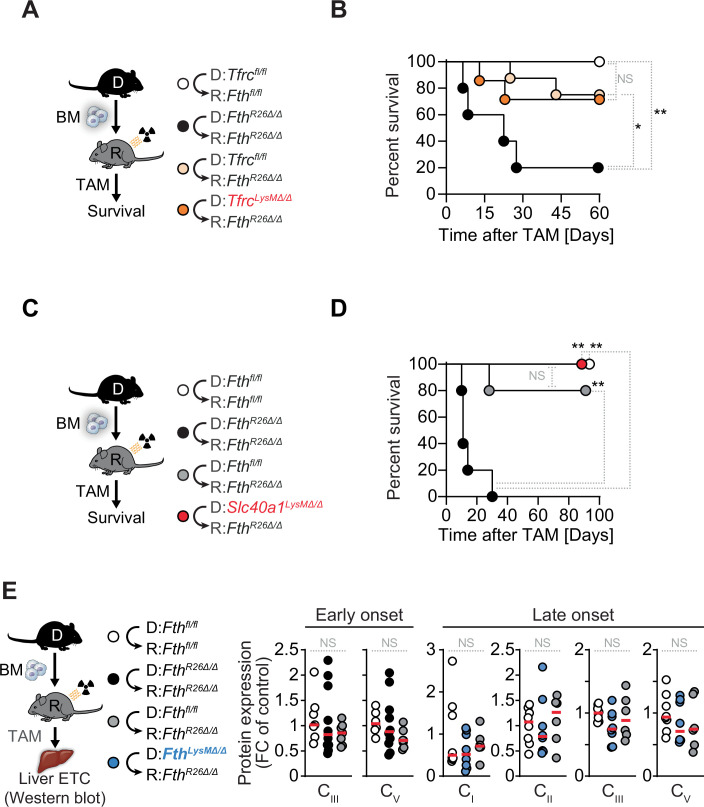
Myeloid cells rescue chimeric *Fth-*deleted mice irrespectively of cellular Fe import/export. (**A**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and (**B**) survival of *Tfrc*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Tfrc*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Tfrc*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) chimeric mice following TAM administration. Data in (**B**) is pooled from 2 independent experiments with similar trends. (**C**) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and (**D**) survival of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), and *Slc40a1*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice on day 0. (**E**) quantification of ETC subunits for complexes I-V in the livers of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 10) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) chimeric mice, between days 7–8 (early onset), or from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 8), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n *= 6) chimeric mice, between days 19 and 22 (late onset). Data in (**E**) is pooled from 4 independent experiments with similar trends. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel–Cox) test. NS: non-significant, *P < 0.05, **P < 0.01.

### *Fth*-competent myeloid cells support the mitochondria of *Fth*-deleted parenchyma cells from chimeric *Fth-*deleted mice

Whole-body *Fth* deletion causes a severe disruption of mitochondria structure and function in parenchyma cells (Blankenhaus et al, 2019). This suggests that *Fth*-competent macrophages rescue the lethal outcome of parenchyma *Fth* deletion, via a mechanism that supports the mitochondria of *Fth*-deleted parenchyma cells. In contrast to *Fth*-deletion in adult *Fth*^*R26Δ/Δ*^ mice (Blankenhaus et al, 2019), *Fth* deletion in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras was not associated with a reduction of the number of mitochondria *per* cell, compared to control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras, as assessed in the heart, WAT and liver (Fig. 6A–C). However, the mitochondria morphology of parenchyma cells from *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras was clearly disrupted, as reveled by swelling and irregular shape of mitochondrial *cristae* and reduced electron density of the mitochondrial matrix (Fig. 6D). Normal mitochondrial morphological features were restored in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ but not in *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 6D), suggesting that *Fth*-competent macrophages are essential to support the mitochondrial structure under systemic *Fth* deletion.

**Figure 6:**
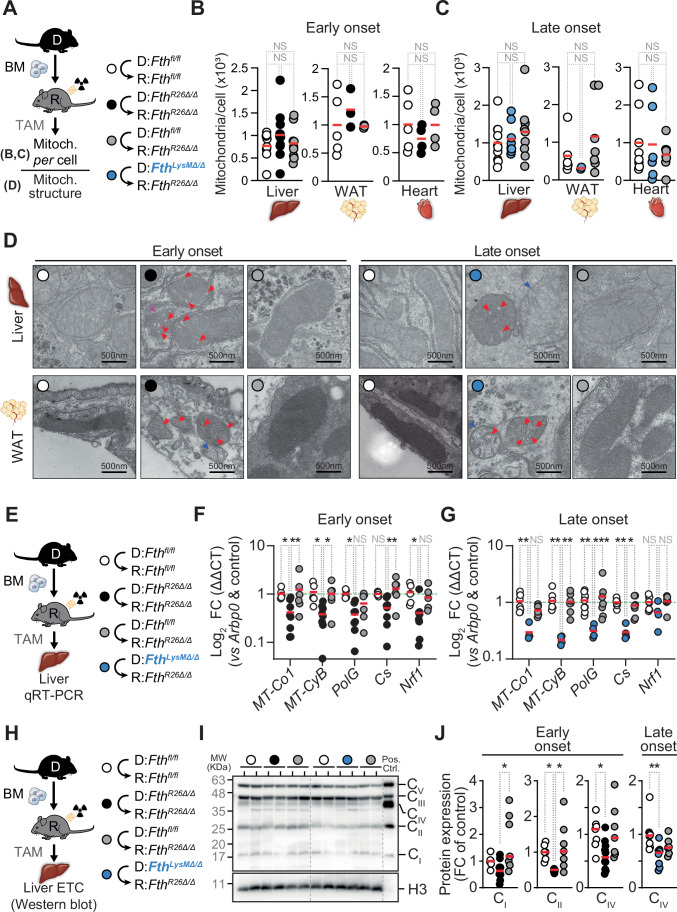
*Fth*-competent monocyte-derived macrophages support the mitochondria of parenchyma cells from *Fth*-deleted chimeric mice. (**A**) Schematic representation of chimeric mice, TAM administration (day 0) and mitochondrial analysis. (**B**, **C**) Number of mitochondria *per* cell in liver, WAT and heart of (**B**) *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 5–8), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–12) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3–9) chimeric mice, between days 7 and 9 (early onset) or (**C**) *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 6–10), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 2–8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7–8) chimeric mice, on day 22–39 (late onset). Data in (**B**, **C**) represented as individual values (circles) and mean (red bars), assessed by quantitative PCR according to the ratio of nuclear (i.e., hexokinase 2; *Hk2*) and mitochondrial (i.e., NADH-ubiquinone oxidoreductase chain 1; *mt-Nd1*) DNA. (**D**) Representative transmission electron microscopy images of mitochondria structure in gWAT adipocytes and liver hepatocytes from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, on day 8 (early onset), or from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^, *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeric mice, on day 30 (late onset). Red arrows indicate swollen cristae, purple arrows indicate disrupted mitochondrial membranes, blue arrows indicate loss of mitochondrial membrane potential, as suggested by decreased electron density. (**E**) Schematic representation of chimeric mice, TAM administration (day 0) and qRT-PCR assessment. (**F**, **G**) Log_2_ fold change (FC) in expression of mitochondrial genes or genes involved in regulation of mitochondria in livers from (**F**) *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 5), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 9) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, between days 7 and 8 (early onset), or from (**G**) *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 9), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) chimeric mice, between days 19 and 22 (late onset). Data in (**F**, **G**) is pooled from three independent experiments with similar trend and represented as individual values (circles) and mean (red bars), normalized to housekeeping gene expression (acidic ribosomal phosphoprotein P0, *Arbp0*) and to gene expression values of control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeric mice. (**H**) Schematic representation of chimeric mice, TAM administration (day 0) and western blot assessment. (**I**) Representative Western blot and (**J**) quantification of ETC subunits for complexes I-V in the livers of *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 7), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 10) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 7) chimeric mice, between days 7 and 8 (early onset), or from *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 8), *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 8) and *Fth*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice, between days 19 and 22 (late onset). Data in (**J**) is pooled from 4 independent experiments with similar trends. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. Two-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups within multiple genes. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001. Source data are available online for this figure.

### *Fth*-competent myeloid cells restore mitochondria gene expression in chimeric *Fth-*deleted mice

Global *Fth* deletion in *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras was associated with a reduction of the relative level of expression of hepatic mitochondrial mRNA, encoded by mitochondrial (i.e.,* MT-Co1*: ETC complex IV Cytochrome C oxidase I, *MT-Cyb:* ETC complex III cytochrome B; *MT-PolG*: Mitochondrial DNA polymerase) or nuclear (*Cs*: Citrate synthase; *Nrf1*: Nuclear respiratory factor 1) genes, as compared to control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Fig. 6E,F). *Fth*-competent hematopoietic cells restored the expression of these hepatic mitochondrial mRNAs in *Fth*^*fl/fl*^⇨*Fth*^*R26Δ*^ chimeras (Fig. 6E,F). This was no longer the case when *Fth* was deleted in myeloid cells from *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 6E,G).

Systemic *Fth* deletion was also associated with reduction of the relative level of a subset of mitochondrial ETC proteins, as assessed in the liver of *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^*vs*. control *Fth*^*fl/fl*^⇨*Fth*^*fl/fl*^ chimeras (Figs. 6H–J and  EV5E). *Fth*-competent hematopoietic cells restored the expression of these mitochondrial ETC proteins (Figs. 6H–J and  EV5E), while deletion of *Fth* in myeloid cells compromised this rescuing effect (Figs. 6H–J and  EV5E). These observations suggest that *Fth*-competent monocyte-derived macrophages engage in an intercellular crosstalk that supports the mitochondria of *Fth*-deficient parenchyma cells.

### Mitochondrial biogenesis is a hallmark of rescuing macrophages

To explore the mechanism via which *Fth*-competent monocyte-derived macrophages restore the mitochondria of *Fth*-deficient chimeric mice, we generated *tdT*^*LysM*^ mice expressing tdT under the control of the LysM promoter. These were crossed with *Fth*^*fl/fl*^ mice, to generate *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^ mice, deleting *Fth* specifically in tdT^+^ myeloid cells (Fig. EV6A–C).

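*Fth1*, the gene that encodes FTH, was lower in *Fth*-deleted than in control macrophages of all 3 organs. In each name of a chimera, the bone marrow donor stands before the arrow and the recipient after it. Control macrophages came from *tdT* LysM⇨*Fth* fl/fl, *Fth*-competent macrophages from *tdT* LysM⇨*Fth* R26Δ/Δ and *Fth*-deleted macrophages from *tdT* LysM*Fth* LysMΔ/Δ⇨*Fth* R26Δ/Δ chimeras. In liver, the normalized count of *Fth1* was 48975 ± 4342 (SD, n = 3) in control and 1209 ± 410 (SD, n = 5) in *Fth*-deleted macrophages. In WAT it was 33112 ± 6842 (SD, n = 3) in control and 1111 ± 539 (SD, n = 5) in *Fth*-deleted macrophages. In heart it was 64590 ± 22729 (SD, n = 4) in control and 1502 ± 1696 (SD, n = 5) in *Fth*-deleted macrophages. The log2 fold change from control to *Fth*-deleted macrophages was -5.41 (standard error 0.61, adjusted p = 0.00405, limma) in liver, -4.99 (standard error 0.82, adjusted p = 0.0342) in WAT and -5.92 (standard error 0.57, adjusted p = 0.000160) in heart. In limma this call was lost in WAT without any 1 of the libraries compared but that of *Fth*-deleted mouse 9 (log2 fold change -5.17 to -4.82) and in liver without control mouse 5 or 11 (-5.47 and -5.40). Every *Fth*-deleted library was below every control library (two-sided exact permutation test, p = 0.0179 in liver and in WAT, the smallest that 3 mice against 5 allow, and p = 0.00794 in heart, the smallest that 4 against 5 allow). *Fth*-competent macrophages held 194089 ± 152665 (SD, n = 3) normalized counts of *Fth1* in liver, 579987 ± 458593 (SD, n = 3) in WAT and 57766 ± 10872 (SD, n = 3) in heart. Against control macrophages, the exact permutation p was 0.400 in liver, 0.100 in WAT, where 3 mice against 3 allow no smaller p, and 0.771 in heart. Over all genes, the rise of *Fth1* from control to *Fth*-competent macrophages passed in WAT only in DESeq2 (log2 fold change 4.13) and in limma without *Fth*-competent mouse 7 (4.69), and in liver only without *Fth*-competent mouse 2 (2.43). Without the libraries of high total it was 0.72 in WAT and -0.42 in liver. *Fth1* (ENSMUSG00000024661) lies on the forward strand of chromosome 19 of GRCm39 from 9957911 to 9962462. *Best1*, the next gene, lies 76 bases beyond its end on the opposite strand. The normalized count of *Best1* was 1783 ± 355 (SD, n = 5) in *Fth*-deleted and 76.6 ± 33.6 (SD, n = 3) in control macrophages of the liver, 5814 ± 1100 (SD, n = 5) and 16.0 ± 17.7 (SD, n = 3) in WAT, and 5675 ± 1202 (SD, n = 5) and 134 ± 80.2 (SD, n = 4) in heart.

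**Figure D1:**
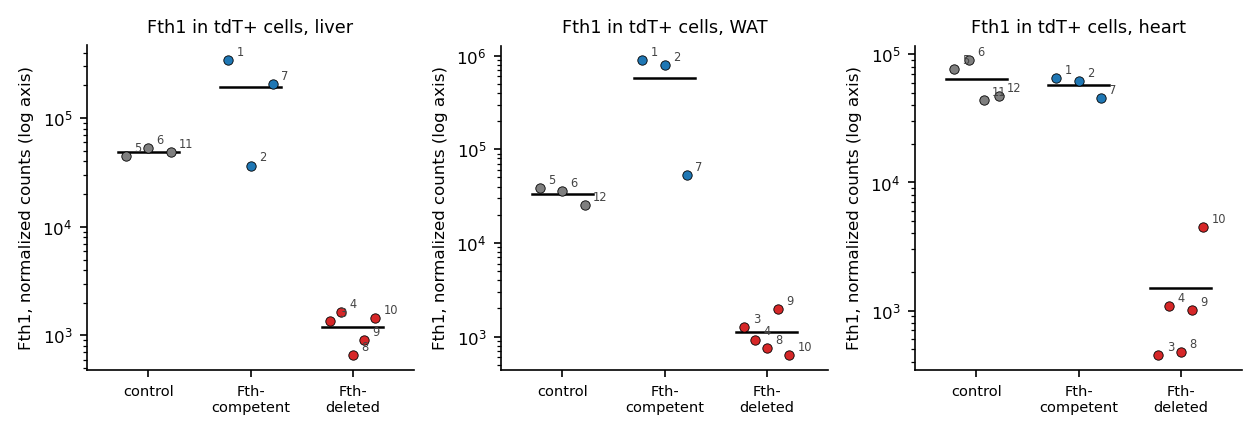
Normalized counts of *Fth1* in each library of liver, WAT and heart macrophages, on a log scale. Each point is 1 mouse, labelled by its number, and each line is the mean of a group; the *Fth*-deleted libraries of the liver lie between 657 and 1654.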

**Figure EV6:**
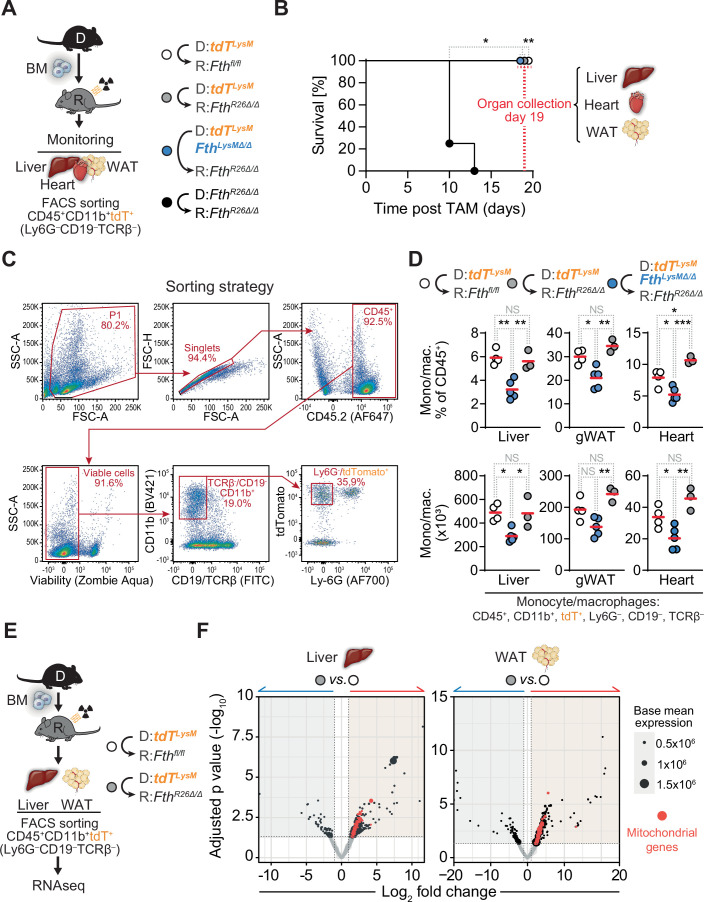
RNA sequencing analysis of monocyte/macrophages in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*^*+*^ monocyte/macrophages (CD45^+^,CD11b^+^,Ly6G^−^,CD19^−^,TCRβ^−^) in liver, heart and WAT. (**B**) Survival of *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 4), *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3), *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) and *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 4) chimeric mice until organ collection on day 19 post-TAM administration. (**C**) Gating strategy for sorting *LysM*^*+*^ monocyte/macrophages (CD45^+^, CD11b^+^, Ly6G^−^, CD19^−^, TCRβ^−^) in liver, WAT and Heart. (**D**) Proportion and number and of viable *LysM*^*+*^ monocyte/macrophages (CD45^+^, CD11b^+^, Ly6G^−^, CD19^−^, TCRβ^−^) in the liver, gWAT and heart of *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 4), *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) and *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice on day 19 post-TAM administration. (**E**) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*^*+*^ monocyte/macrophages (CD45^+^, CD11b^+^, Ly6G^−^, CD19^−^, TCRβ^−^) in liver and WAT. (**F**) Volcano plots of differentially regulated genes between *LysM*^*+*^ monocyte/macrophages sorted from liver (left) or WAT (right) of *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3), *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 4) chimeric mice, on day 19 post TAM administration. Red dots depict mitochondrial genes that are significantly differentially regulated. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel–Cox) test. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001.

There was a marked reduction in the relative proportion and number of viable monocytes/macrophages in the liver WAT and heart from chimeric mice reconstituted with tdT^+^*Fth*-deleted myeloid cells (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^ BM; *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras), compared to control chimeras (i.e.*, Fth*^*fl/fl*^ mice reconstituted with *tdT*^*LysM*^ BM; *tdT*^*LysM*^⇨*Fth*^*fl/fl*^) (Fig. EV6A,C,D). This was not observed in chimeric mice reconstituted with *Fth*-competent hematopoietic cells (i.e.,* Fth*^*R26fl/fl*^ mice reconstituted with *tdT*^*LysM*^ BM; *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^) (Fig. EV6A,C,D).

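For liver and WAT, RNA of sorted tdT+ monocytes/macrophages was sequenced from 3 control, 3 *Fth*-competent and 5 *Fth*-deleted mice per organ. Full-length cDNA was made by SMART-Seq2, and reads were aligned to GRCm39 with STAR and counted per gene with featureCounts. The values used here are normalized counts: the authors divided the reads of each gene by one DESeq2 size factor per library, separately for each organ. Between 9.83 and 63.7 M (mega) reads per library were assigned to the listed genes in liver, and between 12.6 and 31.9 M in WAT. Genes with at least 10 normalized counts in at least 3 libraries of an organ were tested with limma on log2 of the count plus 5, with the 3 groups of an organ in one linear model and Benjamini-Hochberg adjustment over all tested genes. Whole reads were recovered from the values, so that edgeR and DESeq2 were also run. Lists of genes for mitochondrial functions, stress responses and cell types were tested with camera, and their log2 fold changes are given as the median of the list over the median of all tested genes. In *Fth*-competent over *Fth*-deleted macrophages, the median of all tested genes was -0.44 in liver and -0.81 in WAT. Mice are given by the numbers in the sample labels. Several libraries stood apart from the others of their organ by the sum of their normalized counts. In liver, the sum was 44.0 M in the *Fth*-competent library of mouse 1 and 90.0 M in that of mouse 7, against 13.8 to 16.0 M in the others. In WAT, it was 41.6 M in the *Fth*-competent library of mouse 1, 55.0 M in that of mouse 2 and 90.8 M in the *Fth*-deleted library of mouse 9, against 9.83 to 12.6 M in the others. The *Fth*-competent libraries of mice 1, 2 and 7 held 6725, 7923 and 13075 genes with at least 10 normalized counts in WAT, and 10655, 13382 and 10011 in liver, where the other libraries held 12256 to 13219. A single read stood for 9.16 normalized counts in the liver library of mouse 7, so that few reads reached 10 there.

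**Figure D2:**
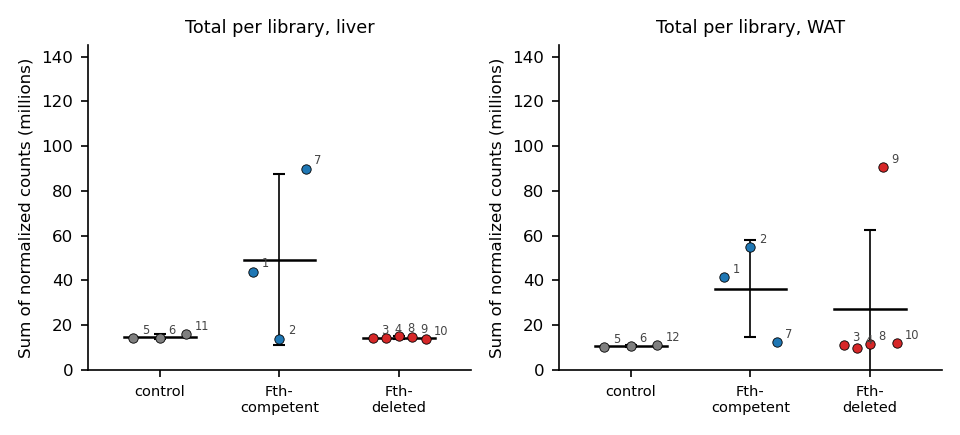
Sum of normalized counts per library, in M, for control, *Fth*-competent and *Fth*-deleted macrophages of liver and WAT. Each point is 1 mouse, labelled by its number, each line is the mean of a group and each error bar its SD; the highest points are the *Fth*-competent library of mouse 7 in liver, at 90.0 M, and the *Fth*-deleted library of mouse 9 in WAT, at 90.8 M.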

To characterize the transcriptional response of rescuing monocyte-derived macrophages, tdT^+^ (CD45^+^CD11b^+^Ly6G^‒^CD19^‒^TCRβ^‒^) monocytes/macrophages were FACS-sorted from the liver and WAT of chimeric mice (Fig. EV6A,C). Analyses of RNA sequencing (RNAseq) revealed a marked upregulation of a large swath of mitochondrial genes in *Fth*-competent *vs. Fth*-deleted macrophages from *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^*vs. tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, respectively (Figs. 7A,B and  EV6E,F). 

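In liver, *Fth1* and 1 other gene rose in *Fth*-competent over *Fth*-deleted macrophages and 6 genes fell, at an adjusted p under 0.05 in limma over 14160 genes. In WAT, *Fth1* and 1 other gene rose and 4 fell, over 14149 genes. The other gene that rose in both organs was *Fth1-ps*, a processed copy of *Fth1* named after its values were seen (log2 fold change 5.55 in liver and 6.81 in WAT). *Fth1* had a log2 fold change of 6.89 (standard error 0.61, adjusted p = 0.000177) in liver and 8.36 (standard error 0.82, adjusted p = 2.13e-05) in WAT. *Nqo1*, a quinone reductase induced by oxidative stress, fell in liver from 294 ± 93.3 (SD, n = 5) normalized counts in *Fth*-deleted to 0.523 ± 0.906 (SD, n = 3) in *Fth*-competent macrophages (log2 fold change -5.70, standard error 0.77, adjusted p = 0.0171). *Hmox1*, which encodes heme oxygenase 1, fell from 10521 ± 2236 (SD, n = 5) to 876 ± 1030 (SD, n = 3), a log2 fold change of -4.25 (standard error 0.61, adjusted p = 0.0171). *Slc40a1*, which encodes the iron exporter ferroportin, fell by 6.70 on the log2 scale in liver (standard error 1.02, adjusted p = 0.0193) and fell by 8.41 in WAT (standard error 1.28, adjusted p = 0.00816). *Slc15a2*, a peptide transporter, fell by 5.39 in liver (standard error 0.80, adjusted p = 0.0171), and *Gclm*, a subunit of the enzyme that starts glutathione synthesis, fell by 7.38 in WAT (standard error 1.17, adjusted p = 0.0114). *Best1*, the neighbour of *Fth1*, fell by 4.42 in liver and fell by 9.58 in WAT. Of the mitochondrial genes on the fixed lists, 206 of 332 had a positive log2 fold change in liver and 157 of 334 in WAT. With equal totals these were 79 and 98, without *Fth*-competent mouse 7 157 in liver, and without the libraries of high total 264 in WAT. None of them passed the test in limma, where 100 in liver and 84 in WAT had an unadjusted p under 0.05, 72 and 52 of them with a positive log2 fold change. In edgeR, 36 of them were higher in liver and 25 in WAT, and in DESeq2 80 and 43 were higher, with none lower in either tool. As a group, the 81 nuclear genes for subunits of complexes I, III, IV and V lay 1.72 (log2) over all genes in liver, with 70 positive and 16 higher when adjusted over the list alone (camera adjusted p = 2.76e-14, and adjusted p = 0.329 with an estimated correlation). In WAT, the 82 such genes lay 1.10 over all genes, and at -0.23 with quantile normalization, with 46 positive and 7 higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.70e-05, and adjusted p = 0.520 with an estimated correlation). Beside them, the proteins of the cytosolic ribosome lay 1.68 over all genes in liver (camera adjusted p = 1.99e-18, and adjusted p = 0.388 with an estimated correlation) and 1.57 in WAT, though at -0.13 with quantile normalization (camera adjusted p = 1.29e-09, and adjusted p = 0.520 with an estimated correlation). Markers of hepatocytes lay 1.56 over all genes in liver (camera adjusted p = 0.000172, and adjusted p = 0.432 with an estimated correlation). Without the libraries of high total, which leaves 1 *Fth*-competent library per organ that is assumed to vary like the other groups, the list of complexes I, III, IV and V lay 0.0339 over all genes in liver (camera adjusted p = 0.317) and 0.35 in WAT (camera adjusted p = 3.06e-06). DESeq2 then called 0 mitochondrial genes higher in either organ and 1 lower in liver. Without *Fth*-competent mouse 7 alone, the list lay at -0.0389 in liver and did not pass, and with 1 library left out it lay in WAT from 0.62 (without *Fth*-deleted mouse 4) to 1.57 (without *Fth*-competent mouse 7) over all genes. Leaving out 1 library changed the number of genes past the threshold from 8 in liver to 1 (*Fth*-deleted mouse 3, 8, 9 or 10), 2 (*Fth*-competent mouse 1 or *Fth*-deleted mouse 4), 21 (*Fth*-competent mouse 7) or 4236 (*Fth*-competent mouse 2), and from 6 in WAT to 3 (*Fth*-competent mouse 1 or 2) or 3384 (*Fth*-competent mouse 7). Without *Fth*-competent mouse 2, 88 mitochondrial genes were higher and 44 lower in limma in liver, and without *Fth*-competent mouse 7, 60 were higher and 38 lower in WAT. The *Fth*-competent libraries left in these fits, of mice 1 and 7 in liver and 1 and 2 in WAT, all have high totals.

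**Figure D3:**
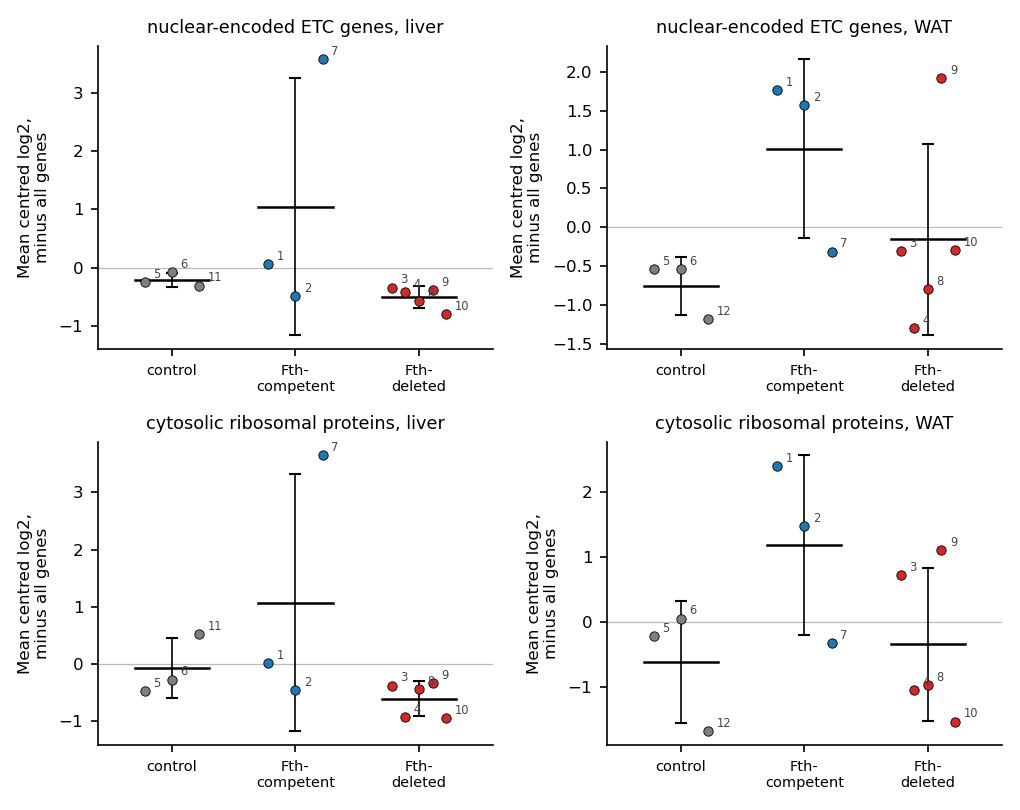
Mean log2 value of gene lists in each library of liver and WAT macrophages, relative to all genes and to the mean of all libraries of the organ, for the nuclear genes of complexes I, III, IV and V and the proteins of the cytosolic ribosome. Each point is 1 mouse, labelled by its number, each line is the mean of a group and each error bar its SD.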

Gene ontology enrichment showed a wide range of terms directly related to mitochondria (Fig. 7C), suggesting that *Fth* is strictly required to support this transcriptional response.

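Among the other fixed lists, genes for assembly of iron-sulfur clusters and genes of MHC class II presentation were among the higher ones in both organs in *Fth*-competent over *Fth*-deleted macrophages by camera, and targets of NRF2, a regulator of the response to oxidative stress, were lower in WAT. Iron-sulfur cluster assembly lay 0.93 (log2) over all genes in liver (camera adjusted p = 0.00331, and adjusted p = 0.313 with an estimated correlation) and 1.02 in WAT (camera adjusted p = 0.0482, and adjusted p = 0.327 with an estimated correlation). MHC class II genes lay 0.64 over all genes in liver (camera adjusted p = 0.00191, and adjusted p = 0.313 with an estimated correlation) and 2.16 in WAT (camera adjusted p = 0.00267, and adjusted p = 0.148 with an estimated correlation). *H2-Ab1* and *H2-Eb1*, which encode chains of MHC class II, had the smallest p of that list in liver, with log2 fold changes of 3.38 and 2.47 that did not pass over all genes (adjusted p = 0.139) and passed when adjusted over the list alone (adjusted p = 0.00125). The NRF2 targets lay -0.19 from all genes in liver (camera adjusted p = 0.0659) and -1.44 in WAT (camera adjusted p = 0.000327, and adjusted p = 0.148 with an estimated correlation). Of the 32 NRF2 targets tested in WAT, 14 were lower when adjusted over the list alone, among them *Cat*, which encodes catalase (log2 fold change -6.19, adjusted p = 0.0598 over all genes). Genes of the immediate early stress response, which tissue dissociation can induce, were higher in both organs as well, at 1.09 over all genes in liver (camera adjusted p = 0.000620, and adjusted p = 0.313 with an estimated correlation) and 1.62 in WAT (camera adjusted p = 9.35e-06, and adjusted p = 0.327 with an estimated correlation). Genes of fatty acid oxidation lay -0.86 from all genes in liver (camera adjusted p = 0.0331, and adjusted p = 0.421 with an estimated correlation). From the enrichment of terms related to mitochondria among the genes that differed, the paper proposes that *Fth* is strictly required for this transcriptional response.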

**Figure 7:**
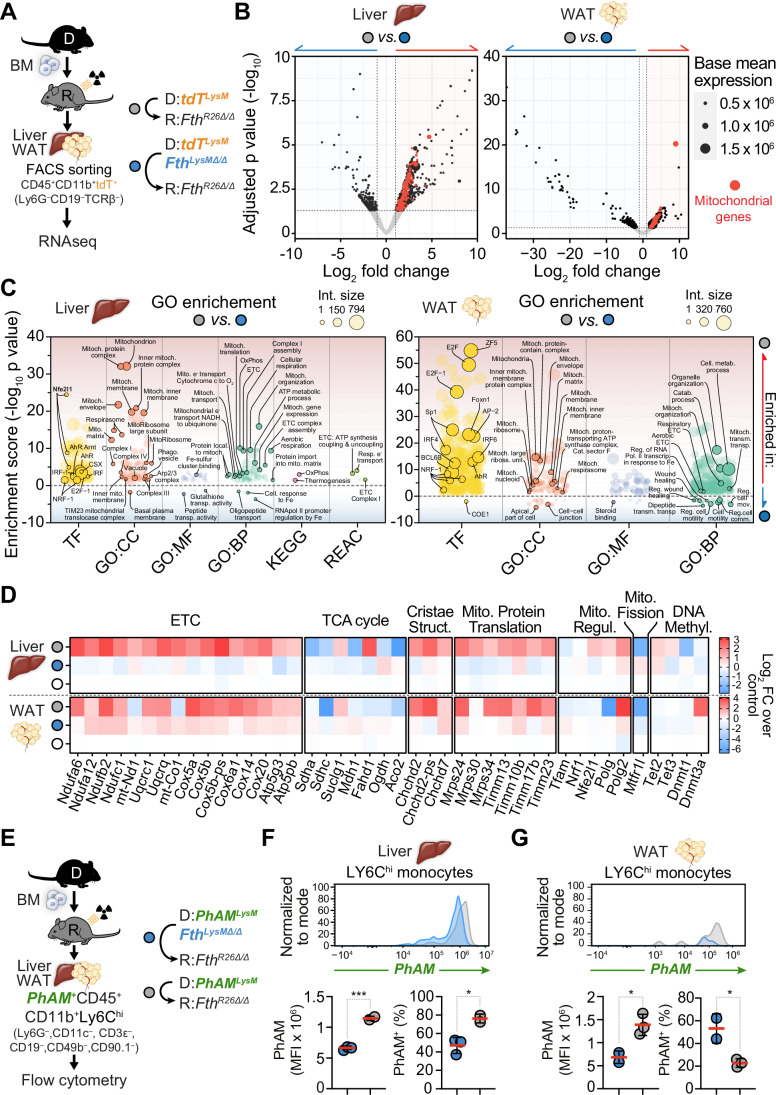
*Fth*-competent monocyte-derived macrophages deploy a mitochondrial gene transcriptional program. (**A**) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*^*+*^ monocyte/macrophages (CD45^+^,CD11b^+^,Ly6G^−^,CD19^−^,TCRβ^−^) in liver and WAT. (**B**) Volcano plots of differentially regulated genes between *LysM*^*+*^ monocyte/macrophages sorted from liver (left) or WAT (right) of *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3), *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice, on day 19 post-TAM administration. Red dots depict mitochondrial genes that are significantly differentially regulated. (**C**) Gene ontology analysis depicting ontologies that are significantly enriched comparing *LysM*^*+*^ monocyte/macrophages sorted from liver (left) and WAT (right) from *tdT*^*LysM*^⇨ *Fth*^*R26Δ/Δ*^ (*n *= 3) and *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice on day 19 post-TAM administration. Ontologies significantly enriched in *LysM*^*+*^ monocyte/macrophages from *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ are depicted as: enrichment score −log_10_*P* value > 1.301. Ontologies significantly enriched in *LysM*^*+*^ monocyte/macrophages from *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ are depicted as: enrichment score −log_10_*P* value < −1.301. Ontology classes: TF = transcription factors; GO:CC = gene ontology : cellular component; GO:MF = GO : molecular function; GO:BP = GO : biological process; KEGG = Kyoto Encyclopedia of Genes and Genomes pathway; REAC = reactome. (**D**) Heatmap of mean Log_2_ FC (over control; *tdT*^*LysM*^⇨ *Fth*^*fl/fl*^) in gene expression of genes involved in mitochondrial function and regulation, in *LysM*^*+*^ monocyte/macrophages sorted from the liver (top) and WAT (bottom) of *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 3), *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3) and *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice on day 19 post-TAM administration. (**E**) Schematic representation of chimeric mice, TAM administration and flow cytometry analysis of PhAM reporter-expressing mitochondria in *LysM*^*+*^ cells. Representative histograms of PhAM fluorescence intensity, mean fluorescence intensity (MFI) of PhAM, and percentage of PhAM^+^ cells in LY6C^high^ monocytes from the liver (**F**) and WAT (**G**) of *PhAM*^*LysM*^⇨*Fth*^*fl/fl*^ (*n *= 2–3) and *PhAM*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 2–3) chimeric mice, collected on day 100 post-TAM administration. Data in (**F**, **G**) dot plots represented as individual values (circles) and mean (red bars). Student’s *t* test was used for comparison between two groups. NS non-significant, *P < 0.05, ***P < 0.001. Source data are available online for this figure.

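In liver, the lists for complexes I, III, IV and V of the respiratory chain lay above all genes in *Fth*-competent relative to *Fth*-deleted macrophages. Complex I lay 1.55 (log2) over all genes (camera adjusted p = 7.29e-08, and adjusted p = 0.388 with an estimated correlation), complex III 1.86 (camera adjusted p = 0.000324), complex IV 2.00 (camera adjusted p = 2.40e-06) and ATP synthase 1.46 (camera adjusted p = 0.000172), the last 3 with an adjusted p of 0.313 with an estimated correlation. Adjusted over the list alone, 8 of 36 genes of complex I, 2 of 10 of complex III, 5 of 17 of complex IV and 0 of 18 of ATP synthase were higher in limma, and 0 passed over all genes. *Ndufb5* and *Ndufa6*, accessory subunits of complex I, had log2 fold changes of 2.29 (standard error 0.64) and 3.05 (standard error 0.87), and *Cox5b*, a subunit of complex IV, of 2.55 (standard error 0.70), each with an adjusted p of 0.139. In WAT, complex I lay 1.02 over all genes but at -0.15 with quantile normalization (camera adjusted p = 0.00409, and adjusted p = 0.595 with an estimated correlation). In that organ, complex III lay 0.88 over all genes and at -0.37 with quantile normalization, and ATP synthase 1.00 and at -0.24 (camera adjusted p = 0.0407 and 0.0159, and adjusted p = 0.520 with an estimated correlation for both). Complex IV lay 1.15 over all genes there (camera adjusted p = 0.00558, and adjusted p = 0.520 with an estimated correlation). *Cyc1*, which encodes cytochrome c1 of complex III, had a log2 fold change of 3.64 (standard error 0.96, adjusted p = 0.0927) and *Atp5d*, a subunit of ATP synthase, of 4.49 (standard error 1.12, adjusted p = 0.0927) in WAT. The 81 proteins of the mitoribosome lay 0.85 over all genes in liver (camera adjusted p = 0.000260, and adjusted p = 0.313 with an estimated correlation) and 0.80 in WAT (camera adjusted p = 0.00513, and adjusted p = 0.426 with an estimated correlation). None of them passed in limma, where 24 in liver and 25 in WAT had an unadjusted p under 0.05, 18 and 17 of them positive. In edgeR 9 and 7 of them were higher, and in DESeq2 18 and 14. *Mrps24* had a log2 fold change of 2.63 (standard error 0.69, adjusted p = 0.139) in liver and *Mrps15* of 3.66 (standard error 1.01, adjusted p = 0.0957) in WAT. Genes for protein import into mitochondria lay 1.02 over all genes in liver (camera adjusted p = 0.00104, and adjusted p = 0.313 with an estimated correlation) and 1.31 in WAT (camera adjusted p = 0.00409, and adjusted p = 0.426 with an estimated correlation). *Dnajc19* and *Timm17b*, of the inner membrane translocase, had log2 fold changes of 2.61 (standard error 0.74) in liver and 3.80 (standard error 1.07) in WAT that did not pass over all genes (adjusted p = 0.139 and 0.0957). Without *Fth*-competent mouse 7, the mitoribosome list lay 0.31 over all genes in liver (camera adjusted p = 0.408). In WAT, its call ended with quantile normalization, without *Fth*-competent mouse 2 (0.76 over all genes, camera adjusted p = 0.125) and without *Fth*-deleted mouse 4 (0.50, camera adjusted p = 0.0549).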

Analysis of protein-protein interactions for induced genes from enriched mitochondria related ontologies (Fig. 7C), revealed tight interaction networks involving structural mitochondrial, mitoribosome and respirasome/ETC (oxidative phosphorylation) proteins, in both liver (Appendix Fig. S4A) and WAT (Appendix Fig. S4B) macrophages. In addition, the intersection of upregulated genes revealed a network subset shared in both organs, suggesting that these genes are part of a core effector response (Appendix Fig. S4C). Specifically, the transcriptional response of *Fth*-competent macrophages included the induction of genes supporting the ETC, such as *Uqcrq* (complex III subunit), as well as genes involved in mitochondria biogenesis (e.g., *Nrf1* and *PolG2*), maintenance of mitochondrial cristae structure (e.g., *ChChd2*) and mitochondrial protein translation (Fig. 7D). Moreover, we also observed a downregulation of genes in the mitochondria tricarboxylic acid (TCA) cycle (Fig. 7D).

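In limma, 2 genes were higher and 3 lower in *Fth*-competent than in *Fth*-deleted macrophages of both liver and WAT, among 12766 genes tested in both. *Fth1* and *Fth1-ps* were the higher ones. The lower ones were *Slc40a1*, *Best1*, the neighbour of *Fth1*, and *Gm20658*, a predicted gene named after its values were seen. None of the 331 mitochondrial genes tested in both was called in both. At an unadjusted p under 0.05, 269 genes were higher in both organs, where 72.1 would be expected if the calls were independent, and 484 were lower in both, against 313.9. Mice were also split into other groups of the same sizes, each mouse moved in both organs at once. Of 56 such splits, the real one alone reached 269 (highest other 99) or 484 (highest other 120). It alone also joins mice 1, 2 and 7, whose libraries had high totals in liver or WAT, so that groups and libraries are not separated. In edgeR, 35 genes were higher in both organs, against 9.31 expected, and 4 of them were mitochondrial: *Chchd2*, *Cox5a*, *Cox6a1* and *Mrpl52*. In DESeq2, 246 of 19308 genes were higher in both organs, against 52.8 expected, and 21 were lower. The 246 included 23 of 337 mitochondrial genes, among them *Cyc1*, *Uqcrfs1*, *Cox5a*, *Ndufb9*, *Atp5b*, *Mdh2*, *Mrpl4* and *Timm17b*. Without the libraries of high total, 1 gene was higher and 1 lower in both organs in limma. Leaving out *Fth*-deleted mouse 3, 4, 8, 9 or 10 left 1 gene higher and 0 lower in both, and leaving out *Fth*-competent mouse 7 gave 3 higher and 9 lower. Because the same mice gave both organs, the 2 sets of calls are not independent samples.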

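Of the 43 genes of Fig. 7D, 42 were tested in liver and 43 in WAT, and 33 and 29 of them had a positive log2 fold change of *Fth*-competent over *Fth*-deleted macrophages (23 and 21 with equal totals). This list was drawn from the same libraries, so its directions are not independent evidence. In limma 0 of them passed over all genes in either organ. DESeq2 called 24 higher in liver and 8 in WAT and edgeR 14 and 6, with none lower. *Uqcrq* (ENSMUSG00000044894, chromosome 11 from 53318749 to 53322047) had 23105 ± 29979 (SD, n = 3) normalized counts in *Fth*-competent and 1358 ± 253 (SD, n = 5) in *Fth*-deleted macrophages of the liver. Its log2 fold change was 2.82 (standard error 0.82, adjusted p = 0.139, limma) or 4.09 (adjusted p = 9.61e-05, DESeq2) in liver, and 1.44 (standard error 1.05, adjusted p = 0.437, limma) or 1.23 (adjusted p = 0.568, DESeq2) in WAT. *Nrf1*, a transcription factor for nuclear genes of mitochondria, had a log2 fold change of -0.20 (standard error 0.45, adjusted p = 0.811, limma) in liver and -0.78 (standard error 1.08, adjusted p = 0.694, limma) in WAT. Over control macrophages, which is what the heatmap of Fig. 7D shows, *Nrf1* had a log2 fold change of -0.0877 in liver and -0.72 in WAT. Against *Fth*-deleted macrophages, the values for *Nrf1* in DESeq2 were -0.18 (adjusted p = 0.794) and -0.93 (adjusted p = 0.549). *Polg2*, a subunit of the polymerase that copies mtDNA, had a log2 fold change of 1.28 (standard error 0.68, adjusted p = 0.264, limma) in liver and 3.51 (standard error 1.50, adjusted p = 0.189, limma) in WAT, where DESeq2 called it (log2 fold change 4.45, adjusted p = 0.0310). *Chchd2* had a log2 fold change of 2.21 (standard error 0.60, adjusted p = 0.139, limma) in liver and 2.75 (standard error 0.92, adjusted p = 0.115, limma) in WAT, and was higher in both in DESeq2 (2.71, adjusted p = 0.00128, and 3.51, adjusted p = 0.00547). By the groups of the heatmap, DESeq2 called 14 of 16 genes of the ETC higher in liver and 2 in WAT, 2 and 1 of 3 genes of cristae structure, and 6 and 3 of 7 genes of translation. Of the 5 genes of regulation, it called 0 in liver and 1 in WAT. The 14 genes of the fixed list for cristae lay 1.10 (log2) over all genes in liver (camera adjusted p = 0.0699) and 1.29 in WAT (camera adjusted p = 0.0326, and adjusted p = 0.327 with an estimated correlation), a call that ended without *Fth*-competent mouse 1 or 2 or *Fth*-deleted mouse 4 (1.21, 1.03 and 1.02 over all genes). The list for replication and transcription of mtDNA, which holds *Polg2*, lay 0.59 over all genes in liver (camera adjusted p = 0.178) and -0.0773 from all genes in WAT (camera adjusted p = 0.871, with the direction of the test up). DESeq2 called 0 of the 43 genes in liver and 0 in WAT without the libraries of high total. In limma, 36 passed without *Fth*-competent mouse 2 in liver, 29 of them higher, and 20 without *Fth*-competent mouse 7 in WAT, 15 of them higher. The *Fth*-competent libraries left in these fits, of mice 1 and 7 in liver and 1 and 2 in WAT, all have high totals.

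**Figure D4:**
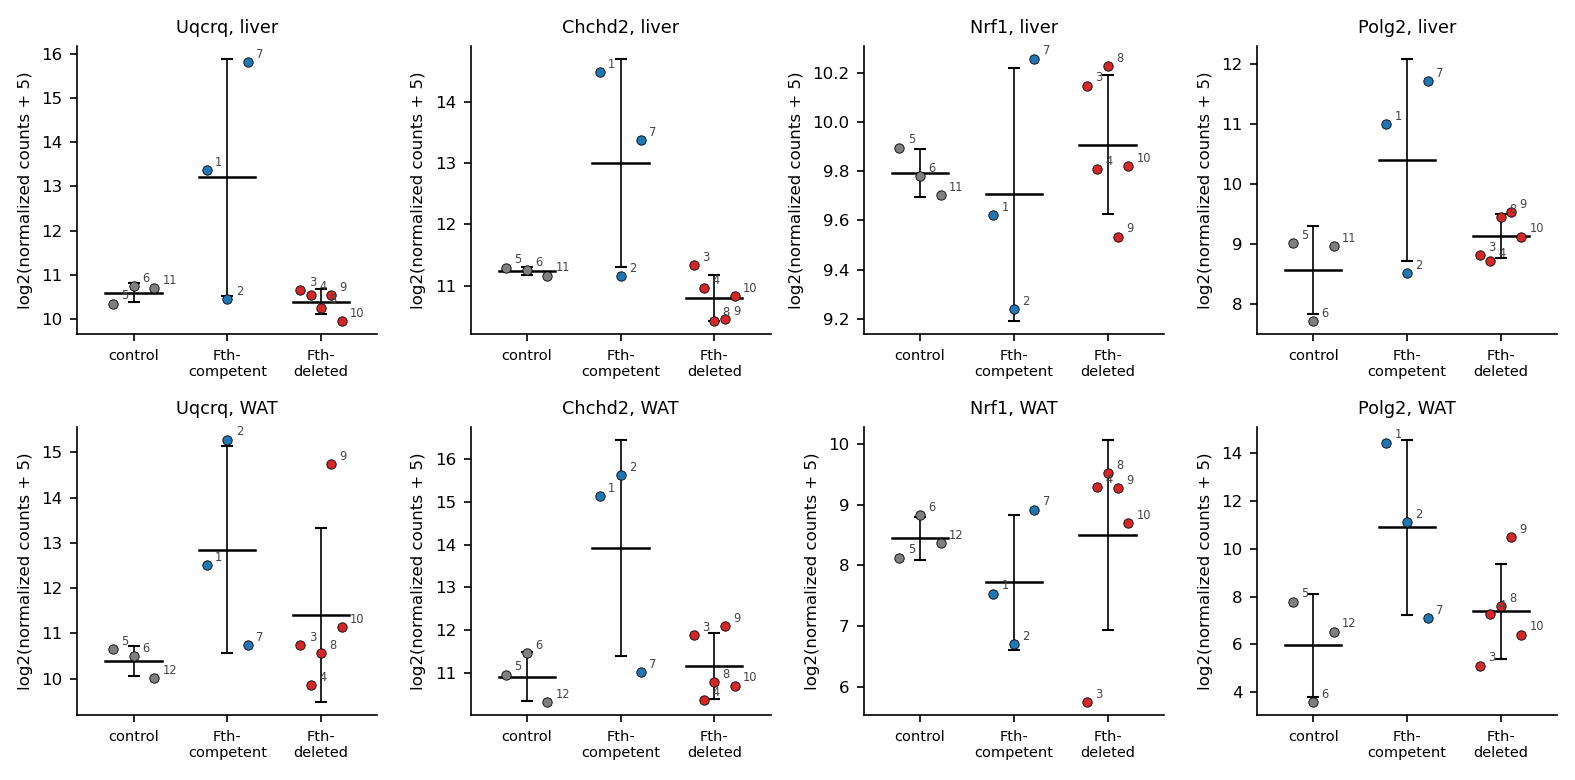
Log2 of the normalized count plus 5 of *Uqcrq*, *Chchd2*, *Nrf1* and *Polg2* in each library of liver and WAT macrophages. Each point is 1 mouse, labelled by its number, each line is the mean of a group and each error bar its SD.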

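Genes of the TCA cycle went both ways in *Fth*-competent relative to *Fth*-deleted macrophages. Of the 7 genes of the TCA cycle in Fig. 7D, 2 had a positive and 5 a negative log2 fold change in liver, and likewise 2 and 5 in WAT. In liver, negative ones were *Ogdh*, a subunit of the 2-oxoglutarate dehydrogenase complex (-1.67, adjusted p = 0.139), *Aco2*, mitochondrial aconitase (-3.30, adjusted p = 0.148), *Sdha* (-1.76), *Mdh1* (-1.64) and *Sdhc* (-0.99), and none passed the test in limma or DESeq2. The positive ones were *Suclg1* (1.23) and *Fahd1* (3.21), which DESeq2 called higher (adjusted p = 0.0440 and 6.93e-05). On the fixed list, 12 of 23 genes were positive in liver and 8 of 24 in WAT, and 0 passed in limma in either organ, where 9 in liver and 5 in WAT had an unadjusted p under 0.05. In edgeR 1 gene of the list was higher in liver and 2 in WAT, in DESeq2 4 and 1 were higher, and neither tool called one lower. The list lay 0.76 (log2) over all genes in liver (camera adjusted p = 0.425) but at -0.15 with quantile normalization, and at 0.0790 in WAT (camera adjusted p = 0.956) but at -0.49 with quantile normalization and -0.40 with equal totals. Of 56 splits of the libraries into groups of the same sizes, the real one alone gave as large a value in liver (highest other 0.58), and 50 did in WAT. In WAT, *Mdh2* had a log2 fold change of 2.77 (standard error 0.86, adjusted p = 0.102) and *Idh3a* of -4.15 (standard error 1.29, adjusted p = 0.103). Leaving out *Fth*-competent mouse 2 made all 7 genes pass in limma in liver, *Ogdh* (-2.27), *Aco2* (-4.92), *Sdha* (-2.77), *Mdh1* (-2.59) and *Sdhc* (-1.50) lower and *Suclg1* (1.96) and *Fahd1* (4.5) higher. In that fit 4236 of 13860 genes passed. The *Fth*-competent libraries left in it, of mice 1 and 7, are those of high total.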

We noted that mitochondrial fission regulator 1 like (*Mtfr1l*), showed decreased expression in in *Fth*-competent *vs. Fth*-deleted macrophages (Fig. 7D). This suggests that suppression of mitochondrial regulation through fission contributes to the rescuing capacity of *Fth*-competent macrophages (Fig. 7D).

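*Mtfr1l* (ENSMUSG00000046671) lies on chromosome 4 of GRCm39 from 134251795 to 134262702. Its normalized count in liver was 409 ± 547 (SD, n = 3) in *Fth*-competent and 1043 ± 284 (SD, n = 5) in *Fth*-deleted macrophages. The log2 fold change was -2.51 (standard error 0.82, adjusted p = 0.140, limma) and did not pass the test. In DESeq2 it was -1.33 (adjusted p = 0.263). In WAT the log2 fold change was -1.68 (standard error 1.53, adjusted p = 0.539, limma) or -0.35 (adjusted p = 0.898, DESeq2). With the libraries of high total left out, the log2 fold change in liver was 0.0336. It was -3.78 without *Fth*-competent mouse 2 (adjusted p = 0.00122, limma), where it passed. The *Fth*-competent liver libraries left in that fit, of mice 1 and 7, both have high totals.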

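On the fixed list of genes for mitochondrial fission and fusion, 13 of 16 had a negative log2 fold change of *Fth*-competent over *Fth*-deleted macrophages in liver and 9 of 15 in WAT. In limma 0 of them passed in either organ, with 3 in liver and 2 in WAT at an unadjusted p under 0.05, all negative. After *Mtfr1l*, the smallest p in liver were those of *Mief2*, an adaptor of the fission machinery (log2 fold change -2.27, standard error 0.78, adjusted p = 0.142), and *Mfn2*, which mediates fusion (-2.20, standard error 0.86, adjusted p = 0.160). In WAT they were those of *Yme1l1*, a protease of the inner membrane (-2.97, standard error 0.92, adjusted p = 0.102), and *Mtfr1* (-4.05, standard error 1.40, adjusted p = 0.121). The list lay -0.70 (log2) from all genes in liver (camera adjusted p = 0.178) and -0.79 in WAT (camera adjusted p = 0.590), and without *Fth*-competent mouse 1 it lay at 0.27 in liver and 0.0140 in WAT.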

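In heart, *Fth1* rose in *Fth*-competent over *Fth*-deleted macrophages and *Best1* and *Gclm* fell, and no other gene passed among 16236 tested in limma. Libraries came from 4 control, 3 *Fth*-competent and 5 *Fth*-deleted mice, with 8.20 to 62.7 M reads assigned to the listed genes, and were handled as those of liver and WAT. The log2 fold change of *Best1* was -6.45. *Gclm* had 170 ± 152 (SD, n = 3) normalized counts in *Fth*-competent and 6401 ± 5522 (SD, n = 5) in *Fth*-deleted macrophages, a log2 fold change of -5.60 (standard error 0.78, adjusted p = 0.0137). Of 336 mitochondrial genes on the fixed lists, 178 had a positive log2 fold change and 0 passed in limma, edgeR or DESeq2, with 17 at an unadjusted p under 0.05 in limma, 5 of them positive. As groups, relative to the median of all tested genes of -0.40, the 82 nuclear genes of complexes I, III, IV and V lay 0.67 (log2) over all genes (camera adjusted p = 0.000254, and adjusted p = 0.651 with an estimated correlation) and the 24 genes of the TCA cycle 0.94 (camera adjusted p = 5.36e-05, and adjusted p = 0.642 with an estimated correlation). *Mdh1*, a malate dehydrogenase, had a log2 fold change of 0.99 (standard error 0.46, adjusted p = 0.624). Mitoribosome proteins lay 0.49 over all genes (camera adjusted p = 0.0278, and adjusted p = 0.669 with an estimated correlation). The NRF2 targets lay -0.75 from all genes (camera adjusted p = 3.08e-05, and adjusted p = 0.350 with an estimated correlation), with 8 of 31 lower when adjusted over the list alone. Markers of T and NK cells lay 1.68 over all genes (camera adjusted p = 7.76e-09, and adjusted p = 0.402 with an estimated correlation), and markers of hepatocytes 1.41 (camera adjusted p = 0.000178, and adjusted p = 0.673 with an estimated correlation). The *Fth*-deleted library of mouse 3 stood apart, with a sum of normalized counts of 118.5 M against 15.9 to 25.2 M in the other heart libraries, 48.8% of it in the predicted gene *Gm10800*. Without that library 8 genes passed in limma and the TCA cycle list lay 0.33 over all genes (camera adjusted p = 0.197), and without *Fth*-competent mouse 7 there were 68 genes, 64 of them lower. The list of complexes I, III, IV and V lay -0.11 from all genes without *Fth*-competent mouse 1 (camera adjusted p = 0.80). With library weights, limma called 10 mitochondrial genes higher and 13 lower of 336, and 2673 of all 16236 genes, a larger share. DESeq2 called 12 mitochondrial genes higher and 7 lower without *Fth*-competent mouse 7, among 1852 genes called in all.

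**Figure D5:**
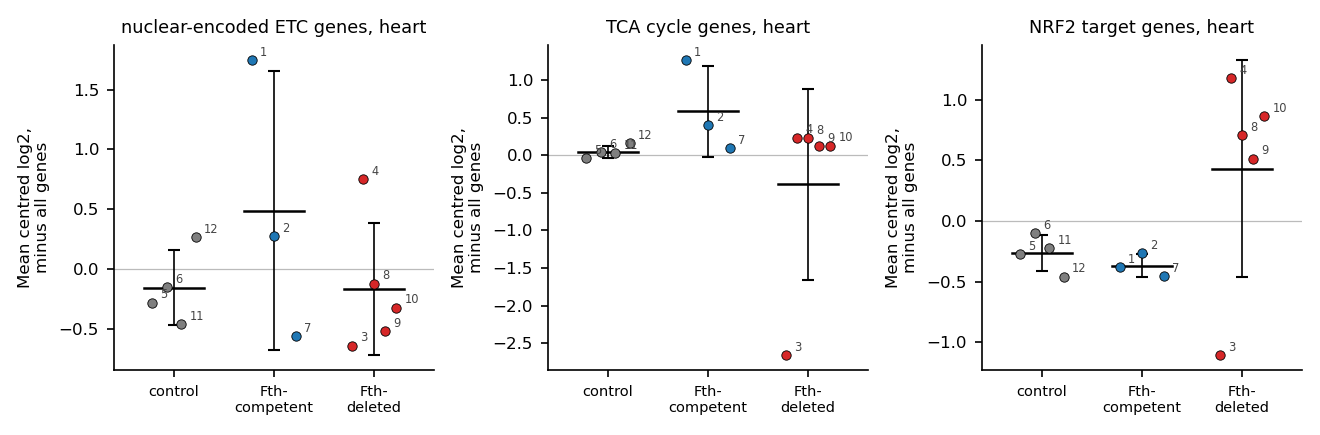
Mean log2 value of gene lists in each library of heart macrophages, relative to all genes and to the mean of all libraries of the organ. Each point is 1 mouse, labelled by its number, each line is the mean of a group and each error bar its SD; the *Fth*-deleted library of mouse 3 lies apart at -2.66 for the TCA cycle list.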

RNAseq analysis of cardiac *Fth*-competent *vs. Fth*-deleted macrophages from chimeric mice, revealed a distinct transcriptional response that did not include the regulation of mitochondrial genes (Fig. EV7A–D). This suggests that *Fth*-competent monocyte-derived macrophages activate transcriptional programs that are tissue-specific and likely prevent multiorgan dysfunction imposed by global *Fth* deletion.

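Whether the change from *Fth*-deleted to *Fth*-competent macrophages differed between organs was tested for each gene. No gene passed for liver against heart, WAT against heart or liver against WAT in limma, with 1674, 2301 and 1584 genes at an unadjusted p under 0.05. With the mouse as a block, since the labels give the same mouse numbers in all organs, 0 genes passed and 1307, 1988 and 1452 had an unadjusted p under 0.05. For the nuclear genes of complexes I, III, IV and V, the mean log2 fold change was 0.92 higher in liver than in heart (two-sided exact permutation test over mice, p = 0.518), 0.29 higher in WAT than in heart (exact permutation p = 0.732) and 0.64 higher in liver than in WAT (exact permutation p = 0.643). For the mitoribosome, the differences were 0.36 (exact permutation p = 0.357), 0.10 (exact permutation p = 0.821) and 0.26 (exact permutation p = 0.464). For the TCA cycle, they were -0.64 (exact permutation p = 0.429), -1.14 (exact permutation p = 0.143) and 0.51 (exact permutation p = 0.554). For the genes encoded by mtDNA, they were 1.23 (exact permutation p = 0.375), -2.32 (exact permutation p = 0.250) and 3.55 (exact permutation p = 0.0357), the last the only one of 15 such tests, not adjusted for each other, under 0.05. The difference was 2.57 with quantile normalization (exact permutation p = 0.0714), 3.00 with equal totals (exact permutation p = 0.0714) and 3.03 to 4.05 without any 1 mouse but mouse 9, where the exact permutation p was over 0.05, with 21 splits without an *Fth*-competent mouse and 35 without an *Fth*-deleted mouse. For all mitochondrial genes on the lists, they were 0.38 (exact permutation p = 0.232), -0.0119 (exact permutation p = 1.00) and 0.39 (exact permutation p = 0.232). Leaving out *Fth*-competent mouse 7 gave 529, 2427 and 1929 genes for the 3 pairs of organs, and leaving out *Fth*-competent mouse 2 gave 962, 0 and 280. The paper proposes from the distinct response in heart that these macrophages activate programs that are tissue-specific.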

**Figure EV7:**
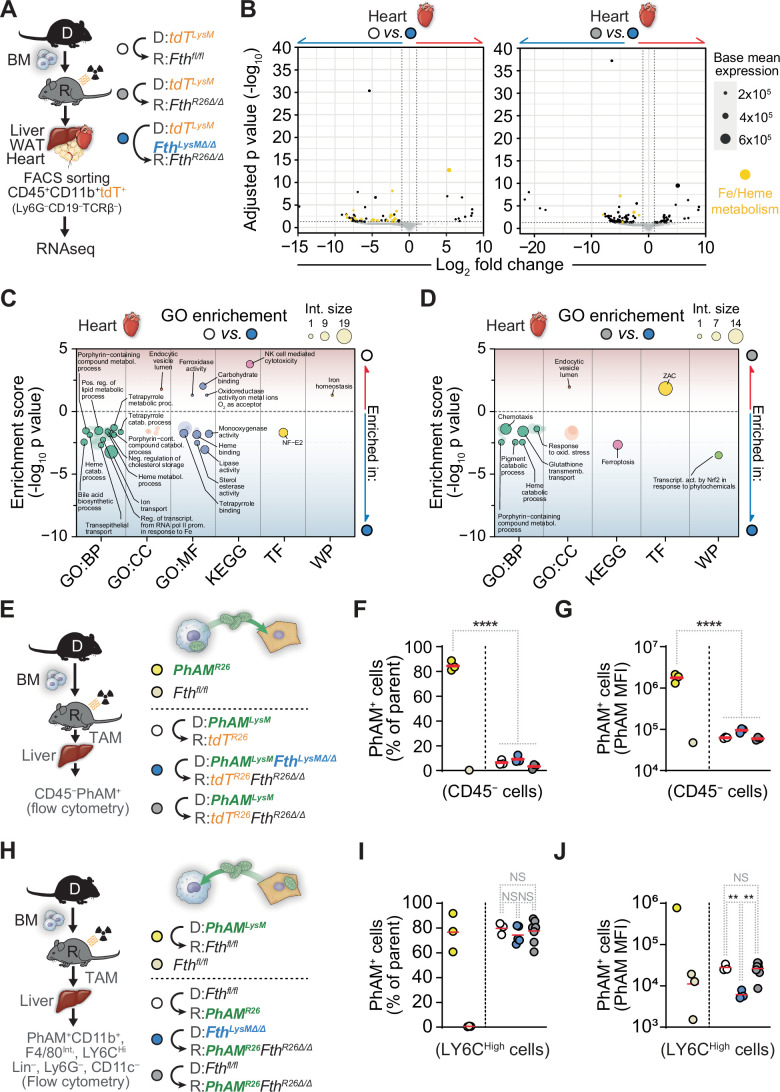
*Fth*-competent monocyte-derived macrophages in the heart of *Fth*-deleted chimeras do not employ a mitochondrial gene transcriptional program. (**A**) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*^*+*^ monocyte/macrophages (CD45^+^, CD11b^+^, Ly6G^−^, CD19^−^, TCRβ^−^) in liver, WAT and heart. (**B**) Volcano plots of differentially regulated genes between *LysM*^*+*^ monocyte/macrophages sorted from the heart of *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) vs. *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 4; left) or *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3; right) chimeric mice, on day 19 post TAM administration. Yellow dots depict genes involved in iron/heme metabolism that are significantly differentially regulated. Gene ontology analysis depicting ontologies that are significantly enriched comparing *LysM*^*+*^ monocyte/macrophages sorted from heart of (**C**) *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeras, vs. *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ (*n* = 4; left) or (**D**) *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 3; right) chimeric mice on day 19 post-TAM administration. Ontologies significantly enriched in *LysM*^*+*^ monocyte/macrophages from *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ are depicted as: enrichment score −log_10_*P* value > 1.301. Ontologies significantly enriched in *LysM*^*+*^ monocyte/macrophages from *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *tdT*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ chimeras are depicted as: enrichment score -log_10_*P* value < −1.301. Ontology classes: TF = transcription factors; GO:CC = gene ontology: cellular component; GO:MF = GO: molecular function; GO:BP = GO: biological process; KEGG = Kyoto Encyclopedia of Genes and Genomes pathway; WP = Wiki Pathways. (**E**) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM*^*R26*^; *n* = 3) and negative control (*Fth*^*fl/fl*^; *n* = 1) mice, and *PhAM*^*LysM*^⇨*tdT*^*R26*^ (*n *= 3), *PhAM*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3), *PhAM*^*LysM*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeras. (**F**) Percentage and (**G**) median fluorescence intensity (MFI) of CD45^−^ cells that are PhAM^+^. (**H**) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM*^*LysM*^⇨*Fth*^*fl/fl*^; *n* = 3) and negative control (*Fth*^*fl/fl*^; *n* = 3) mice, and *Fth*^*fl/fl*^⇨*PhAM*^*R26*^ (*n* = 3), *Fth*^*LysMΔ/Δ*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3), *Fth*^*fl/fl*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeras. (**I**) Percentage and (**J**) median fluorescence intensity (MFI) of LY6C^High^ monocyte-derived macrophages (CD11b^+^, F4/80^Int^, LY6C^Hi^, Lin^–^, LY6G^–^, CD11C^–^, PhAM^+^) that are PhAM^+^. Data in (**F**) is pooled from 2 independent experiments. Data in (**F**, **G**, **I**, **J**) is presented as individual values and mean. One-way ANOVA with Tukey’s range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, **P < 0.01, ****P < 0.0001.

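Among 44 genes of iron and heme metabolism tested in heart, *Fth1* passed over all genes in both comparisons with *Fth*-deleted macrophages, and no other did in limma. DESeq2, the tool of the paper's methods, called more genes of all kinds in heart than limma. It called 113 against 3 in *Fth*-competent over *Fth*-deleted macrophages, and 68 against 2 from control to *Fth*-deleted macrophages. The limma result thus does not decide about the genes marked in Fig. EV7B. The log2 fold change of *Fth1* was 5.81 (standard error 0.62, adjusted p = 0.000661) in *Fth*-competent over *Fth*-deleted macrophages. *Slc40a1* had a log2 fold change of -7.01 (standard error 1.35, adjusted p = 0.218) and *Hmox1* of -2.62 (standard error 0.50, adjusted p = 0.218) in the same comparison. Both were lower when adjusted over the list alone (adjusted p = 0.00138), as was *Blvrb*, which encodes biliverdin reductase B (log2 fold change -1.69, adjusted p = 0.0169 over the list alone). From control to *Fth*-deleted macrophages, the log2 fold change was 6.71 (standard error 1.24, adjusted p = 0.141) for *Slc40a1*, 2.08 (standard error 0.46, adjusted p = 0.385) for *Hmox1* and 1.70 (standard error 0.41, adjusted p = 0.530) for *Blvrb*, each higher when adjusted over the list alone. As a list, these genes lay 0.25 (log2) over all genes in *Fth*-competent against *Fth*-deleted macrophages, with the direction of the test down (camera adjusted p = 0.716), and 0.30 over all genes in *Fth*-deleted against control macrophages (camera adjusted p = 0.0679).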

To monitor the mitochondria of monocyte-derived macrophages, we introduced an additional *Rosa26-mito-Dendra2-Flox-stop-Flox* allele in *LysM*^*Cre*^, driving the expression of a Dendra2 fluorescent protein fused to mitochondria targeting sequence of the cytochrome c oxidase subunit VIII (mito-Dendra2/PhAM) (Pham et al, 2012) mice. *PhAM*^*LysM*^ mice were crossed with *Fth*^*fl/fl*^ mice to generate *PhAM*^*LysM*^*Fth*^*fl/fl*^ mice, deleting *Fth* specifically in PhAM^+^ myeloid cells.

The relative level of PhAM expression was higher in *Fth*-competent *vs. Fth*-deleted monocyte-derived macrophages, from the liver (Fig. 7E,F) and WAT (Fig. 7E,G) of *PhAM*^*LysM*^⇨*Fth*^*R26Δ/Δ*^*vs. PhAM*^*LysM*^*Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, respectively. This is consistent with the transcriptional program supporting mitochondrial biogenesis increasing the number of mitochondria in *Fth*-competent *vs. Fth*-deleted monocyte-derived macrophages.

Of note, the percentage of PhAM^+^ monocyte-derived macrophages was lower in WAT from *PhAM*^*LysM*^⇨*Fth*^*R26Δ/Δ*^*vs. PhAM*^*LysM*^*Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 7G). This suggests that there is an alteration on the relative percentage of one or several other CD45+ populations in *PhAM*^*LysM*^*Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *PhAM*^*LysM*^⇨*Fth*^*R26Δ/Δ*^ chimeras.

### Myeloid cells rescue chimeric *Fth-*deleted mice via a mechanism that relies on a transcriptional program supporting mitochondrial biogenesis

To test the involvement of mitochondrial biogenesis on the rescuing capacity of *Fth*-competent macrophages, we deleted TFAM, the master regulator of mitochondrial DNA (mtDNA) transcription and replication (Larsson et al, 1998), specifically in myeloid cells (Wculek et al, 2023). *Tfam*-deleted myeloid cells failed to prevent the lethal outcome of *Fth*-deletion in *Tfam*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, as compared to *Tfam*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ chimeras reconstituted with *Tfam*-competent myeloid cells (Fig. 8A). This suggests that mtDNA replication and/or transcription regulation by TFAM is essential to support the rescuing capacity of monocyte-derived macrophage.

**Figure 8:**
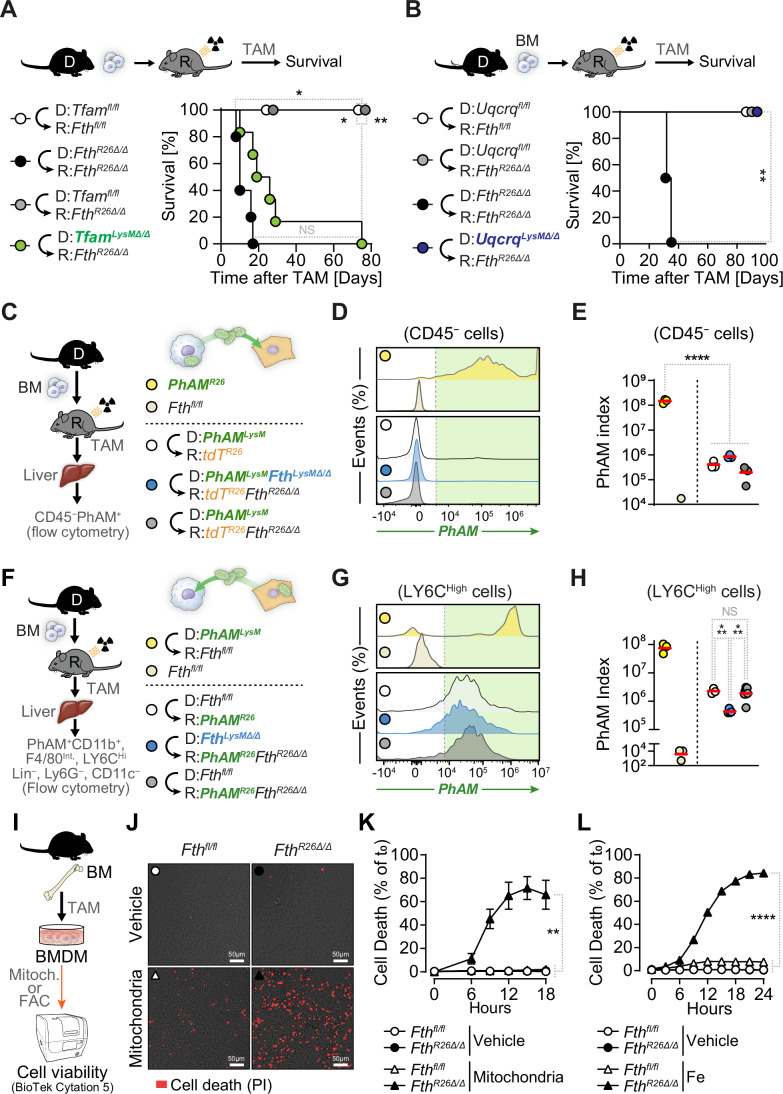
Mitochondrial biogenesis supports the rescuing capacity of *Fth*-competent monocyte-derived macrophages in chimeric *Fth-*deleted mice. (**A**) Schematic representation of chimeric mice, TAM administration (day 0), and survival of *Tfam*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 4), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5), *Tfam*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) and *Tfam*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6) chimeric mice on day 0. Data in (**B**) is pooled from 2 independent experiments with similar trends. (**B**) Schematic representation of chimeric mice, TAM administration (day 0), and survival of *Uqcrq*^*fl/fl*^⇨*Fth*^*fl/fl*^ (*n* = 6), *Uqcrq*^*fl/fl*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 6), *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 2), and *Uqcrq*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ (*n* = 5) chimeric mice on day 0. (**C**) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM*^*R26*^; *n* = 3) and negative control (*Fth*^*fl/fl*^; *n* = 1) mice, and *PhAM*^*LysM*^⇨*tdT*^*R26*^ (*n* = 3), *PhAM*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3), *PhAM*^*LysM*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeras with (**D**) representative PhAM fluorescence histograms and (**E**) PhAM expression index of CD45^−^ parenchymal cells. PhAM index is calculated as the percentage of CD45^−^ cells that are PhAM^+^, multiplied by CD45^−^PhAM^+^ cells’ MFI. (**F**) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM*^*LysM*^⇨*Fth*^*fl/fl*^; *n* = 3) and negative control (*Fth*^*fl/fl*^; *n* = 3) mice, and *Fth*^*fl/fl*^⇨*PhAM*^*R26*^ (*n* = 3), *Fth*^*LysMΔ/Δ*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3), *Fth*^*fl/fl*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (*n* = 3) chimeras with (**G**) representative PhAM fluorescence histograms and (**H**) PhAM expression index of LY6C^High^ monocyte-derived macrophages (CD11b^+^, F4/80^Int^, LY6C^Hi^, Lin^–^, LY6G^–^, CD11C^–^, PhAM^+^). PhAM index is calculated as the percentage of LY6C^High^ monocyte-derived macrophages that are PhAM^+^, multiplied by their PhAM MFI. Data in H is pooled from 2 independent experiments. (**I**) Schematic representation of control (*Fth*^*fl/fl*^) or FTH-deficient (*Fth*^*R26Δ/Δ*^) BMDM generation, Tamoxifen (TAM) administration and cell viability assessment. (**J**) Representative brightfield and fluorescent microscopy images of viability staining (PI) of BMDM treated with vehicle, or mitochondria, 15 h post-treatment. (**K**) Time course of BMDM cell death upon vehicle or mitochondria administration. For (**J**, **K**), wells receiving mitochondria were administered mitochondria purified from 60 mg of liver. (**L**) Time course of BMDM cell death upon vehicle or Fe (FAC, ferric ammonium citrate; 125 µM) administration. Data in (**E**, **H**) is presented as individual values and mean. Data in (**K**, **L**) is presented as mean +/− SEM (*n* = 3 replicates per condition). Two-way ANOVA was used for comparison between two groups within time courses. Survival analysis was performed using Log-rank (Mantel–Cox) test. Survival analysis in (**A**) is corrected for multiple comparisons using Bonferroni test. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available online for this figure.

TFAM regulates the transcription of several components of the mitochondrial ETC (i.e., complex I, III, IV, and V), supporting oxidative phosphorylation (OXPHOS) (Wculek et al, 2023). To disentangle OXPHOS from other mitochondrial functions supported by TFAM, we deleted *Uqcrq*, the gene encoding the Ubiquinol-cytochrome c reductase, complex III subunit VII, specifically in myeloid cells from *Uqcrq*^*LysMΔ/Δ*^ mice (Wculek et al, 2023; Weinberg et al, 2019). *Uqcrq*-deleted myeloid cells retained the capacity to prevent the lethal outcome of *Fth*-deletion in *Uqcrq*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ chimeras, similar to *Uqcrq*-competent myeloid cells in *Uqcrq*^*fl/fl*^ ⇨*Fth*^*R26Δ/Δ*^ chimeras (Fig. 8B). This suggests that OXPHOS is not essential to support the rescuing capacity of monocyte-derived macrophages.

### *Fth*-competent myeloid cells engage in intercellular mitochondria transfer with parenchyma cells from chimeric *Fth-*deleted mice

Intercellular mitochondria transfer is an evolutionarily conserved process whereby mitochondria are delivered from donor to acceptor cells, as a mechanism to maintain mitochondria quality in donor cells and/or to provide metabolic support to acceptor cells (Borcherding and Brestoff, 2023; Brestoff et al, 2025; Nakai et al, 2024). We reasoned that *Fth*-competent monocyte-derived macrophages support the mitochondria of *Fth*-deleted parenchyma cells through a mechanism associated with intercellular mitochondrial transfer. To test this hypothesis, we generated chimeric mice expressing mito-Dendra2/PhAM specifically in mitochondria from myeloid *vs*. parenchyma cells. Intercellular mitochondria transfer, from donor to acceptor cells, was quantified by the PhAM index of acceptor cells (median mito-Dendra2/PhAM fluorescence intensity x % mito-Dendra2/PhAM^+^ cells).

Intercellular mitochondria transfer from donor PhAM^+^ monocyte-derived macrophages to acceptor parenchyma (tdT^+^) cells was not detectable, as assessed in the liver of control *PhAM*^*LysM*^⇨*tdT*^*R26*^ chimeras (i.e.,* tdT*^*R26*^ mice reconstituted with *PhAM*^*LysM*^ BM) (Figs. 8C–E and  EV7E–G). There was also no detectable intercellular mitochondria transfer from donor PhAM^+^*Fth*-competent or *Fth*-deleted monocyte-derived macrophages to acceptor *Fth*-deleted parenchyma cells, as assessed in the liver of *PhAM*^*LysM*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ and *PhAM*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*tdT*^*R26*^*Fth*^*R26Δ/Δ*^ chimeras, respectively (Figs. 8C–E and  EV7E–G). This suggests that the mechanism via which *Fth*-competent monocyte-derived macrophages support the mitochondria of *Fth*-deleted parenchyma cells is not associated with intercellular mitochondrial transfer from macrophages to parenchyma cells.

In contrast, there was intercellular mitochondria transfer from donor PhAM^+^ parenchyma cells to acceptor monocyte-derived macrophages, as assessed in the liver of control *Fth*^*fl/fl*^⇨*PhAM*^*R26*^ chimeras (i.e.,* PhAM*^*R26*^ reconstituted with *Fth*^*fl/fl*^ BM) (Fig. 8F–H and  EV7H–J). Intercellular mitochondria transfer from parenchyma cells to macrophages was also observed in the liver from *Fth*^*LysMΔ/Δ*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (i.e.,* PhAM*^*R26*^*Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*LysMΔ/Δ*^ BM) and *Fth*^*fl/fl*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ (i.e.,* PhAM*^*R26*^*Fth*^*R26fl/fl*^ mice reconstituted with *Fth*^*fl/fl*^ BM) chimeras (Figs. 8F–H and  EV7H–J). Importantly, there was tenfold reduction in the PhAM index of hepatic monocyte-derived macrophages from *Fth*^*LysMΔ/Δ*^⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^*vs. Fth*^*fl/fl*^ ⇨*PhAM*^*R26*^*Fth*^*R26Δ/Δ*^ chimeras or control *Fth*^*fl/fl*^⇨*PhAM*^*R26*^ chimeras (Figs. 8F–H and  EV7H–J). This suggests that *Fth*-competent monocyte-derived macrophages support the mitochondria of *Fth*-deleted parenchyma cells via a mechanism associated with intercellular mitochondrial transfer, from donor parenchyma cells to acceptor. Moreover, this also suggest that FTH is required to support the capacity of macrophages to accept mitochondria from parenchyma cells.

Mitochondria are iron-rich organelles (Ben Zichri-David et al, 2025), suggesting that their transfer and uptake by macrophages is cytotoxic in the absence of FTH. Mitochondria purified from the liver of *Fth*-deficient mice were cytotoxic to *Fth*-deficient but not *Fth*-competent BMDM (Fig. 8I–K). This was mimicked by exposure of *Fth*-deficient BMDM to exogenous Fe (ferric ammonium citrate), at a concentration not lethal to *Fth*-competent BMDM (Fig. 8I–L). This suggests that FTH is strictly required to maintain macrophage viability following the uptake of exogenous mitochondria.

## Discussion

Our findings suggest that monocyte-derived macrophages carry an intrinsic capacity to sense the iron status of parenchyma cells and to respond in a manner that supports tissue function and organismal homeostasis. This is consistent with the notion of tissues representing an emergent property of the interactions between “primary” and “supportive” cells (Adler et al, 2023; Meizlish et al, 2021; Zhou et al, 2018), whereby macrophages act as ferrostats to facilitate tissue-specific parenchyma cell functions (Winn et al, 2020).

The interaction of macrophages with parenchyma cells is thought to give rise to integrated cellular modules (Bonnardel et al, 2019). Additional interactions with peripheral neurons provide these with capacity to surveil and respond to systemic variations of vital parameters (Godinho-Silva et al, 2019; Veiga-Fernandes and Mucida, 2016). In adipose tissue, these integrated cellular modules regulate WAT lipolysis (Ko et al, 2020; Pirzgalska et al, 2017) and BAT thermoregulation (Wolf et al, 2017; Zeng et al, 2015). This occurs via stable physical interaction of macrophages with adipocytes, vascular endothelial cells (Moura Silva et al, 2021; Silva et al, 2019), mesenchymal cells (Ko et al, 2020) and peripheral neurons (Pirzgalska et al, 2017). Our finding that *Fth*-competent monocyte-derived macrophages control BAT thermogenesis as well as BAT and WAT lipolysis in *Fth*-deleted chimeras (Figs. 4 and EV4) is consistent with this tissue organizing principle (Adler et al, 2023; Meizlish et al, 2021; Zhou et al, 2018).

The notion that *Fth*-competent macrophages act as ferrostats, sensing and responding to tissue iron status, to control WAT and BAT function provides further understanding of how regulation of Fe metabolism modulates WAT function (Blankenhaus et al, 2019; Romero et al, 2022; Wang et al, 2024; Yook et al, 2021), BAT thermogenesis (Blankenhaus et al, 2019; Wang et al, 2024; Yook et al, 2021) and energy balance (Blankenhaus et al, 2019; Lu et al, 2024; Wang et al, 2024). This is also consistent with dietary Fe-deficiency compromising thermoregulation in rodents (Dillmann et al, 1979) and humans (Beard et al, 1990; Brigham and Beard, 1996; Lukaski et al, 1990) as well as with dietary Fe overload causing a negative energy balance in rodents (Romero et al, 2022).

That circulating *Fth*-competent monocyte-derived, rather than tissue-resident, macrophages take control of energy homeostasis is demonstrated using parabiosis (Fig. 1I) as well as by the adoptive transfer of BMDM (Fig. 1J). While illustrating the extraordinary capacity of circulating monocytes to partake in the inter-organ crosstalk that regulates systemic Fe and energy metabolism, this does not exclude other circulating myeloid-derived, such as myeloid-derived suppressor cells (Veglia et al, 2021), from contributing to this process.

Fe exerts a major impact on macrophage function (Soares and Hamza, 2016) suggesting that macrophages act as ferrostats via a mechanism that senses and responds directly to the Fe status of parenchyma cells. This hypothesis, however, is not supported by macrophages retaining the capacity to rescue the lethal outcome of global *Fth* deletion irrespectively of cellular Fe import via TFR1 (Fig. EV5A,B) or Fe export via SLC40a1 (Fig. EV5C,D). Moreover, macrophages rescue the lethal outcome of global *Fth* deletion irrespectively of ferritin secretion and transfer to parenchyma cells (Fig. 5C–G). Overall, this suggests that *Fth*-competent macrophages do not rely on intercellular Fe sensing and/or transfer to support *Fth*-deleted parenchyma cells.

As an alternative hypothesis, macrophages act as ferrostats via a mechanism that senses and responds to the consequences of dysregulated tissue Fe metabolism, namely, mitochondrial dysfunction (Fig. 6D-G) (Blankenhaus et al, 2019). In support of this hypothesis, macrophages respond to a number of cues released from dysfunctional mitochondria, including mtDNA (Murphy and O’Neill, 2024). In support of with this hypothesis *Fth*-competent macrophages respond to *Fth* deletion in parenchyma cells via the induction of a gene expression profile consistent with a type I interferon response (Fig. 7A–C), a hallmark of the macrophage response to mtDNA (Al Amir Dache and Thierry, 2023; He et al, 2022). Moreover, *Fth* deletion in parenchyma cells is associated with remodeling of the mitochondria *cristae* structure (Fig. 6D) (Blankenhaus et al, 2019), which regulate mtDNA release from mitochondria to induce a type I interferon response in macrophages (He et al, 2022).

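In WAT, genes of the type I interferon response were lower in *Fth*-competent than in *Fth*-deleted macrophages by camera, and in liver they did not pass. The 54 genes of the fixed list lay -1.95 (log2) from all genes in WAT, with 51 negative (camera adjusted p = 3.36e-09, and adjusted p = 0.426 with an estimated correlation). Of 56 splits of the WAT libraries, the real one alone gave as large a value in either direction (highest other 1.77). In the same comparison, markers of neutrophils lay -2.17 from all genes (camera adjusted p = 0.00363, and adjusted p = 0.470 with an estimated correlation) and those of classical monocytes -1.20 (camera adjusted p = 0.00250, and adjusted p = 0.426 with an estimated correlation). Without the 3 WAT libraries of high total, which leaves 1 *Fth*-competent library that is assumed to vary like the other groups, the interferon list lay -0.89, neutrophil markers -1.20 and classical monocyte markers -0.69 from all genes, the neutrophil markers not past the threshold. Adjusted over the list alone, 30 interferon genes were lower in WAT and 0 higher, and 0 passed over all genes in limma. *Ifit2*, an antiviral effector, had a log2 fold change of -4.52 (standard error 1.15, adjusted p = 0.0927) in WAT, and *Cmpk2* of -4.15 (standard error 1.08, adjusted p = 0.0927). In liver, the list lay 0.12 over all genes with the direction of the test down (camera adjusted p = 0.775), and 21 of 54 genes were positive. Of 56 splits of the liver libraries, 37 gave as large a value. *Oasl2*, a protein of the interferon response, had a log2 fold change of -2.61 there (standard error 0.72, adjusted p = 0.139). The liver list lay at -0.83 with quantile normalization and at -0.44 with equal totals, at 0.54 without *Fth*-competent mouse 1 (camera adjusted p = 0.0307) and at -0.47 without *Fth*-competent mouse 7 (camera adjusted p = 0.00937). Against control macrophages, the list in *Fth*-competent macrophages lay 0.0839 over all genes in liver with the direction of the test down (camera adjusted p = 0.804), -0.86 from all genes in WAT (camera adjusted p = 0.0985) and 0.54 over all genes in heart (camera adjusted p = 0.000205, and adjusted p = 0.853 with an estimated correlation).

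**Figure D6:**
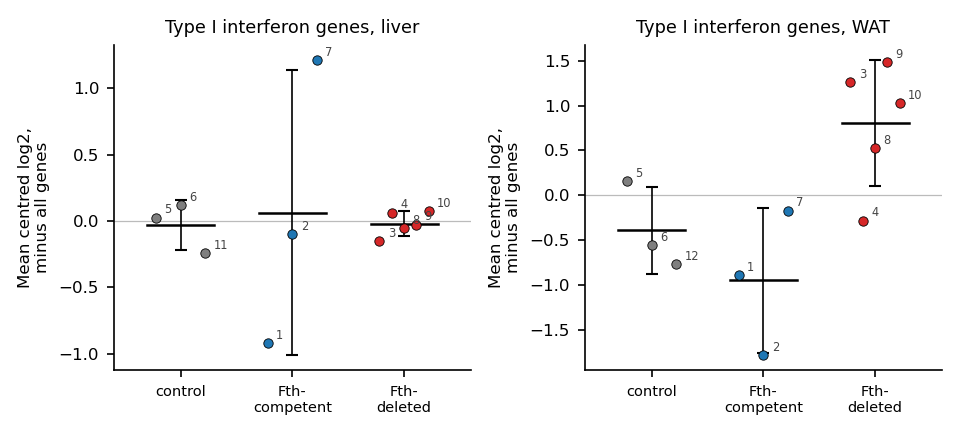
Mean log2 value of the type I interferon list in each library of liver and WAT macrophages, relative to all genes and to the mean of all libraries of the organ. Each point is 1 mouse, labelled by its number, each line is the mean of a group and each error bar its SD.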

*Fth*-competent macrophages respond to *Fth* deletion in parenchyma cells via induction of a singular gene expression profile associated with maintenance of mitochondrial function (i.e., ETC, TCA) and structure (i.e.,* cristae*), as well as with mitochondrial biogenesis (Fig. 7A–G). This genetic program is controlled by the mitochondrial transcriptional regulator TFAM (Larsson et al, 1998), which is required for macrophages to rescue from the lethal outcome of global *Fth* deletion (Fig. 8A).

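No gene passed between *Fth*-competent and control macrophages in limma, in liver, WAT or heart. At an unadjusted p under 0.05 there were 2153, 2643 and 743 genes. edgeR called 0 genes as well and DESeq2 called 602, 978 and 18. Of the mitochondrial genes, DESeq2 called 36 higher in liver, 51 in WAT and 0 in heart, and edgeR 0. As a group, the nuclear genes of complexes I, III, IV and V lay 1.29 (log2) over all genes in liver with 66 of 81 positive (camera adjusted p = 1.75e-09, and adjusted p = 0.590 with an estimated correlation). In WAT they lay 1.48 over all genes with 63 of 82 positive and 8 higher when adjusted over the list alone (camera adjusted p = 1.31e-11, and adjusted p = 0.455 with an estimated correlation). In heart they lay 0.62 over all genes with 68 of 82 positive (camera adjusted p = 8.81e-05, and adjusted p = 0.853 with an estimated correlation). Without *Fth*-competent mouse 1, the heart list lay nearly level with all genes. Of the splits of the libraries, 10 of 10 in liver, 2 of 10 in WAT and 13 of 35 in heart gave as large a value. The mitoribosome list lay 0.47 over all genes in liver (camera adjusted p = 0.020, and adjusted p = 0.590 with an estimated correlation) and 1.00 in WAT (camera adjusted p = 0.000660, and adjusted p = 0.395 with an estimated correlation). Genes for cristae lay 1.78 over all genes in WAT (camera adjusted p = 0.0294, and adjusted p = 0.371 with an estimated correlation). Cytosolic ribosomal proteins lay 1.03 over all genes in liver (camera adjusted p = 2.47e-08, and adjusted p = 0.594 with an estimated correlation) and 1.81 in WAT (camera adjusted p = 1.53e-12, and adjusted p = 0.574 with an estimated correlation). Leaving out *Fth*-competent mouse 2 in liver gave 3181 genes in limma and leaving out *Fth*-competent mouse 7 in WAT gave 3240. Without the libraries of high total the list of complexes I, III, IV and V lay -0.21 from all genes in liver (camera adjusted p = 0.00196), and without *Fth*-competent mouse 7 alone at -0.46 (camera adjusted p = 0.512).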

While TFAM supports the expression of mitochondrial ETC genes (Wculek et al, 2023), this is probably not essential to rescue the lethal outcome of global *Fth* deletion (Fig. 8B). This suggests that mitochondria biogenesis is a functional hallmark of macrophages with the capacity to rescue the lethal outcome of *Fth* deletion in parenchyma cells. This transcriptional program (Fig. 7A–D) was activated exclusively in *Fth*-competent macrophages (Fig. EV6C–F), suggesting that FTH is essential to support this response.

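Between *Fth*-deleted and control macrophages, which differ in *Fth* in the macrophages as well as in the recipient, 0 mitochondrial genes on the fixed lists passed in liver, WAT or heart in limma, edgeR or DESeq2. In limma, 0 of 332 in liver, 3 of 334 in WAT and 5 of 336 in heart had an unadjusted p under 0.05. As a group, the nuclear genes of complexes I, III, IV and V lay -0.25 (log2) from all genes in liver, with 75 of 81 negative (camera adjusted p = 0.0103, and adjusted p = 0.751 with an estimated correlation). In WAT they lay 0.63 over all genes, with 74 of 82 positive (camera adjusted p = 1.88e-05, and adjusted p = 0.586 with an estimated correlation), and in heart 0.0501 (camera adjusted p = 0.925). Of 56 splits of the libraries, 5 gave as large a value in liver and 31 in WAT. In liver, the mitoribosome lay at -0.26, the TCA cycle at -0.17 and all mitochondrial genes at -0.19 (2, 1 and 2 of 56 splits). In WAT these 3 lists lay at 0.26, 0.24 and 0.36 (31, 15 and 28 of 56), and in heart at -0.12, -0.33 and -0.0824 (65, 99 and 80 of 100 drawn splits). Cytosolic ribosomal proteins lay -0.48 from all genes in liver (camera adjusted p = 3.98e-08, and adjusted p = 0.681 with an estimated correlation). The genes encoded by mtDNA lay 0.99 over all genes in heart (camera adjusted p = 0.00207, and adjusted p = 0.487 with an estimated correlation). For these genes, 14 of 100 drawn splits gave as large a value (highest other 1.28).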

There are several possible mechanisms via which FTH can regulate the transcriptional program supporting mitochondria biogenesis in macrophages. One possibility is that this occurs via the regulation of DNA methyl transferase 3 A (DNMT3A), consistent with FTH supporting DNMT3A expression (Ye et al, 2019) and with DNMT3A inducing the expression of TFAM in macrophages (Cobo et al, 2022). In support of this hypothesis, DNMT3A was highly induced in *Fth*-competent macrophages that rescue the lethal outcome of global *Fth* deletion (Fig. 7D). 

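*Dnmt3a* (ENSMUSG00000020661) lies on chromosome 12 of GRCm39 from 3856007 to 3964443. In liver its normalized count was 1472 ± 1789 (SD, n = 3) in *Fth*-competent and 712 ± 101 (SD, n = 5) in *Fth*-deleted macrophages. The log2 fold change was 0.21 (standard error 0.69, adjusted p = 0.877, limma) or 1.05 (adjusted p = 0.326, DESeq2). In WAT it was 30952 ± 29505 (SD, n = 3) and 1695 ± 1064 (SD, n = 5), a log2 fold change of 3.12 (standard error 1.01, adjusted p = 0.108, limma) that did not pass over all genes. DESeq2 called it in WAT (log2 fold change 4.19, adjusted p = 0.00141), and it was higher in limma when adjusted over the list of genes for DNA methylation and demethylation alone (adjusted p = 0.0437). The log2 fold change in WAT without the libraries of high total was -0.0557. Against control macrophages, the log2 fold change of *Dnmt3a* was -0.20 in liver (adjusted p = 0.921, limma) and 3.28 in WAT (adjusted p = 0.185, limma), or 4.53 in WAT in DESeq2 (adjusted p = 0.00314). The list of 8 such genes lay 0.13 (log2) over all genes in liver (camera adjusted p = 0.775) and 1.00 in WAT (camera adjusted p = 0.237) in *Fth*-competent over *Fth*-deleted macrophages. Leaving out *Fth*-competent mouse 7 gave a log2 fold change of *Dnmt3a* of 4.87 in WAT that passed in limma (adjusted p = 0.000588), and edgeR called it in WAT (4.11, adjusted p = 0.0254). Without mouse 7, the *Fth*-competent libraries left in WAT both have high totals.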

A non-mutually exclusive possibility is that FTH regulates TFAM via a mechanism involving the ten-eleven translocation (TET) dioxygenases, which use Fe as an essential co-factor and the TCA-derived α-ketoglutarate as a substrate to catalyze cytosine demethylation (Lopez-Moyado et al, 2024). This is consistent with FTH regulating cytosine demethylation by TET dioxygenases (Wu et al, 2024) and with TET inducing the expression of TFAM in macrophages (Pan et al, 2017).

The capacity of *Fth*-competent macrophages to restore the mitochondria of *Fth*-deleted chimeric mice (Figs. 6D–J and EV5E) was associated with intercellular mitochondrial transfer from donor *Fth*-deleted parenchyma cells to acceptor monocyte-derived macrophages (Figs. 8F–H and  EV7H–J). In contrast there is no intercellular mitochondrial transfer from donor *Fth*-competent macrophages to acceptor *Fth*-deleted parenchyma cells (Figs. 8C–E and  EV7E–G).

These observations are consistent with *Fth*-competent macrophages supporting the mitochondria of parenchyma cells via a mechanism involving intercellular transfer of dysfunctional mitochondria from donor *Fth*-deleted parenchyma cells. Presumably, this allows *Fth*-deleted parenchyma cells to outsource energetically demanding mitophagy via intercellular transfer of their dysfunctional mitochondria. This process termed transmitophagy (Nicolás-Ávila et al, 2022) was reported in other experimental systems (Brestoff et al, 2021; Nicolás-Ávila et al, 2020; Rosina et al, 2022).

The cytoprotective effect of FTH (Berberat et al, 2003; Gozzelino et al, 2012; Pham et al, 2004) is required for macrophages to handle the Fe contained in the mitochondria transferred from *Fth*-deleted parenchyma cells. Presumably, this explains the loss of *Fth*-deleted monocyte-derived macrophages when FTH is also deleted in parenchyma cells (Figs. 1F,J and EV6D).

In conclusion, monocyte-derived macrophages act as ferrostats to take control of organismal Fe, redox and energy metabolism in response to global *Fth* deletion. This extraordinary capacity relies on a mechanism whereby FTH supports a transcriptional program that acts in a cell autonomous manner to promote mitochondrial biogenesis and in a non-cell autonomous manner to regulate the mitochondria of parenchyma cells in different tissues. These findings support the notion that macrophages play a central role in supporting the function of parenchyma cells in different tissues to sustain homeostatic control of multicellular organisms.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Fth*^*fl/fl*^ (C57BL/6)	Prof. Lukas Kuhn (ETH, Switzerland)	N/A
*R26* ^*CreERT2*^	The Jackson Laboratory	Strain: 008463
*Cx3cr1* ^*Cre*^	The Jackson Laboratory	Strain: 025524
*LysM* ^*Cre*^	The Jackson Laboratory	Strain: 004781
*CD2* ^*Cre*^	The Jackson Laboratory	Strain: 027406
*OKD48* ^*Luc*^	Oikawa et al, 2012	Prof. Iwawaki T. (RIKEN 2-1, Wako, Japan)
OKD48^*Luc*^*Fth*^*fl/fl*^	Blankenhaus et al, 2019	N/A
OKD48^*Luc*^*R26*^*CreERT2*^	Blankenhaus et al, 2019	N/A
OKD48^*Luc*^*R26*^*CreERT2*^*Fth*^*Δ/Δ*^	Blankenhaus et al, 2019	N/A
*R26* ^*CreERT2*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*LysM* ^*Cre*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*CD2* ^*Cre*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*Cx3CR1* ^*Cre*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
C57BL/6 *Ly5.1*	The Jackson Laboratory	Strain: 002014
*Ccr2* ^*-/-*^	The Jackson Laboratory	Strain: 004999
B6.129S *Tfrc*^*fl/fl*^	The Jackson Laboratory	Strain: 028363
C57BL/6 *Slc40a1*^*fl/fl*^	Wu et al, 2023	N/A
C57BL/6 *Tfam*^*fl/fl*^	Larsson et al, 1998	MGI: 1860962
C57BL/6 *Uqcrq*^*fl/fl*^	Weinberg et al, 2019	Referred to as *CIII*^*fl/fl*^; MGI: 6358198
*LysM* ^*Cre*^ *Tfrc* ^*Δ/Δ*^	This manuscript	N/A
*LysM* ^*Cre*^ *Slc40a1* ^*fl/fl*^	This manuscript	N/A
*LysM* ^*Cre*^ *Tfam* ^*fl/fl*^	Prof. David Sancho, CNIC, Spain	N/A
*LysM* ^*Cre*^ *Uqcrq* ^*fl/fl*^	Prof. David Sancho, CNIC, Spain	N/A
*R26* ^*tdTomato*^	The Jackson Laboratory	Strain: 007909
*R26* ^*tdTomato/CreERT2*^	This manuscript	N/A
*R26* ^*tdTomato/CreERT2*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*LysM* ^*Cre*^ *R26* ^*tdTomato*^	This manuscript	N/A
*LysM* ^*Cre*^ *R26* ^*tdTomato*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*Fth* ^*V5/V5*^	This manuscript	N/A
*R26* ^*PhAM*^	The Jackson Laboratory	Referred to as *PhAM*^*fl/fl*^; Strain: 018385
*R26* ^*PhAM/CreERT2*^	This manuscript	N/A
*R26* ^*PhAM/CreERT2*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
*LysM* ^*Cre*^ *R26* ^*PhAM*^	This manuscript	N/A
*LysM* ^*Cre*^ *R26* ^*PhAM*^ *Fth* ^*Δ/Δ*^	This manuscript	N/A
**Antibodies**		
Anti-mouse-FTH1	Cell Signaling	#4393
Anti-V5-HRP	Invitrogen	#46-0708
Anti-GAPDH	SICGEN	# AB0049-200
Anti- β-actin	Sigma	#A5441
HRT-conjugated anti-rabbit IgG–	SantaCruz Biotechnology	sc-2030
HRT-conjugated anti-mouse IgG–	SantaCruz Biotechnology	sc-2005
HRT-conjugated anti-goat IgG–	ThermoFisher	PA1-28664
OxPhos Rodent WB Antibody Cocktail	ThermoFisher	#45-8099
HRT-conjugated anti-mouse IgG antibody	Cell signalling	#7076P2
**Flow cytometry antibodies**		
Cx3CR1-APC	Biolegend	#149007
CD11b-FITC	BD	#553310
Ly6C-PerCPCy5.5	Biolegend	#128012
Ly6G-PE	BD	#551461
F4/80-PE-Cy7	Biolegend	#123114
CD45-APC-e780	Invitrogen	#47045182
CD3-biotin	BioLegend	#100243
CD11b-BV785	BioLegend	#101243
CD11c-BV605	BioLegend	#11733
CD19-biotin	BD	#553784
CD31-BV605	BioLegend	#102427
CD49b-biotin	BioLegend	#103521
CD90.1-Thy1.1-PE	BioLegend	#202524
F4/80-PE-Cy5	BioLegend	#123112
Ly6C-PE-Cy7	eBioscience	#25-5932-8
Ly6G-AF700	Invitrogen	#56-9668-8
SAV-PE-Fire-700	BioLegend	#405174
LIVE/DEAD^TM^ Fixable viability dye	ThermoFisher	#L34957
LIVE/DEAD^TM^ Fixable viability dye	ThermoFisher	#L34959
Fc-block (anti-CD16/32)	In-house	N/A
CD45.1-FITC	BioLegend	#110705
CD45.2-APC	BioLegend	#109813
TCRb-FITC	In-house	N/A
CD19-FITC	In-house	N/A
CD11b-BV421	BioLegend	#101235
Ly6G-AF700	Invitrogen	#56-9667-82
Zombie aqua viability dye	BioLegend	#423101
**Recombinant DNA**		
pgRNAbasic	Casaca et al, 2016	N/A
pgRNA-V5-*Fth*	This study	N/A
**Oligonucleotides and other sequence-based reagents**		
RT-qPCR primer *Arbp0*	IDT	Fwd: 5’-CTTTGGGCATCACCACGAA-3’ Rev: 5’-GCTGGCTCCCACCTTGTCT-3’
RT-qPCR primer *MT-CO1*	IDT	Fwd 5’-TTCGGAGCCTGAGCGGGAAT-3’ Rev 5’-ATGCCTGCGGCTAGCACTGG-3’
RT-qPCR primer *MT-CyB*	IDT	Fwd 5’-CTTAGCCATACACTACACATCAG-3’ Rev 5’-ATCCATAATATAAGCCTCGTCC-3’
RT-qPCR primer *PolG*	IDT	Fwd 5’-GCCCCACTGTAGAATCCGCTG-3’ Rev 5’-AGCAGCAGGCAGAACTAGAGG-3’
RT-qPCR primer *Cs*	IDT	Fwd 5’-TGGGGTGCTGCTCCAGTACTAT-3’ Rev 5’-AGTCTTAAAGGCCCCTGAAACAA-3’
RT-qPCR primer *Nrf1*	IDT	Fwd 5’-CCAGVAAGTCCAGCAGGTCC-3’ Rev 5’-TTCCCTGTTGCCACAGCAGC-3’
RT-qPCR primer *Nd1*	IDT	Fwd 5′-CTAGCAGAAACAAACCGGGC-3′ Rev 5′-CCGGCTGCGTATTCTACGTT-3′
RT-qPCR primer *Hk2*	IDT	Fwd 5′-GCCAGCCTCTCCTGATTTTAGTGT-3′ Rev 5′-GGGAACACAAAAGACCTCTTCTGG-3′
PCR primer *Fth*-Chk	IDT	Fwd 5’-GGCCGCTTCGAGCCTGAGCCC-3’ Rev 5’-GGTTGATCTGGCGGTTGATGG-3’
V5-Fth RNA-up	IDT	5’-AGGGCGAGGGAGACGCGGTGGTCA-3’
V5-Fth RNA-down	IDT	5’-AAACTGACCACCGCGTCTCCCTCG-3’
V5-Fth replace	IDT	5’-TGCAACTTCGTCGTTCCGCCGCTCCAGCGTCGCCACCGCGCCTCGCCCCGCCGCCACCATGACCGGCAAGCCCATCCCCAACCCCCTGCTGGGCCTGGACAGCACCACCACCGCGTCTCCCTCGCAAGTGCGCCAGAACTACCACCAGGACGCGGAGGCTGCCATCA-3’
**Chemicals, enzymes and other reagents**		
Collagenase D	Sigma-Aldrich	#11088866001
DNase I	Sigma-Aldrich	#10104159001
ECL western blotting substrate	ThermoFisher	#32106
4-hydroxytamoxifen	Sigma-Aldrich	#H6278
Tamoxifen	Sigma-Aldrich	#T5648
Corn oil	Sigma-Aldrich	#C8267
Mitochondria Isolation Kit for Tissue	Thermo Fisher	#89801
MEGAshortscript^TM^ T7 Transcription kit	Thermo Fisher	#AM1354
MEGAclear^TM^ Transcription Clean-up kit	Thermo Fisher	#AM1908
Meloxicam	Meloxidyl, 5 mg/ml, Ceva	GTIN 03411111913498
Ketamine	Ketabel, Bela-pharm GmbH	1346/01/20DFVPT
Xylazine	Rompun, Elanco, Bayer Animal Health GmbH	440/01/12NFVPT
RPMI 1640	Thermo Fisher	#61870044
Pen/Strep	Gibco	#15140122
FCS	Gibco	#A5256701
L929 conditioned medium	This study	N/A
Ferric ammonium citrate	Sigma-Aldrich	1185-57-5
Propidium iodide	Life Technologies	#P3566
Hoechst 33342	Invitrogen	#H1399
RNeasy Mini Kit	QIAgen	#74104
RNeasy MinElute Cleanup Kit	QIAgen	#74204
Transcriptor first strand cDNA synthesis kit	Roche	#04896866001
Syber Green Master Mix	Applied Biosystems	#4309155
Bathophenanthroline disulfonic acid	Sigma-Aldrich	#52746-49-3
Buffer RLT plus	QIAgen	#1053393
RNA 6000 pico kit	Agilent Technologies	#50671513
llumina Tagment DNA Enzyme and Buffer	Illumina	#20034211
KAPA HiFi HotStart ReadyMix	Roche	#07958935001
Nextera XT Index Kit v2 Set A	Illumina	#15052166
PFA	Alfa Aesar	#043368-9 M
Low-melting point agarose	Invitrogen	#15517-014
Mowiol mounting medium	Merck	#81381-50 G
DAPI		
Glutaraldehyde	Polysciences	#NC9072609
Formaldehyde	EMS	#15700
Osmium tetroxide	EMS	#19104
Potassium ferrocyanide	Sigma-Aldrich	#702587
Tannic acid	EMS	#21700
EPON resin	EMS	#14910
Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v)	Sigma-Aldrich	#77617
**Software**		
Fiji software (ImageJ).	https://imagej.net/ij/index.html	v.1.54 f
Primer Blast	Ye et al, 2012	N/A
FlowJo software	FlowJo, LLC	v.10.3
bcl2fastq	Illumina	v.2.19.1.403
STAR alignment	Dobin et al, 2013	v.2.5.2a
*FeatureCounts*	Liao et al, 2014	v.1.5.0-p1
R	https://www.r-project.org/	v.4.1.0
R Studio Desktop	https://posit.co/download/rstudio-desktop/	v.2024.12.0 + 467
DESeq2 R package	Love et al, 2014	v.1.32
*ashr* algorithm	Stephens, 2016	v.2.2–47
biomaRt R package	Durinck et al, 2005, Durinck et al, 2009	v.2.48.2
ggplot2 R package	Wickham, 2016	v.3.3.5
gprofiler2 R package	Kolberg et al, 2020	v.0.2.1
Cytoscape	Shannon et al, 2003	v.3.9.0
FLIR Tools software	FLIR Systems	v.6.4
Macro Interpreter	Sable Systems	v.2.41
Labscribe2	iWorx Systems	v2
**Other**		
Pressure-volume conductance catheter	Scisense	FTS-1912B-8018
pressure-volume control unit	Scisense	FV896B
Cytation 5	Agilent/BioTek	N/A
Hamamatsu Aequoria	Hamamatsu	N/A
Rodent Thermometer	Bioseb	BIO-TK8851
Silk suture 3-0	Mersilk	W212
Ultra low-adherence T75 cell culture flasks	Corning	#734-4139
Leica DMLB2 microscope	Leica	
NanoZoomer-SQ Digital slide scanner	Hamamatsu	
BD LSRFortessa X-20	BD Biosciences	
Aurora spectral flow cytometer	Biotek	
CyanADP	Beckman Coulter	
BD FACSAria II	BD Biosciences	
ABI QuantStudio - 384 Real-Time PCR System	Applied Biosystems	
Agilent Bioanalyzer 2100	Agilent Technologies	
NextSeq500	Illumina	
FLIR E96 Compact-Infrared-Thermal-Imaging-Camera	FLIR Systems	
Promethion Core metabolic cages system	Sable Systems	
Leica Vibratome VT 1000 S	Leica	
Leica SP5 confocal	Leica	
Leica DM6000 inverted microscope	Leica	
PELCO BioWave Microwave Processor	PELCO	
Leica UC7ultramicrotome	Leica	
FEI Tecnai G2 Spirit electron microscope	BioTWIN	
Qiagen TissueLyser II	Qiagen	

### Animals

Mice were bred and maintained under specific pathogen-free (SPF) conditions at the Gulbenkian Institute for Molecular Medicine (GIMM). For strains used, please see “Reagents and Tools Table”. All experimental protocols were approved by the Ethics Committee of the IGC, the “Órgão Responsável pelo Bem-estar dos Animais” (ORBEA) (license A009/2011 and A006-2022) and the Portuguese National Entity (Direcção Geral de Alimentação e Veterinária). Experimental procedures were performed according to the Portuguese (Portaria no. 1005/92, Decreto-Lei no. 113/2013 and Decreto-lei no. 1/2019) and European (Directive 2010/63/EU) legislations, concerning housing, husbandry, and animal welfare. *R26*^*CreERT2*^*Fth*^*Δ/Δ*^; *LysM*^*Cre*^*Fth*^*Δ/Δ*^; *CD2*^*Cre*^*Fth*^*Δ/Δ*^ and *Cx3CR1*^*Cre*^*Fth*^*Δ/Δ*^ mice were generated by crossing C57BL/6 *Fth*^*fl/fl*^ mice obtained from Prof. Lukas Kuhn (ETH, Switzerland) with C57BL/6 *R26*^*CreERT2*^, *LysM*^*Cre*^, *CD2*^*Cre*^ and *Cx3cr1*^*Cre*^ mice, respectively. *LysM*^*Cre*^*Tfrc*^*Δ/Δ*^ and *LysM*^*Cre*^*Slc40a1*^*fl/fl*^ mice were generated by crossing B6.129S *Tfrc*^*fl/fl*^ and C57BL/6 *Slc40a1*^*fl/fl*^ mice with *LysM*^*Cre*^ mice, respectively. *R26*^*tdTomato/CreERT2*^ and *LysM*^*Cre*^*R26*^*tdTomato*^ mice were generated by crossing *R26*^*tdTomato*^ mice with *R26*^*CreERT2*^ and *LysM*^*Cre*^ mice, respectively. *R26*^*tdTomato/CreERT2*^*Fth*^*Δ/Δ*^ and *LysM*^*Cre*^*R26*^*tdTomato*^*Fth*^*Δ/Δ*^ mice were generated by further crossing *R26*^*tdTomato/CreERT2*^ and *LysM*^*Cre*^*R26*^*tdTomato*^ with C57BL/6 *Fth*^*fl/fl*^ mice. *Fth*^*V5*^ mice contain an allele encoding the FTH protein fused to a V5 epitope at its N-terminal end, just downstream of its natural ATG. This allele was generated through CRISPR/Cas 9-mediated homologous recombination. The sgRNA was generated by in vitro transcription from the “gRNA-V5-*Fth*” plasmid. This plasmid was built by hybridizing oligonucleotides “V5-*Fth*-gRNA-up” and “V5-*Fth*-gRNA-down” (see “Reagents and Tools Table”) and introduced into the *BbsI* sites of the pgRNA-basic plasmid (Casaca et al, 2016). The gRNA-V5-*Fth* plasmid was linearized and transcribed with T7 RNA polymerase using the MEGAshortscript^TM^ T7 Transcription kit (Thermo Fisher cat. #AM1354) and purified with the MEGAclear^TM^ Transcription Clean-up kit (Thermo Fisher cat. #AM1908). The replacement single stranded DNA oligonucleotide “V5-*Fth* replace” (see “Reagents and Tools Table”) containing the V5 coding region flanked by genomic 60 nucleotide homology sequences was obtained from IDT. To generate the *Fth*^*V5*^ mice, a mix containing V5-*Fth*-sgRNA (10 ng/μl), *Cas 9* mRNA (10 ng/μl), and the V5-*Fth* replace oligo (10 ng/μl) was introduced into fertilized C57BL/6 mouse oocytes by pronuclear microinjection. Identification of the recombinant allele was done by PCR on genomic DNA purified from tail biopsies using the oligonucleotide pair “*Fth*-Chk-Fwd” and “*Fth*-Chk-Rev” (see “Reagents and Tools Table”) that amplifies the relevant genomic area from both the wild type and the V5-tagged alleles (160 and 205 bps, respectively). The PCR fragments were separated by electrophoresis in a 15% polyacrylamide/TBE gel, the band corresponding to the V5-containing allele recovered, and its sequence confirmed. *R26*^*PhAM/CreERT2*^ and *LysM*^*Cre*^*R26*^*PhAM*^ mice were generated by crossing *R26*^*PhAM*^ mice with *R26*^*CreERT2*^ and *LysM*^*Cre*^ mice, respectively. *R26*^*PhAM/CreERT2*^*Fth*^*Δ/Δ*^ and *LysM*^*Cre*^*R26*^*PhAM*^*Fth*^*Δ/Δ*^ mice were generated by further crossing *R26*^*PhAM/CreERT2*^ and *LysM*^*Cre*^*R26*^*PhAM*^ mice with C57BL/6 *Fth*^*fl/fl*^ mice.

### Bone marrow chimeras

All bone marrow chimera combinations were generated by lethally irradiating (8.5 Gy) recipient mice and reconstituted 4 h post-irradiation with freshly isolated or cryo-preserved bone marrow cells isolated from donor mice (retroorbital injection of 2–3 × 10^6^ cells in 100 μL RPMI). Successful hematopoietic cell reconstitution was confirmed 6–8 weeks after bone marrow transfer via flow cytometry using differential CD45.1/CD45.2 haplotype markers and corresponding to cells derived from donor or recipient hematopoietic progenitors, respectively, or by concomitant lethal irradiation of control mice that were not reconstituted with bone marrow cells.

### Tamoxifen treatment

Conditional *Fth*^*fl/fl*^ deletion (Δ) in bone marrow chimeras generated with either *R26*^*CreERT2*^*Fth*^*Δ/Δ*^ recipient and/or donor mice was induced at 6–10 weeks post-transplantation by oral gavage of tamoxifen (Sigma-Aldrich, Cat. #T5648; 50 mg/kg body weight in 100 µL Corn Oil (Sigma, Cat. #C8267)/5% EtOH; 3× every other day). Conditional deletion of the *Fth*^*fl/fl*^ allele in *R26*^*CreERT2*^*Fth*^*fl/fl*^ mice was achieved via oral gavage with tamoxifen, as described above with the following change in dosage: 225 mg/kg in 100 μL corn oil /5% ethanol; 3x every second day. Body weight and temperature (Rodent Thermometer BIO-TK8851, Bioseb, France) were monitored from daily to once a week and further downstream analyses were performed when the body weight loss of *Fth*^*R26Δ/Δ*^⇨*Fth*^*R26Δ/Δ*^ or *Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ bone marrow chimeras was 10% or higher.

### Parabiosis

Parabiosis was performed essentially as described (Kamran et al, 2013). Briefly, age and weight-matched male mice were cohoused at least 2 weeks before surgery to ensure harmonious cohabitation. Mice were injected with Meloxicam (2 mg/kg, subcutaneous, s.c.) 30 min prior to surgery. Mice were anaesthetized (intraperitoneal, i.p.) using ketamine (75 mg/kg) and xylazine (15 mg/kg) (~ 140 µL/mouse, 1:1 vol/vol in sterile 0.9% saline) and placed on a heating pad. The corresponding lateral body parts were shaved and disinfected with Betadine® solution. A longitudinal skin incision was made starting at 0.5 cm above the elbow to 0.5 cm below the knee joint, and the subcutaneous fascia was bluntly dissected to create about 0.5 cm of free skin. The corresponding elbow and knee joints were sutured together using a silk suture (3-0 Mersilk #W212) and the corresponding dorsal and ventral skin were attached using continuous sutures (5-0 Vicryl). Mice were resuscitated with 0.9% saline solution (1 mL, s.c.) and placed on a heating pad (30 min–2 h) until recovery from anesthesia. Following recovery, each parabiotic pair was placed in a clean cage and provided with free access to food and water by placing hydrogel or food pellets on the bottom of the cage. Mice were injected with analgesics buprenorphine (0.1 mg/kg s.c.) every 12 h for 48 h and Meloxicam (1 mg/kg s.c.) every 24 h for 48 h. Mice were monitored for signs of pain, distress and weight loss for 6–8 weeks until at least 80% of the combined original weight was recovered. Tamoxifen food was given for 10 days after which it was replaced by normal food. The survival and weight loss of the parabiotic mouse pairs were monitored for 100 days.

### Adoptive cell transfer

Adoptive transfer of bone marrow-derived monocytes (BMDM) was performed essentially as described (Wagner et al, 2014). Briefly, BMDM cells were generated from both *Fth*-competent (*tdT*^*R26*^) and *Fth*-deleted (*tdT*^*R26*^*Fth*^*R26fl/fl*^). To this end, bone marrow was freshly isolated from the tibia and femurs of *tdT*^*R26*^ and *tdT*^*R26*^*Fth*^*R2fl/fl*^ mice and placed in culture for 7 days in Ultra low-adherence T75 cell culture flasks (Corning cat. #734-4139) with BMDM differentiation culture medium (RPMI, 10%FCS, 1%Pen/Strep, supplemented with 10% L929 culture supernatant containing M-CSF1). On culture day 5, 4-hydroxytamoxifen was added to the medium (1 µM) to induce the CreERT2-mediated deletion of *Fth*. Concomitantly, *Fth*^*fl/fl*^ and *Fth*^*R26fl/fl*^ mice were treated with tamoxifen as described above to induce the deletion of *Fth*. Differentiated BMDM were collected from cell culture flasks, washed in RPMI (10 ml; 300 g, 5 min, 4 °C) and resuspended in RPMI (final concentration: 20–50 × 10^6^ cells/ml). On days 4, 8, 12 and 15 post-tamoxifen treatment, 100 µL of BMDM cell suspension was injected retroorbitally in each mouse (2–5 × 10^6^ cells/mouse/injection).

### Real-time imaging of cell death

Cell death kinetics was monitored using a Cytation 5 (Agilent/BioTek) live-cell analysis system in primary mouse BMDMs, that were generated as described before (Martins et al, 2016). Briefly, bone marrow cells were freshly collected from tibia and femur from *Fth*^*fl/fl*^ and *Fth*^*R26fl/fl*^ mice and differentiated in tissue culture dishes containing RPMI-1640 with 10% FCS, pen/strep and 10% L929 conditioned medium for 6 days. On culture day 5, 4-hydroxytamoxifen was added to the medium (1 µM) to induce the CreERT2-mediated deletion of *Fth*. BMDM were seeded at a density of 1.25 × 10^5^ cells/well in 96-well tissue culture plates and treated with either vehicle, Fe (125 µM ferric ammonium citrate; FAC) or mitochondria. Mitochondria were purified from the liver of *Fth*^*R26Δ/Δ*^ mice (day 6 post-tamoxifen administration), using Mitochondria Isolation Kit for Tissue (ThermoFisher) according to the manufacturer’s protocol. For cells treated with mitochondria, each well was given mitochondria purified from 60 mg of liver. Cells were stained with 100 nM of Hoechst for 30 min prior to stimulation. Cell death was measured by propidium iodide (PI; P3566, Life Technologies) incorporation following the manufacturer’s protocol. The plate was scanned for the indicated time points where fluorescent and brightfield images were acquired in real-time every 3 h (technical replicates *n* = 3), and nine images per technical replicate and per time point were taken. Dead cells were identified as Hoechst and PI-positive and quantified using the software Gen5 (Agilent/BioTek).

### qRT-PCR

RNA was isolated from organs using RNeasy Mini Kit (QIAGEN). Briefly, mice were euthanized and transcardially perfused with ice cold PBS. Organs were collected into Eppendorf tubes and snap frozen in liquid nitrogen. RNA was isolated and processed according to the manufacturer instructions. cDNA was transcribed from total RNA with transcriptor first strand cDNA synthesis kit (Roche). Quantitative real-time PCR (qRT-PCR) was performed using 1 μg cDNA and Syber Green Master Mix (Applied Biosystems, Foster City, CA, USA) in duplicate on an ABI QuantStudio - 384 Real-Time PCR System (Applied Biosystems) under the following conditions: 95 °C/10 min, 40 cycles/95 °C/15 s, annealing at 60 °C/30 s and elongation 72 °C/30 s. Primers were designed using Primer Blast (Ye et al, 2012). Primer sequences are available in “Reagents and Tools Table”.

### Cardiovascular function

Cardiovascular function was measured using pressure–volume conductance catheter technique (Pacher et al, 2008). Briefly, 7 days post-tamoxifen treatment as described above, *Fth*^*fl/fl*^*, R26*^*CreERT2*^ and *R26*^*CreERT2*^*Fth*^*Δ/Δ*^ mice were anesthetized with isoflurane, tracheotomized and artificially ventilated. Temperature was recorded continuously and kept stable. The apex of the left ventricle was punctured with a 27 G needle using the open chest approach and a pressure-volume conductance catheter (FTS-1912B-8018; Scisense, London, Canada) was inserted in the left ventricle. Mice were stabilized for 3–10 min. Baseline values, values with varying preload caused by inferior vena cava clamps using a blunt forceps and aortic pressures, were recorded with the Scisense pressure-volume control unit FV896B and analyzed using the Labscribe2 (Labscribe, iWorx Systems, USA) software. The machine was calibrated with internal and cuvette calibration, as described (Pacher et al, 2008). Bone marrow chimeras were monitored following *Fth* deletion and analyzed when body temperature dropped below 32 °C.

### In vivo luciferase assay

Following deletion of *Fth* via Tamoxifen treatment as described above bone marrow chimeric mice on *OKD48*^*Luc*^ genetic background were monitored daily for luciferase activity. Mice were anesthetized using intraperitoneal Ketamine/Xylasine injection. The abdomen was shaved, and mice received an intravenous injection of luciferin (2 mg/mouse in 100 µL PBS). Luciferase signal was acquired in a Hamamatsu Aequoria using an electron multiplying CCD (EMCCD) camera with highest sensitivity (255) and maximum gain (5) for 10 s, 30 s, 60 s, 120 s and 240 s. Quantification was performed using Fiji software (ImageJ).

### Iron quantification in organs and plasma

Non-heme iron concentration in heart and livers of bone marrow chimeras was assessed as previously described (Martins et al, 2016). Briefly, liver or heart were homogenized 1:5 in PBS and 100 µL (equivalent to 20 mg tissue) of homogenate or 20 µL plasma were hydrolyzed (65 °C; overnight) by adding 50 µL of 26% HCl, 1.8 M trichloroacetic acid. The hydrolyzed samples were then clarified by centrifugation (3000×*g*; RT). Clarified samples (60 µL) were transferred to a 96-well plate and mixed with 160 µL of 3.8 M sodium acetate, 575 µM bathophenanthroline disulfonic acid and 2.5 mM ascorbic acid. Samples were incubated (5 min; RT) and absorbance was measured at λ_540nm_ and iron concentration was calculated using $$[{Fe}]=((({A}_{s}-{A}_{b})\times V\times {MW}))/((e\times l\times t))$$, where *A*_*s*_ is the sample absorbance, *A*_*b*_ is the blank absorbance, *V* is the reaction volume (0.22), *MW* is the molecular weight of iron (56 g∙mol^−1^), *e* is the millimolar absorptivity of bathophenanthroline disulfonic acid (22.14 mM^-1^∙cm^−1^), *l* is the path length (0.6 cm) and *t* is the weight of tissue used. In addition, measured concentrations were confirmed using standard iron serial dilutions.

### Western blot

Proteins were extracted, electrophoresed, and transferred essentially as described (Blankenhaus et al, 2019). Briefly, organs were collected from mice following euthanasia and perfusion with ice cold PBS (20 mL) and snap frozen in liquid nitrogen. For protein extraction tissue was homogenized in RIPA buffer using a tissue douncer kit, sonicated and centrifuged. Supernatant was collected and total protein was quantified using Bradford assay. Anti-mouse-FTH1 (clone D1D4; 1:1000; Cell Signaling cat. #4393), anti-V5-HRP (1:5000; Invitrogen cat. #46-0708), Anti-GAPDH (1:5000; SICGEN cat. # AB0049-200) and anti- β-actin (1:5000; Sigma cat. #A5441) were detected using peroxidase conjugated secondary antibodies (HRP-conjugated anti-rabbit IgG—Santa Cruz Biotechnology sc-2030; HRP-conjugated anti-mouse IgG— SantaCruz Biotechnology sc-2005; HRP-conjugated anti-goat IgG—Thermo Fisher PA1-28664; 1:5000; 1 h; RT) and developed with ECL western blotting substrate (ThermoFisher Scientific). Detection of proteins of the ETC by Western blot was performed using OxPhos Rodent WB Antibody Cocktail (ThermoFisher cat. #45-8099; 1:1000; 4 °C overnight), followed by washing and incubation with secondary HRP-conjugated anti-mouse IgG antibody (1:2000, RT; Cell Signalling cat. #7076P2). WB quantification was performed using FiJi (ImageJ) or ImageLab Software (BioRad).

### Serology

Bone marrow chimeras were euthanized using CO_2_ inhalation and blood was collected by cardiac puncture and placed in heparin tubes. Blood samples were sent to DNAtech (Clinical and veterinary analysis laboratory, Lisbon) for analysis of serologic parameters including ALT, AST, Urea, CPK, Troponin I and LDH as well as Transferrin and Transferrin saturation.

### Histology

Organs were harvested, fixed in 10% formalin, embedded in paraffin, sectioned into 3 μm-thick sections and stained with Hematoxylin and Eosin (H&E). Whole sections were analyzed and images acquired with a Leica DMLB2 microscope (Leica) and NanoZoomer-SQ Digital slide scanner (Hamamatsu). For WAT adipocytes area and BAT lipid droplets measurements, H&E-stained paraffin-embedded sections (3 μm sections) were scanned into digital images (NanoZoomer-SQ Digital slide scanner -Hamamatsu). The average WAT adipocyte size in adipose tissue sections (expressed as the mean cross-sectional area per cell (μm^2^)) was determined using Fiji software, as described elsewhere (Blankenhaus et al, 2019). Briefly, a slide scanned picture was captured at 2.5x magnification. An average of 1500 adipocytes were measured per sample. The following macro was applied: run (“Set Scale…”, “distance=560 known=250 pixel=1 unit=um global”); run (“Duplicate…”, “ “); run (“Subtract Background…”, “rolling=50 light separate sliding”); run (“Despeckle”); run (“8-bit”); setAutoThreshold(“Mean dark”); //run (“Threshold…”); //setThreshold(250, 255); setOption(“BlackBackground”, false); run (“Convert to Mask”); run (“Make Binary”); run (“Dilate”); run (“Close-“); run (“Invert”); run (“Analyze Particles…”, “size=330–15,000 circularity=0.50–1.00 display exclude clear summarize add”). The average BAT lipid droplet size (expressed as the mean cross-sectional area per lipid droplet (μm2)) were quantified in three non-overlapping ×40 magnification fields for each mouse. The following macro was applied: run (“Set Scale…”, “distance=452 known=100 pixel=1 unit=um global”); run (“Duplicate…”, “ “); run (“Subtract Background…”, “rolling=50 light separate sliding”); run (“Despeckle”); run (“8-bit”); setAutoThreshold(“Mean dark”); //run (“Threshold…”); //setThreshold(245, 255); setOption(“BlackBackground”, false); run (“Convert to Mask”); run (“Make Binary”); run (“Dilate”); run (“Close-“); run (“Invert”); run 25 (“Watershed”); run (“Analyze Particles…”, “size=1-5000 circularity=0.4-1.00 display exclude clear summarize add”).

### Flow cytometry

Reconstitution of bone marrow chimeras was tested by staining peripheral blood leukocytes with CD45.1-FITC (BioLegend cat. #110705), CD45.2-APC (BioLegend cat. #109813), to determine the relative contribution of donor bone marrow towards engraftment. To quantify the numbers of tissue leukocytes, animals were transcardially perfused with 10 mL cold PBS. Briefly, liver, kidney, lung and heart were cut into small pieces, digested in 10 mL digestion medium (HBSS supplemented with 1 mg/mL Collagenase D (Sigma-Aldrich cat. #11088866001) and 10 µg/mL DNase I (Sigma-Aldrich cat. #10104159001)), shaking at 220 rpm, 37 °C for 45 min. The digested solution was passed through a cell strainer (100 µm) and washed with 5 mL of RPMI. Cells were pelleted by centrifugation (300× *g*; 4 °C; 10 min) and resuspended in 5 mL ACK red blood cell (RBC) lysis buffer. After 5 min at RT RBC lysis was stopped by adding 5 mL of FACS buffer (1× PBS 3% FCS) and cells were passed through a 40 µm cell strainer. Cells were again centrifuged (300× *g*; 4 °C; 10 min) and finally resuspended in 3 mL (liver and kidney) or 1 mL (heart and lung) FACS buffer. In total, 300 µL of cell suspension were used for the staining of leukocytes with the following antibodies: Cx3CR1-APC (Biolegend, cat. #149007), CD11b-FITC (BD, cat. #553310), Ly6C-PerCPCy5.5 (Biolegend, cat. #128012), Ly6G-PE (BD, cat. #551461), F4/80-PE-Cy7 (Biolegend, cat. #123114), CD45-APC-e780 (Invitrogen, cat. #47045182), CD3-biotin (BioLegend, cat. #100243), CD11b-BV785 (BioLegend, cat. #101243), CD11c-BV605 (BioLegend, cat. #11733), CD19-biotin (BD, cat. #553784), CD31-BV605 (BioLegend, cat. #102427), CD49b-biotin (BioLegend, cat. #103521), CD90.1-Thy1.1-PE (BioLegend, cat. #202524) F4/80-PE-Cy5 (BioLegend, cat. #123112) Ly6C-PE-Cy7 (eBioscience, cat. #25-5932-8), Ly6G-AF700 (Invitrogen, cat. #56-9668-8), and SAV-PE-Fire-700 (BioLegend, cat. #405174). In addition, Fc-block (in-house anti-CD16/32) was used to minimize unspecific Ig binding and LIVE/DEAD^TM^ Fixable viability dye (ThermoFisher cat. #L34957), and LIVE/DEADTM Fixable Yellow viability dye (ThermoFisher cat. # L34959) were used to assess cell viability. Data acquisition was performed using either CyanADP (Beckman Coulter), BD LSRFortessa X-20 (BD Biosciences) or Aurora (Cytek) flow cytometers. Samples were analyzed using FlowJo software.

### Cell sorting

Monocyte/macrophages were sorted from the liver, WAT and heart of bone marrow chimeras, as indicated in Fig. EV6C. Briefly, *Fth* deletion was induced via tamoxifen treatment as described above, and 19 days later, bone marrow chimeras were euthanized, and organs were collected. Liver, and heart were cut into small pieces and incubated with digestion buffer (liver: 4 ml; heart: 1 ml; 0.2 mg/mL Liberase (Roche cat. #5401127001) and 100 µg/mL DNAse I (Sigma-Aldrich cat. #10104159001). After digestion, cell suspensions passed through a 40 µm cell strainer. Liver and heart cells were then pelleted (350 g, 5 min, 4 °C) and resuspended in 40% Percoll (GE Healthcare cat. #10607095) in RPMI (liver: 15 ml, heart: 6 ml). A density gradient was made by overlaying the cell suspension onto 80% Percoll in RPMI (liver: 5 ml, heart: 2 ml), and centrifuged (700 g no brake/lowest acceleration, 20 min RT). Liver and heart cells were collected from the density interface and washed once with FACS buffer (10–15 ml; 1× PBS 3%FCS 2 mM EDTA) and centrifuged (350× *g*, 5 min 4 °C). Plate for antibody staining. WAT was cut into small pieces and placed in 3 mL WAT digestion buffer (4 mg/mL Collagenase IV, 10 mM CaCl_2_, 0.5% BSA, in PBS without Ca^2+^/Mg^2+^). After digestion, WAT cell suspensions were passed through a 100 µm cell strainer and centrifuged (500× *g*, 10 min, 4 °C). Liver and heart cell pellets were resuspended in 5 mL FACS buffer, and WAT cell pellets were resuspended in 0.25-1 mL FACS buffer. Cells were counted using trypan blue and 1–2 × 10^6^ cells were placed on a 96-well. Cells were centrifuged (700× *g*, 2 min 4 °C), resuspended in 150 µL of ACK buffer for red blood cell lysis and incubated (5 min, RT). Lysis was stopped by adding 50 µL FACS buffer and cells were washed (700× *g*, 2 min 4 °C). Cells were resuspended in 50 µL FACS buffer and antibody staining was performed using: CD11b-BV421 (BioLegend, cat. #101235), Ly6G-AF700 (Invitrogen, cat. #56-9668-82), CD45.2-APC (BioLegend cat. #109813), TCRb-FITC (In-house) and CD19-FITC (In-house). In addition, Fc-block (in-house anti-CD16/32) was used to minimize unspecific Ig binding and Zombie aqua viability dye (BioLegend cat. #423101) was used to assess cell viability. Cell sorting and data acquisition was performed using BD FACSAria II (BD Biosciences) cell sorter. 500 cells/sample were sorted directly into 0.2 mL Eppendorf tubes containing 2.5 µL Buffer RLT plus (Qiagen, cat. #1053393). Flow cytometry data were analyzed using FlowJo software.

### Bulk RNA sequencing

RNA was extracted, cleaned (RNeasy MinElute Cleanup Kit, Qiagen) and its quality assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies) together with an RNA 6000 pico kit (Agilent Technologies). Full-length cDNAs and sequencing libraries were generated according to the SMART-Seq2 protocol, as previously described (Ramos et al, 2022). Library preparation including cDNA ‘tagmentation’, PCR-mediated adaptor addition and amplification of the adapted libraries was done following the Nextera library preparation protocol (Illumina Tagment DNA Enzyme and Buffer, Illumina #20034211; KAPA HiFi HotStart ReadyMix, Roche #07958935001; Nextera XT Index Kit v2 Set A, Illumina #15052163; Nextera XT Index Kit v2 Set D, Illumina #15052166), as previously described (Ramos et al, 2022). Libraries were sequenced (NextSeq500 sequencing; Illumina) using 75 SE high throughput kit. 

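The reads recovered from the deposited values count those assigned to a listed gene, after alignment and the removal of genes with few reads. Their mean per library was 22.5 M in liver (SD 15.3, n = 11), 19.0 M in WAT (SD 5.87, n = 11) and 24.6 M in heart (SD 13.9, n = 12). The share of values that were whole multiples of the library's unit within 0.01 was lowest in *Fth*-deleted mouse 10 of the liver, at 99.79%.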

Sequence information was extracted in FastQ format, using Illumina’s bcl2fastq v.2.19.1.403, producing on average ~38 × 10^6^ (liver), 32 × 10^6^ (WAT) and 43 × 10^6^ (heart) reads per sample. Library preparation and sequencing were optimized and performed at the Gulbenkian Institute for Molecular Medicine Genomics Unit.

FastQ reads were aligned against the mouse reference genome GRCm39 using the GENCODE vM27 annotation to extract splice junction information (STAR; v.2.5.2a) (Dobin et al, 2013). Read summarization was performed by assigning uniquely mapped reads to genomic features using *FeatureCounts* (v.1.5.0-p1) (Liao et al, 2014). Gene expression tables were imported into the R programming language and environment (v.4.1.0) to perform differential gene expression and functional enrichment analyses, as well as data visualization.

Differential gene expression was performed using the DESeq2 R package (v.1.32) (Love et al, 2014). Gene expression was modeled by genotype for each organ, which included the following factors: *tdT*^*LysM*^⇨*Fth*^*fl/fl*^, *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*fl/fl*^ or *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ bone marrow chimeras. 

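The deposited tables list 22529 genes for liver, 23327 for WAT and 29821 for heart. In each table, the smallest sum of recovered reads of a gene over all libraries of the organ was 10.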

Genes not expressed or with fewer than 10 counts across the samples were removed, leaving 22,529 (liver), 23,327 (WAT) and 29,821 (heart) genes for downstream differential gene expression analysis. We subsequently ran the function *DESeq* to estimate the size factors (by *estimateSizeFactors*), dispersion (by *estimateDispersions*) and fit a binomial GLM fitting for βi coefficient and Wald statistics (by *nbinomWaldTest*). Pairwise comparisons tested with the function *results* (alpha = 0.05), were: 1) *tdT*^*LysM*^⇨*Fth*^*fl/fl*^, *vs*. *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*fl/fl*^; 2) *tdT*^*LysM*^⇨*Fth*^*fl/fl*^ vs. *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^ and 3) *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*fl/fl*^ vs. *tdT*^*LysM*^*Fth*^*LysMΔ/Δ*^⇨*Fth*^*R26Δ/Δ*^. In addition, the log_2_ fold change for each pairwise comparison was shrunken with the function *lfcShrink* using the algorithm *ashr* (v.2.2–47) (Stephens, 2016). Differentially expressed genes were considered for genes with an adjusted *P* value < 0.05 and an absolute log_2_ fold change >0. Normalized gene expression counts were obtained with the function *counts* using the option normalized = TRUE. Regularized log transformed gene expression counts were obtained with *rlog*, using the option blind = TRUE. Ensembl gene ids were converted into gene symbols from Ensembl (v.107) by using the mouse reference (GRCm39) database with biomaRt R package (v.2.48.2)(Durinck et al, 2005; Durinck et al, 2009). All scatterplots, including volcano plots, were done with the ggplot2 R package (v.3.3.5)(Wickham, 2016). Functional enrichment analysis was performed with the gprofiler2 R package (v.0.2.1)(Kolberg et al, 2020). Enrichment was performed using the function *gost* based on the list of up- or downregulated genes (genes with an adjusted *P* value < 0.05 and a log_2_ fold change >0 or <0), between each pairwise comparison (independently), against annotated genes (domain_scope = “annotated”) of the organism *Mus musculus* (organism = “mmusculus”). Gene lists were sorted according to adjusted p value (ordered_query = TRUE) to generate GSEA (Gene Set Enrichment Analysis) style p values. Only statistically significant (user_threshold = 0.05) enriched functions are returned (significant = TRUE) after multiple testing corrections with the default method g:SCS (correction_method = “analytical”). The gprofiler2 queries were run against all the default functional databases for mouse which include: Gene Ontology (GO:MF, GO:BP, GO:CC), KEGG (KEGG), Reactome (REAC), TRANSFAC (TF), miRTarBase (MIRNA), Human phenotype ontology (HP), WikiPathways (WP), and CORUM (CORUM). For future reference, gprofiler2 was performed using database versions Ensembl 107, Ensembl genomes 54 (database updated on 12/07/2022). For STRING database network analysis, genes contained within enriched gene sets associated related to mitochondrial proteins, mitochondrial ribosome, electron transport chain, respirasome were merged and uploaded to the STRING database (v11.5) (Shannon et al, 2003) and queried for known protein-protein interactions (organism: Mus musculus; interaction score >0.4). The resulting network was imported into Cytoscape (v.3.9.0) (Shannon et al, 2003) for network layout design.

### Thermal imaging

BAT and tail temperatures were measured in mice that were allowed to move freely in a cage, using an infrared camera, (FLIR E96 Compact-Infrared-Thermal-Imaging-Camera; FLIR Systems). At least 2 days prior, mice were anesthetized (1–2% Isoflurane) and the interscapular area was shaved. Acquired images were analyzed using FLIR Tools software (v6.4) and individual BAT and tail temperatures were taken as the maximum temperature measured at the interscapular area or tail base, respectively.

### Metabolic phenotyping

Promethion Core (Sable Systems, USA) was used to measure indirect calorimetry. *Fth* deletion was induced via tamoxifen administration as described above and 7 (early onset) or 20 (late onset) days post-tamoxifen treatment, bone marrow chimeras were placed in metabolic cages for metabolic phenotyping. Mice were kept on a 14/10 h light/dark cycle with controlled temperature and humidity. Recording continued for the following 5–6 days. The system consists of a standard GM-500 cage with a food hopper and a water bottle connected to load cells (2 mg precision) with 1 Hz rate data collection. Additionally, the cage contains a red house enrichment. Ambulatory activity was monitored at 1 Hz rate using an XY beam break array (1 cm spacing). Oxygen, carbon dioxide and water vapor were measured using a CGF unit (Sable Systems). This multiplexed system operated in pull-mode. Air flow was measured and controlled by the CGF (Sable Systems) with a set flow rate of 2 L/min. Oxygen consumption and carbon dioxide production were reported in milliliters per minute (mL/min). Energy expenditure was calculated using the Weir equation and Respiratory Exchange Ratio (RER) was calculated as the ratio of VCO_2_/VO_2_. Raw data was processed using Macro Interpreter v2.41 (Sable Systems), as described (Ramos et al, 2022).

### Fluorescence microscopy

Bone marrow chimeras were treated with tamoxifen to induce *Fth* deletion, as described above. 21 days post tamoxifen treatment, bone marrow chimeras were euthanized and transcardially perfused with 20 mL cold PBS, followed by prefusion with 10 mL 4%PFA (Alfa Aesar cat. #043368-9 M) in PBS. Livers were collected and fixed in 4%PFA in PBS overnight in the dark. Organs were then washed in PBS overnight and embedded in 4% low-melting point agarose (Invitrogen cat. #15517-014). Tissue sections (100 µm) were obtained using a Leica Vibratome VT 1000 S (Leica Biosystems) and placed in Eppendorf tubes with PBDO permeabilization solution (1% Bovine Serum Albumin; 1% DMSO; 0.6% Triton X-100 in PBS; overnight; 4 °C). Tissue slices were then incubated with primary Abs (overnight; 4 °C): anti-FTH (1:100, Cell Signalling cat. #4393), Anti-V5 (1:200, Abcam cat. # AB9137) and Anti-CD68 (1:200, BioLegend cat. #123102). Tissue slices were further washed with PBDO (overnight; 4 °C) and were then incubated (1:500; overnight; 4 °C) with secondary antibodies: Cy5-conjugated donkey anti-goat IgG antibody (Jackson IR; cat. #705-175-147), Alexa 568 conjugated anti-rabbit (ThermoFisher, cat. #A-11011) and Alexa 568 conjugated anti-rat (ThermoFisher, cat. #A-11077). Tissue slices were washed once more with PBDO (overnight, 4 °C) and mounted with Mowiol mounting medium with 10 µg/mL of DAPI (Merck, cat. #81381-50 G). Images were then acquired on a Leica SP5 confocal-based and on a Leica DM6000 inverted microscope (458, 476, 488, 514, 561 and 633 nm lasers).

### Transmission electron microscopy

Animals were euthanized and perfused with fixating media (2% formaldehyde (EMS), 2.5% glutaraldehyde (Polysciences) in 0.1 M Phosphate Buffer (PB); pH 7.4). Organs were dissected and immersed in the same primary fixative (1 h; RT). Further processing was achieved using a PELCO BioWave Microwave Processor at 23 °C, restricted by a PELCO SteadyTemp Pro. Samples were additionally fixed in the primary fixative using a time-sequence of 7 × 2 min with ON and OFF sequential cycles of 0 and 100 W irradiating power in vacuum and rinsed with PB before post-fixation in 1% (v/v) osmium tetroxide (®EMS) with 1% (w/v) potassium ferrocyanide (®Sigma-Aldrich) in PB for 8 × 2 min, also with ON and OFF sequential cycles of 100 W in vacuum. Subsequently, samples were washed with PB and dH_2_O twice and immersed in 1% (w/v) tannic acid (®EMS) followed by en-bloc staining with 0.5% (w/v) uranyl acetate. Both steps were made using a time-sequence of 7 × 2 min with ON and OFF sequential cycles of 0 and 150 W irradiating power in vacuum. Between the steps, samples were rinsed with dH_2_O. Dehydration was done in a graded ethanol series of 30%, 50%, 75%, 90% and 100%, for 40 s at 150 W each. EPON resin (®EMS), 25%, 50%, 75% and 100% was infiltrated, for 3 min at 250 W in vacuum each step, and cured overnight, at 60 °C. Sections of 70 nm were obtained on a Leica UC7 and mounted on palladium-copper grids coated with 1% (w/v) formvar (®Agar Scientific) in chloroform (®VWR). Sections were stained with 1% (w/v) uranyl acetate and Reynolds lead citrate for 5 min each and imaged on an FEI Tecnai G2 Spirit BioTWIN Transmission Electron Microscope operating at 120 keV.

### Mitochondria quantification

Livers, WAT and heart were harvested and snap frozen as described above. A piece of the tissue was cut and placed into lysis buffer (100 mM NaCl, 10 mM EDTA, 0.5% SDS and 20 mM Tris-HCl, pH 7.4) and homogenized in a Qiagen TissueLyser II using tungsten carbide beads. Upon homogenization, an equal volume of Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v) was added. DNA, present in the aqueous phase, was precipitated using 1vol. isopropanol and 0.3 M sodium acetate for 3 h at −20 °C. The isolated DNA was used to perform the quantification of mitochondrial DNA (mtDNA) as compared to nuclear DNA (nDNA) using a qRT-PCR-based method, similar to what was previously described (Blankenhaus et al, 2019; Quiros et al, 2017). Briefly, qRT-PCR was performed using 20 ng of DNA and SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA), in duplicate on a ABI QuantStudio - 384 Real-Time PCR System (Applied Biosystems), under the following conditions: 50 °C/2 min and 95 °C/5 min (Hold stage), 45 cycles/95 °C/10 s, annealing at 60 °C/30 s, and elongation 72 °C/20 s, followed by melting curve: 95 °C for 15 s, 60 °C for 1 min, and gradual increase in temperature up to 95 °C. Primers for NADH-ubiquinone oxidoreductase chain 1 encoded by the mitochondrial gene MT-Nd1 (Nd1) and for the nuclear encoded hexokinase 2 gene (Hk2) (Blankenhaus et al, 2019; Quiros et al, 2017) are available in “Reagents and Tools Table”. Mitochondria number per cell was calculated by the ratio of mRNA expression of the single copy mitochondrial gene *Nd1* and the single copy nuclear gene *Hk2*.

### Statistical analysis

Statistical analysis was conducted using GraphPad Prism v8.4.2 software. All data are displayed as means ± standard deviation of the mean (SD) unless otherwise noted. Sample sizes were estimated based on previous experience and publications, using the Power/sample-size calculator (http://www.stat.ubc.ca/~rollin/stats/ssize/n2.html). Statistical comparison between two groups was performed using either a Student’s *T* test or Mann–Whitney *U* test. Groups of three or more were analyzed by one-way analysis of variance (ANOVA), Welch ANOVA or the Kruskal–Wallis test, using Tukey’s range test, Dunnett’s T3 test, or Dunn’s test for multiple comparison correction, respectively. Survival was assessed using a log-rank (Mantel–Cox) test. No experiment blinding was performed. Statistical outliers (ROUT Q = 1%) were excluded from analysis. Statistical parameters for each experiment can be found within the corresponding figure legends. *P* values for each statistical comparison can be found in Appendix Table S1.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

Data from RNA sequencing studies are available at GEO database GSE292630 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292630; Figs. 7A–D,  EV6E,F, Appendix Fig. S4A–C, EV7A–D). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00622-x.

# Supplementary material for: Homeostatic control of energy metabolism by monocyte-derived macrophages
**Source:** EMBO J. 2025 Nov 17;45(1):106–50. doi: 10.1038/s44318-025-00622-x
**Supplement:** Supplementary file 1 — Appendix

Appendix for:

**Homeostatic control of energy metabolism by
monocyte-derived macrophages**

Contents

Appendix Figure S1 2

Appendix Figure S2 4

Appendix Figure S3. 6

Appendix Figure S4 8

Appendix Table S1..... 10

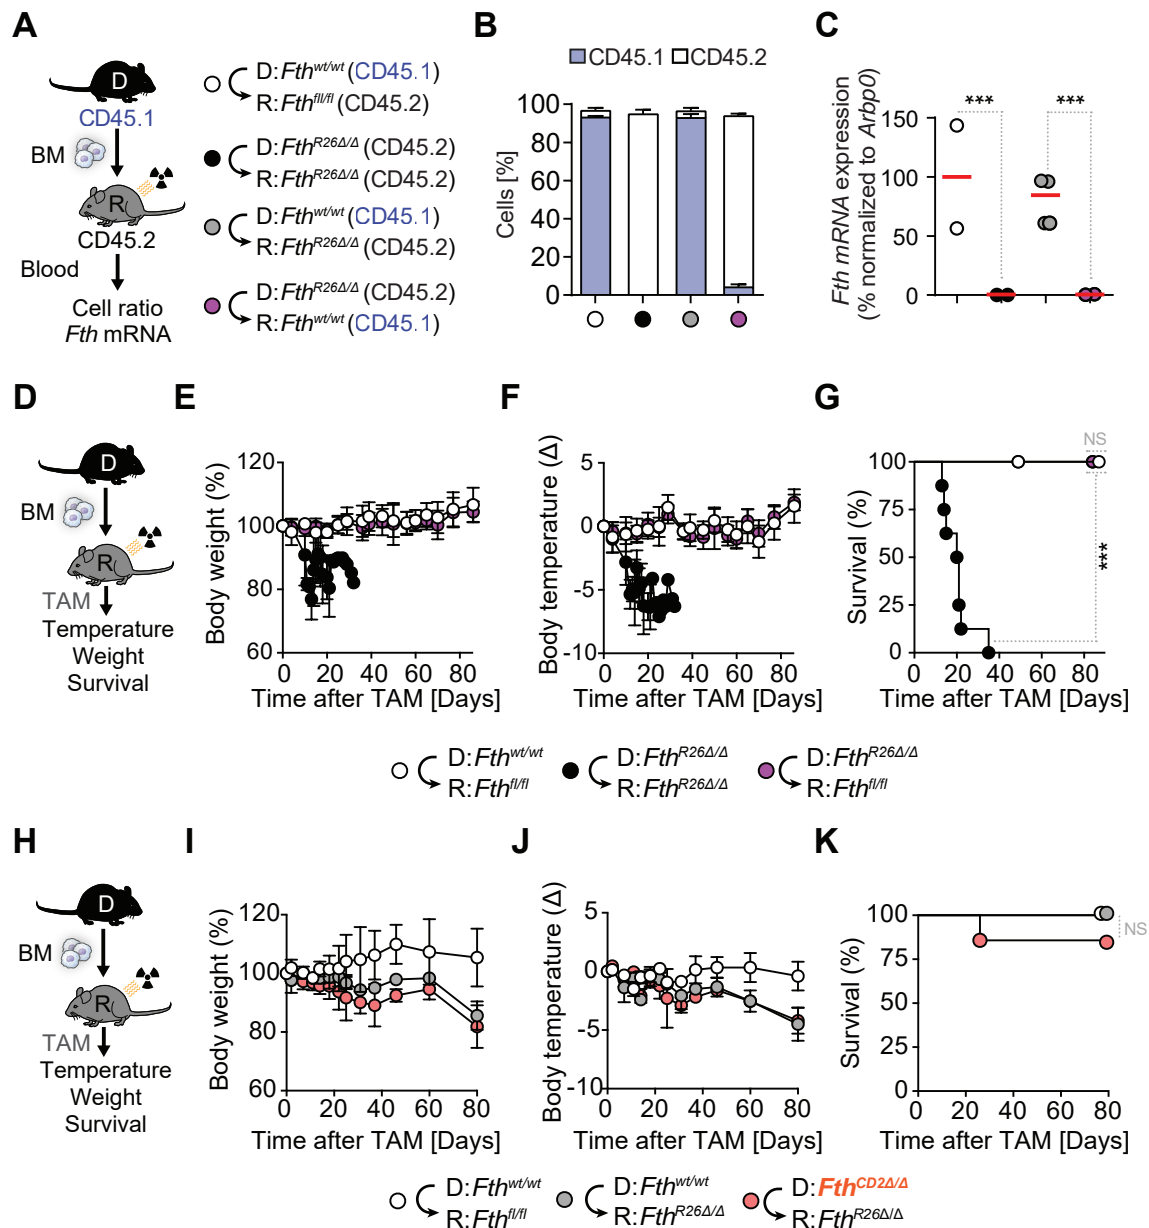

Appendix Figure S1: *Fth*-competent chimeric mice, rescue from whole-body *Fth* deletion-induced lethality independently of T-lymphocytes. (A) Schematic representation of chimeric mice and engraftment assessment. (B) Relative immune cell percentage of donor or recipient origin and (C) corresponding *Fth* gene expression in the blood of *Fth*^{wt/wt}⇒*Fth*^{wt/wt} (n=2), *Fth*^{R26Δ/Δ}⇒*Fth*^{R26Δ/Δ} (n=2), *Fth*^{wt/wt}⇒*Fth*^{R26Δ/Δ} (n=3) and *Fth*^{R26Δ/Δ}⇒*Fth*^{wt/wt} (n=2) chimeric mice, collected on day 10 post-TAM administration, as determined via flow cytometry analysis (B) and qRT-PCR (C). (D) Schematic representation of TAM-induced *Fth* deletion in chimeric mice and monitoring vital parameters. Relative body weight (E), temperature (F) and survival (G) of *Fth*^{fl/fl}⇒*Fth*^{fl/fl} (n=8), *Fth*^{R26Δ/Δ}⇒*Fth*^{R26Δ/Δ} (n=8) and *Fth*^{R26Δ/Δ}⇒*Fth*^{fl/fl} (n=8) chimeric mice following TAM administration on day 0. Data in (E, F) is represented as mean ± SD. Data in (E-G) is pooled from 3 experiments. (H) Schematic representation of TAM-induced *Fth* deletion in chimeric mice and monitoring vital parameters. Relative body weight (I), temperature (J)

and survival (**K**) of $Fth^{wt/wt} \Rightarrow Fth^{fl/fl}$ (n=3), $Fth^{wt/wt} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=3) and $Fth^{CD2\Delta/\Delta} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=7) chimeric mice following TAM administration on day 0. Data in (I, J) is represented as mean $\pm$ SD. Data in (I-K) is pooled from 2 experiments. One-Way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel-Cox) test. NS: non-significant, *** $P < 0.001$.

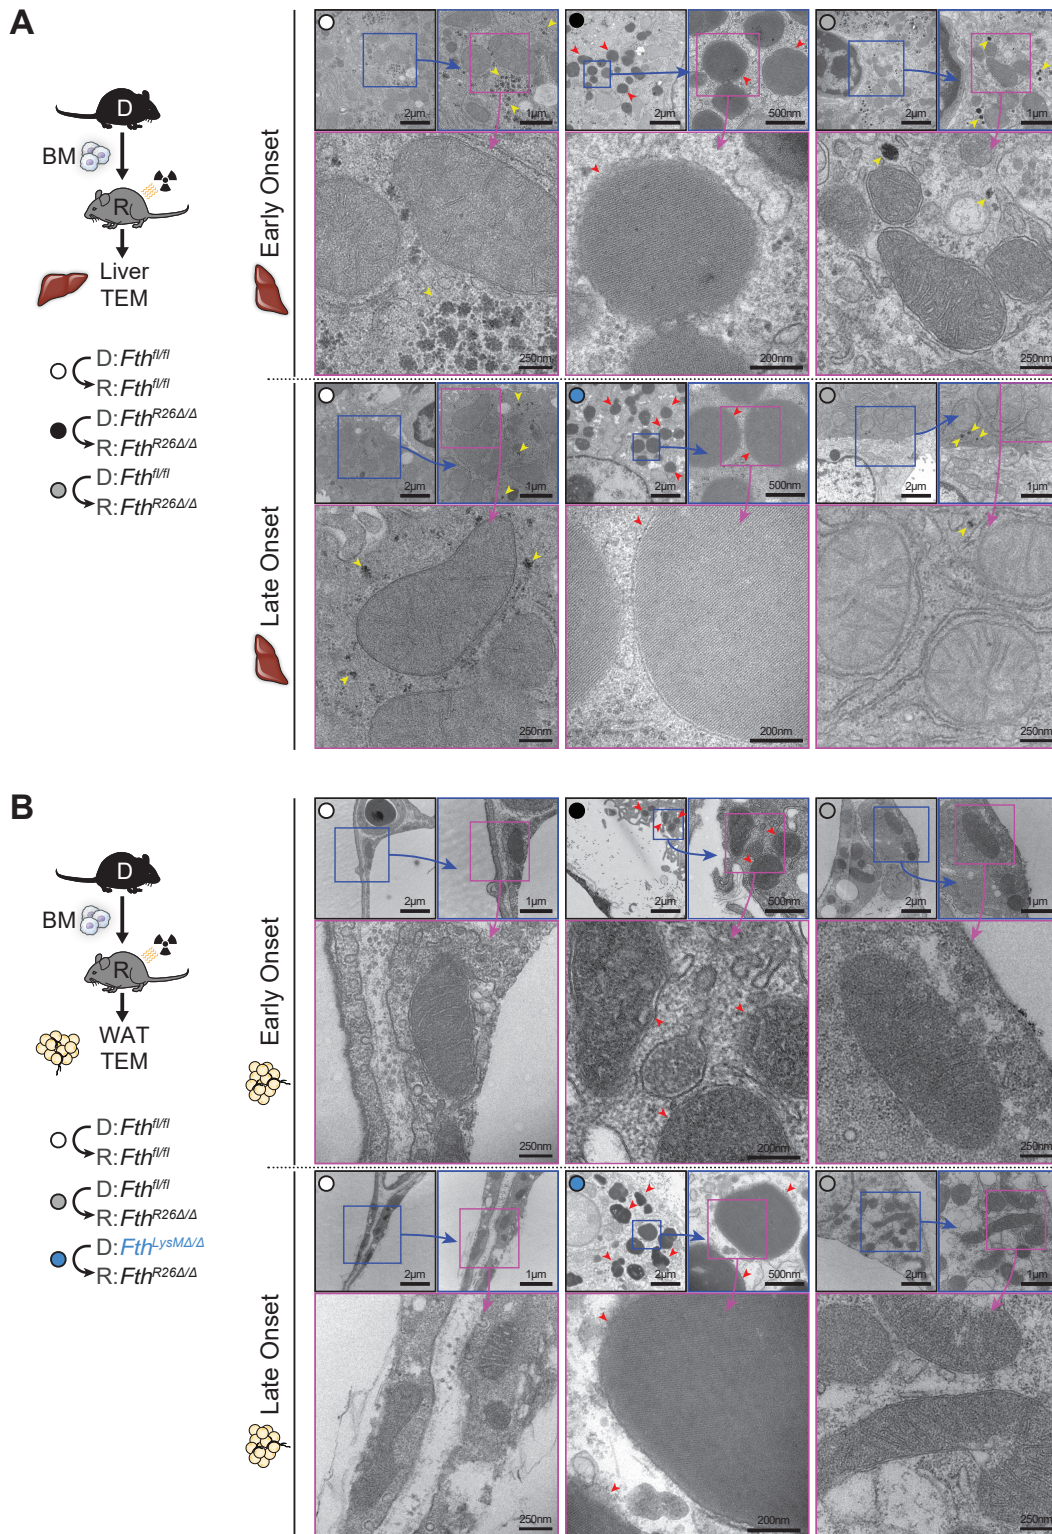

Appendix Figure S2: *Fth*-competent myeloid cells prevent the formation of iron-filled siderosomes in chimeric *Fth*-deleted mice. Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) and representative transmission electron microscopy images of siderosome-like structures present in **(A)** hepatocytes (liver) and **(B)** adipocytes (gWAT) from *Fth*^{R26Δ/Δ}⇒*Fth*^{R26Δ/Δ} chimeric mice, collected on

day 8 (early onset), and $Fth^{LysM\Delta/\Delta} \Rightarrow Fth^{R26\Delta/\Delta}$ chimeric mice, collected on day 30 (late onset), but absent in either $Fth^{fl/fl} \Rightarrow Fth^{fl/fl}$ or $Fth^{fl/fl} \Rightarrow Fth^{R26\Delta/\Delta}$ chimeric mice, at either time points. Red arrows indicate membrane-bound, electron-dense, siderosome-like structures filled with apparent crystalline iron, consistent with earlier descriptions (Sato, Ogihara et al., 1978). Yellow arrows indicate hepatic glycogen granules. Data in (A, B) is representative of 2 independent experiments with similar trends.

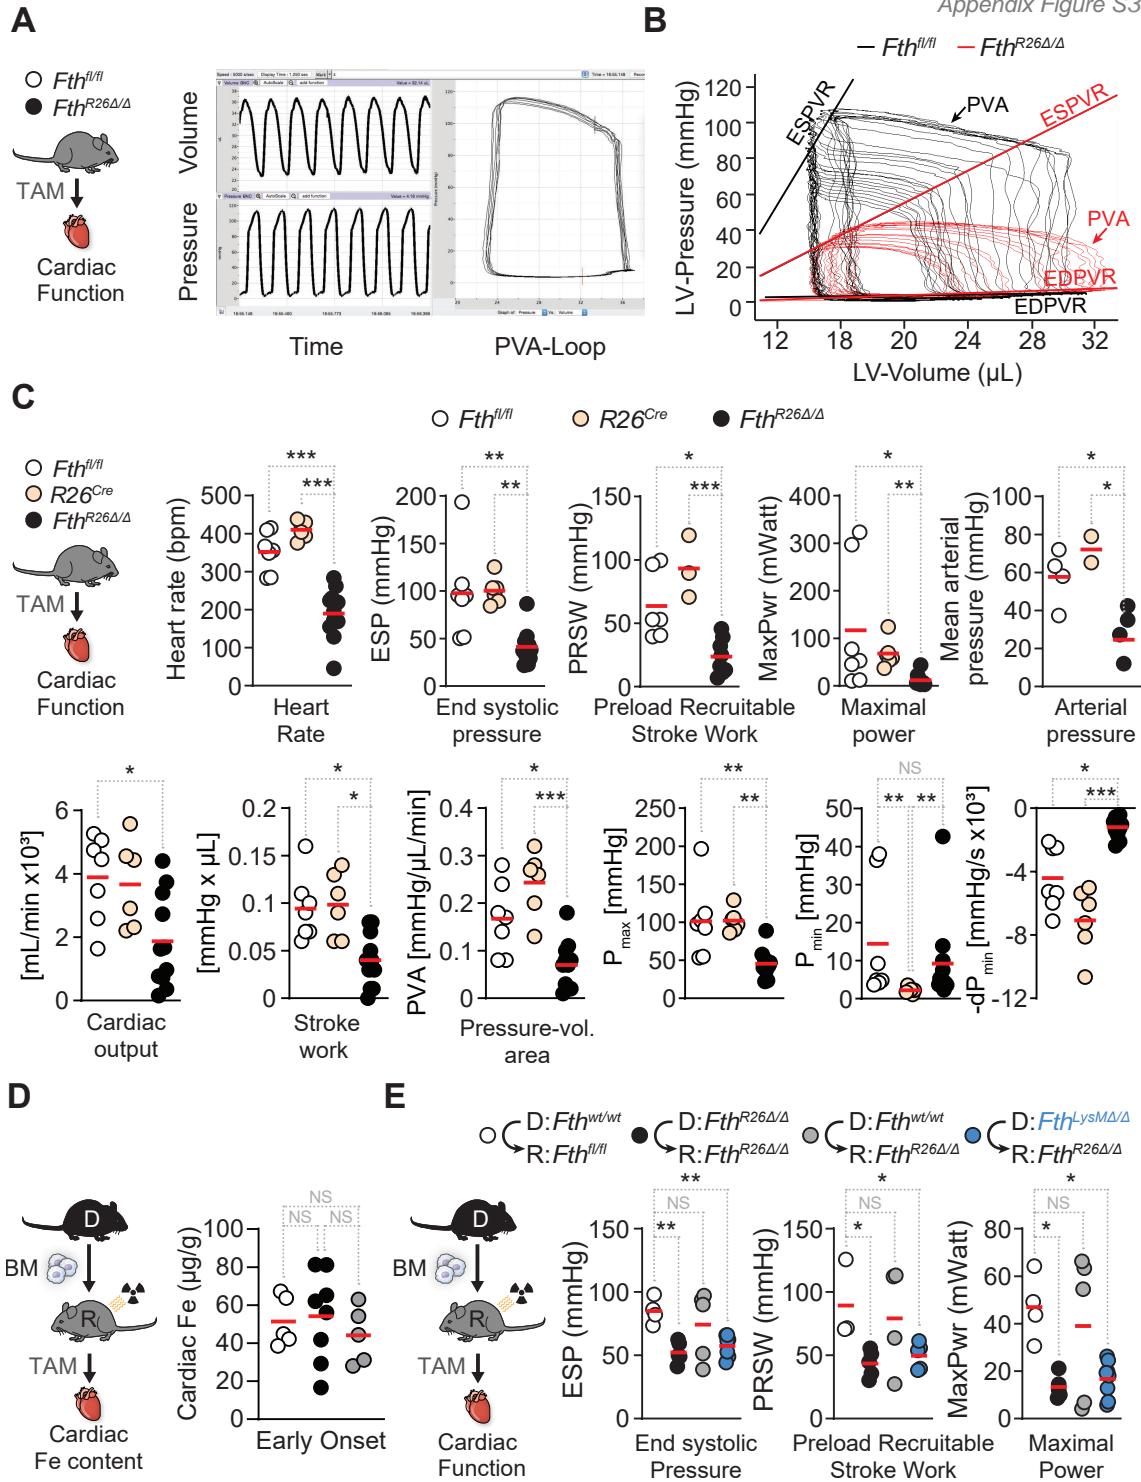

Appendix Figure S3: *Fth*-competent myeloid cells support tissue function in chimeric *Fth*-deleted mice. (A) Schematic representation of TAM-induced *Fth* deletion, cardiac function assessment and pressure volume loop analysis (PVA loop). (B) PVA loop analysis of *Fth^{fl/fl}* (n=7) and *Fth^{R26Δ/Δ}* (n=11) mice, on day 7 post-TAM administration. ESPVR = end systolic pressure-volume relationship, EDPVR = end diastolic pressure-volume relationship. (C) Schematic representation of TAM-induced *Fth* deletion (day 0) and cardiac function parameter quantification of *Fth^{fl/fl}* (n=7), *R26^{Cre}* (n=6) and *Fth^{R26Δ/Δ}* (n=11) mice, on

day 7 post-TAM administration. Data represented as individual values (circles) and mean (red bars). **(D)** Cardiac iron content in $Fth^{fl/fl} \Rightarrow Fth^{fl/fl}$ (n=3-5), $Fth^{R26\Delta/\Delta} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=8) and $Fth^{fl/fl} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=3-5) chimeric mice, 7 days (early onset) following TAM administration. Data pooled from 3 independent experiments with similar trends. **(E)** Schematic representation of chimeric mice and TAM-induced *Fth* deletion (day 0) and cardiac function parameters (end systolic pressure; preload recruitable stroke work; maximal power) in $Fth^{fl/fl} \Rightarrow Fth^{fl/fl}$ (n=4), $Fth^{R26\Delta/\Delta} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=5), $Fth^{fl/fl} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=5) and $Fth^{LysM\Delta/\Delta} \Rightarrow Fth^{R26\Delta/\Delta}$ (n=8) chimeric mice between days 10-51 following TAM administration. Data pooled from 2 independent experiments with similar trends. Data in (C-E) presented as individual values (circles) and mean (red bars). One-Way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

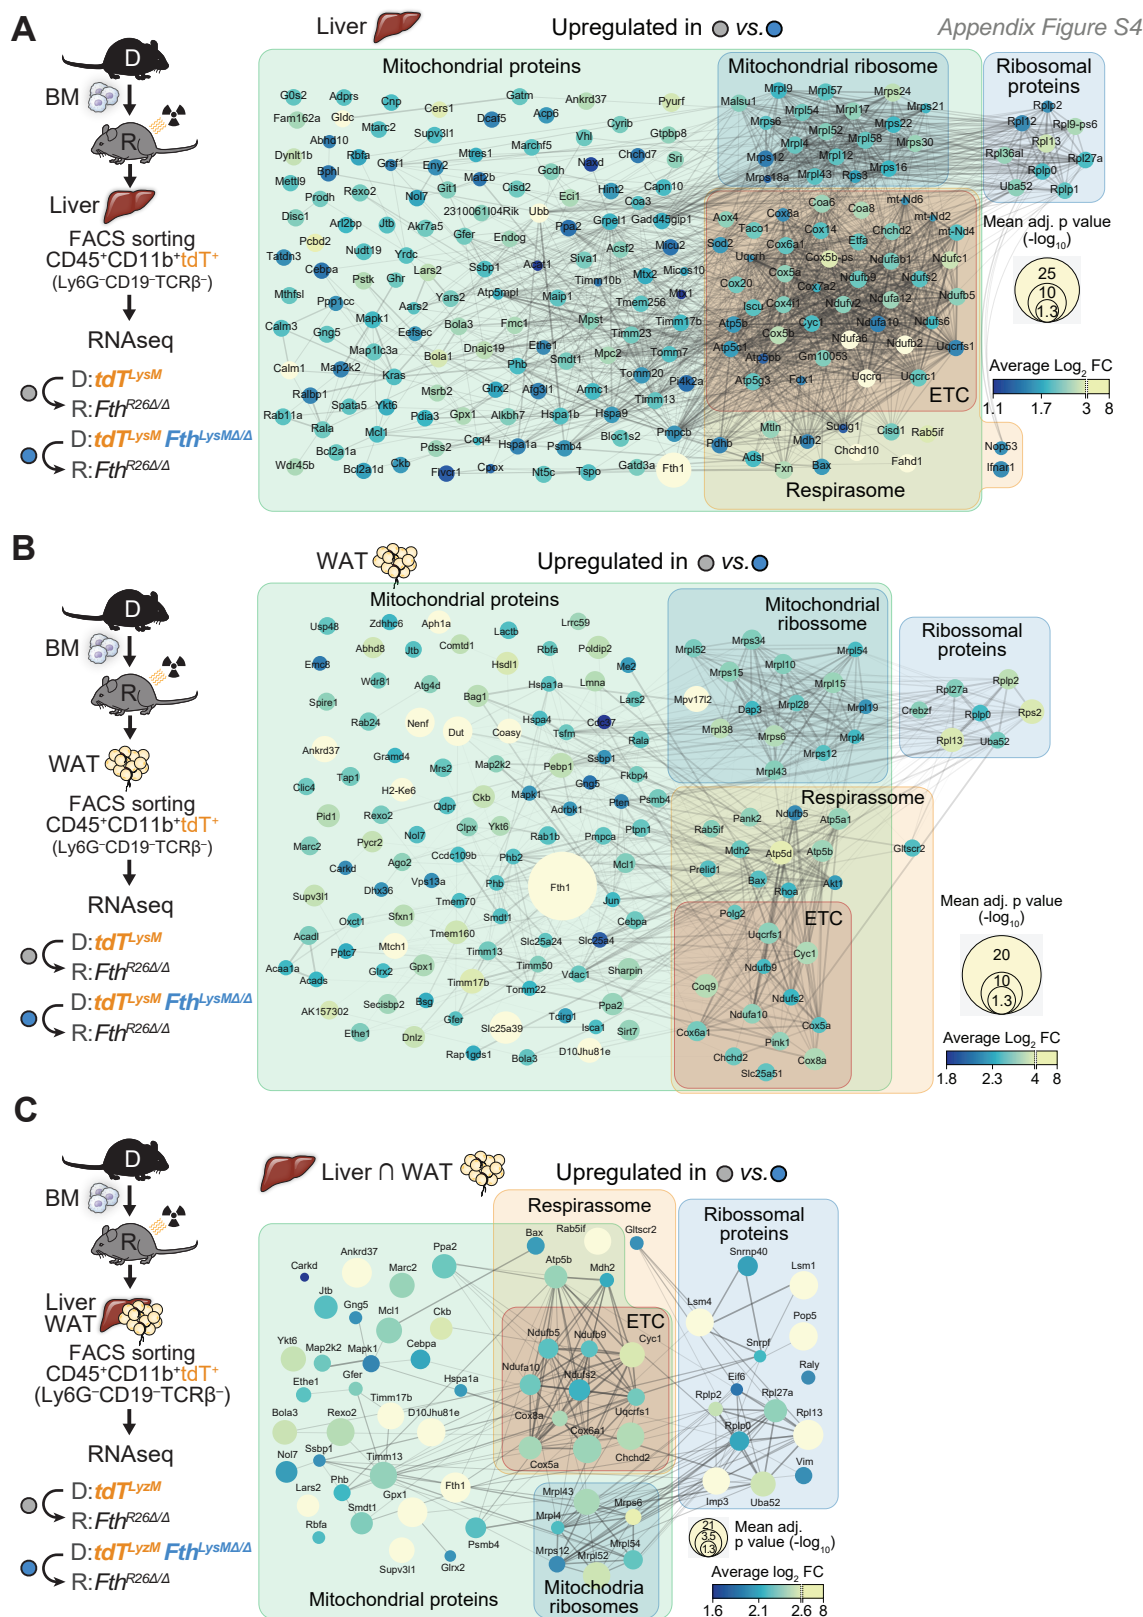

Appendix Figure S4: Mitochondrial gene expression program upregulated by *Fth*-competent monocyte-derived macrophages in *Fth*-deleted chimeras. (A-C) Schematic representations of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LyM*⁺

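STRING draws proteins as nodes and known or predicted associations between them as edges. The networks of this figure start from genes that differed between *Fth*-competent and *Fth*-deleted macrophages and that carry mitochondrial gene ontology terms, so that the choice of genes rests on the same RNA sequencing data as the volcano plots of Fig. 7B, and the edges come from the database and not from these mice.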

monocyte/macrophages (CD45⁺,CD11b⁺,Ly6G⁻,CD19⁻,TCRβ⁻) and STRING database (STRING-DB) interaction networks of mitochondrial, and mitochondria-related genes (as per gene ontology analysis) significantly upregulated in *LysM*⁺ monocyte-derived macrophages from *tdT^{LysM}⇒Fth^{R26Δ/Δ}* chimeric mice, as compared to *tdT^{LysM}Fth^{LysMΔ/Δ}⇒Fth^{R26Δ/Δ}* chimeric mice in either (A) liver or (B) WAT. (C) Mitochondrial and mitochondria-related genes that are significantly upregulated in *LysM*⁺ monocyte-derived macrophages from both the liver and WAT (intersection of significantly upregulated genes) of *tdT^{LysM}⇒Fth^{R26Δ/Δ}* chimeric mice, as compared to *tdT^{LysM}Fth^{LysMΔ/Δ}⇒Fth^{R26Δ/Δ}* chimeric mice. In (A-C), known interactions annotated in the STRING-DB are depicted by edges connecting gene dots.

		F th ^{f/f} → OKD48 ^{Luc} F th R ^{26Δ/Δ}	vs.	F th R ^{26MΔ/Δ} → OKD48 ^{Luc} F th R ^{26Δ/Δ}		*	0,0237
G		F th wt/wt → OKD48 ^{Luc} F th ^{f/f}	vs.	F th ^{f/f} → OKD48 ^{Luc} F th R ^{26Δ/Δ}	Early onset	NS	0,9143
H		F th wt/wt → OKD48 ^{Luc} F th ^{f/f}	vs.	F th LysMΔ/Δ → OKD48 ^{Luc} F th R ^{26Δ/Δ}	Late onset	**	0,0041
		F th ^{f/f} → OKD48 ^{Luc} F th R ^{26Δ/Δ}	vs.	F th LysMΔ/Δ → OKD48 ^{Luc} F th R ^{26Δ/Δ}	Late onset	**	0,0065
		F th wt/wt → OKD48 ^{Luc} F th ^{f/f}	vs.	F th ^{f/f} → OKD48 ^{Luc} F th R ^{26Δ/Δ}	Late onset	NS	0,6837
		F th ^{f/f} → F th ^{f/f}	vs.	F th LysMΔ/Δ → F th R ^{26Δ/Δ}	Late onset	**	0,008
I		F th ^{f/f} → F th R ^{26Δ/Δ}	vs.	F th LysMΔ/Δ → F th R ^{26Δ/Δ}	Late onset	*	0,0146
		F th ^{f/f} → F th ^{f/f}	vs.	F th ^{f/f} → F th R ^{26Δ/Δ}	Late onset	NS	0,9357
J		F th wt/wt → F th ^{f/f}	vs.	F th ^{f/f} → F th R ^{26Δ/Δ}	Heart rate	NS	0,9993
		F th wt/wt → F th ^{f/f}	vs.	F th R ^{26Δ/Δ} → F th R ^{26Δ/Δ}	Heart rate	NS	0,0819
		F th wt/wt → F th ^{f/f}	vs.	F th LysMΔ/Δ → F th R ^{26Δ/Δ}	Heart rate	*	0,0219
		F th wt/wt → F th ^{f/f}	vs.	F th ^{f/f} → F th R ^{26Δ/Δ}	Mean arterial pressure	NS	0,8667
		F th wt/wt → F th ^{f/f}	vs.	F th R ^{26Δ/Δ} → F th R ^{26Δ/Δ}	Mean arterial pressure	*	0,0494
		F th wt/wt → F th ^{f/f}	vs.	F th LysMΔ/Δ → F th R ^{26Δ/Δ}	Mean arterial pressure	**	0,0032

4	F	$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	Tail	NS	0,5502
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	Temperature delta	*	0,0217
		$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	Temperature delta	*	0,0385
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	Temperature delta	NS	0,9211
	F	$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{R26\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	****	<0,0001
		$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	vs.	$F^{th}/^{R26\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	****	<0,0001
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	NS	0,5741
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{R26\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	**	0,0072
		$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	vs.	$F^{th}/^{R26\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	*	0,016
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	NS	0,8223
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	*	0,0205
		$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	**	0,0057
	H	$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - organ weight	NS	0,8223
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	*	0,0234
		$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	vs.	$F^{th}/^{LysM\Delta/\Delta} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	NS	0,0651
		$F^{th}/^{th} \rightarrow F^{th}/^{th}$	vs.	$F^{th}/^{th} \rightarrow F^{th}/^{R26\Delta/\Delta}$	gWAT - Adipocyte area	NS	0,958

G	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	MT-CO1	NS	0,1864
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	MT-CO1	NS	0,2435
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	MT-CyB	**	0,0017
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	MT-CyB	**	0,0036
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	MT-CyB	NS	0,9798
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	PolG	**	0,0039
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	PolG	***	0,0004
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	PolG	NS	0,5812
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Cs	**	0,0088
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Cs	*	0,0435
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	Cs	NS	0,827
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Nrf1	NS	0,3112
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Nrf1	NS	0,2847
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	Nrf1	NS	0,9865
J	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CI	NS	0,1952
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CI	*	0,0294
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	CI	NS	>0,9999
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CII	*	0,0167
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CII	*	0,0166
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	CII	NS	>0,9999
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	*	0,0483
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	NS	0,1021
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	NS	>0,9999
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	**	0,0055
	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	NS	0,394
	$Fth^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	CIV	NS	0,5044

Figure	Panel	Comparison		Note	Stars	p-value
7	F	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Liver - Ly6C ^{hi} PhAM MFI	***
		$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Liver - Ly6C ^{hi} % PhAM ⁺	*
	G	$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	WAT - Ly6C ^{hi} PhAM MFI	*
		$Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	WAT - Ly6C ^{hi} % PhAM ⁺	*

Figure	Panel	Comparison		Note	Stars	p-value
8	A	$Tfam^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	*
		$Tfam^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	**
		$Tfam^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	NS
		$Tfam^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Tfam^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	*
		$Tfam^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Tfam^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	**
	B	$Uqcrcq^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	**
		$Uqcrcq^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	**
		$Uqcrcq^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	**
		$Uqcrcq^{fl/fl} \rightarrow Fth^{fl/fl}$	VS.	$Uqcrcq^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	NS
		$Uqcrcq^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$	VS.	$Uqcrcq^{LysM\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$	Survival	>0,9999
	E	$PhAM^{R26}$	VS.	$PhAM^{LysM} \rightarrow tdT^{R26}$	Liver - CD45 ⁺ PhAM MFI	****
		$PhAM^{R26}$	VS.	$PhAM^{LysM} \rightarrow tdT^{R26} Fth^{R26\Delta/\Delta}$	Liver - CD45 ⁺ PhAM MFI	****
		$PhAM^{R26}$	VS.	$PhAM^{LysM} Fth^{LysM\Delta/\Delta} \rightarrow tdT^{R26} Fth^{R26\Delta/\Delta}$	Liver - CD45 ⁺ PhAM MFI	****
	H	$Fth^{fl/fl} \rightarrow PhAM^{R26}$	VS.	$Fth^{fl/fl} \rightarrow PhAM^{R26} Fth^{R26\Delta/\Delta}$	Liver - Ly6C ^{hi} PhAM MFI	NS
		$Fth^{fl/fl} \rightarrow PhAM^{R26}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow PhAM^{R26} Fth^{R26\Delta/\Delta}$	Liver - Ly6C ^{hi} PhAM MFI	***
		$Fth^{fl/fl} \rightarrow PhAM^{R26} Fth^{R26\Delta/\Delta}$	VS.	$Fth^{LysM\Delta/\Delta} \rightarrow PhAM^{R26} Fth^{R26\Delta/\Delta}$	Liver - Ly6C ^{hi} PhAM MFI	***
	K	$Fth^{fl/fl} + Vehicle$	VS.	$Fth^{R26\Delta/\Delta} + Mitochondria$	BMDM viability	**
		$Fth^{R26\Delta/\Delta} + Vehicle$	VS.	$Fth^{R26\Delta/\Delta} + Mitochondria$	BMDM viability	**
		$Fth^{fl/fl} + Mitochondria$	VS.	$Fth^{R26\Delta/\Delta} + Mitochondria$	BMDM viability	**
	L	$Fth^{fl/fl} + Vehicle$	VS.	$Fth^{R26\Delta/\Delta} + Iron$	BMDM viability	****
		$Fth^{R26\Delta/\Delta} + Vehicle$	VS.	$Fth^{R26\Delta/\Delta} + Iron$	BMDM viability	****
		$Fth^{fl/fl} + Iron$	VS.	$Fth^{R26\Delta/\Delta} + Iron$	BMDM viability	****

Appendix Table S1: Table containing the p-values and significance levels for the different statistical pairwise comparisons from Figures 1 to 8. Statistical analysis details are described in the respective figure legend, and in the “Statistical analysis” paragraph within the Methods section.

# Supplementary material for: Homeostatic control of energy metabolism by monocyte-derived macrophages
**Source:** EMBO J. 2025 Nov 17;45(1):106–50. doi: 10.1038/s44318-025-00622-x
**Supplement:** Supplementary file 11 — Expanded View Figures

Expanded View Figures

Figure EV1. Monocyte-derived macrophages are depleted in chimeric *Fth*-deleted mice.

Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and representative flow cytometry dot plots for (A) monocyte-derived macrophage (backgated as Ly6G⁻, CD11b⁺, F4/80^{low}) and (B) tissue-resident macrophage (Ly6G⁻, CD11b^{-/low}, F4/80^{high}) populations present in the liver, heart, lungs and kidneys of *Fth^{fl/fl}→Fth^{fl/fl}* (*n* = 7), *Fth^{R26Δ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5), *Fth^{fl/fl}→Fth^{R26Δ/Δ}* (*n* = 7) and *Fth^{lysMA/Δ}→Fth^{R26Δ/Δ}* (*n* = 6) chimeric mice, 7 to 19 days post-TAM administration. Data in (A, B) is pooled from 3 independent experiments with similar trends. (C) Absolute number of tissue-resident macrophages (Ly6G⁻ CD11b^{-/low} F4/80^{high}) in the liver, heart, lungs and kidneys of *Fth^{fl/fl}→Fth^{fl/fl}* (*n* = 7), *Fth^{R26Δ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5), *Fth^{fl/fl}→Fth^{R26Δ/Δ}* (*n* = 7) and *Fth^{lysMA/Δ}→Fth^{R26Δ/Δ}* (*n* = 6) chimeric mice, 7 to 19 days post-TAM administration. Data in (C) presented as individual values (circles) and mean (red bars), pooled from 3 independent experiments with similar trends. (D) Schematic representation of TAM-induced *Fth* deletion (day 0) in chimeric mice, and survival of *Fth^{fl/fl}→Fth^{fl/fl}* (*n* = 10), *Fth^{C3cr1Δ/Δ}→Fth^{R26Δ/Δ}* (*n* = 12) and *Fth^{fl/fl}→Fth^{R26Δ/Δ}* (*n* = 10) chimeric mice. Data in (D) pooled from 3 independent experiments with similar trends. (E) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and survival of *Ccr2^{-/-}→Fth^{R26Δ/Δ}* (*n* = 7), *Ccr2^{-/-}→Fth^{R26Δ/Δ}* (*n* = 6) and *Ccr2^{+/+}→Fth^{R26Δ/Δ}* (*n* = 15) chimeric mice following TAM administration on day 0. Data in (E) is pooled from 3 independent experiments with similar trends. (F) Time course of relative body weight changes of *Fth^{fl/fl}→Fth^{fl/fl}* (*n* = 7), *Fth^{R26Δ/Δ}→Fth^{R26Δ/Δ}* (*n* = 10), *Fth^{fl/fl}→Fth^{R26Δ/Δ}* (*n* = 14) and *Fth^{lysMA/Δ}→Fth^{R26Δ/Δ}* (*n* = 11) parabiotic mouse pairs, following TAM administration on day 0. Data in (F) are presented as mean ± SD, normalized to the initial body weight (*t*₀) and pooled from 4 independent experiments with similar trends. Survival analysis was performed using Log-rank (Mantel-Cox) test. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001.

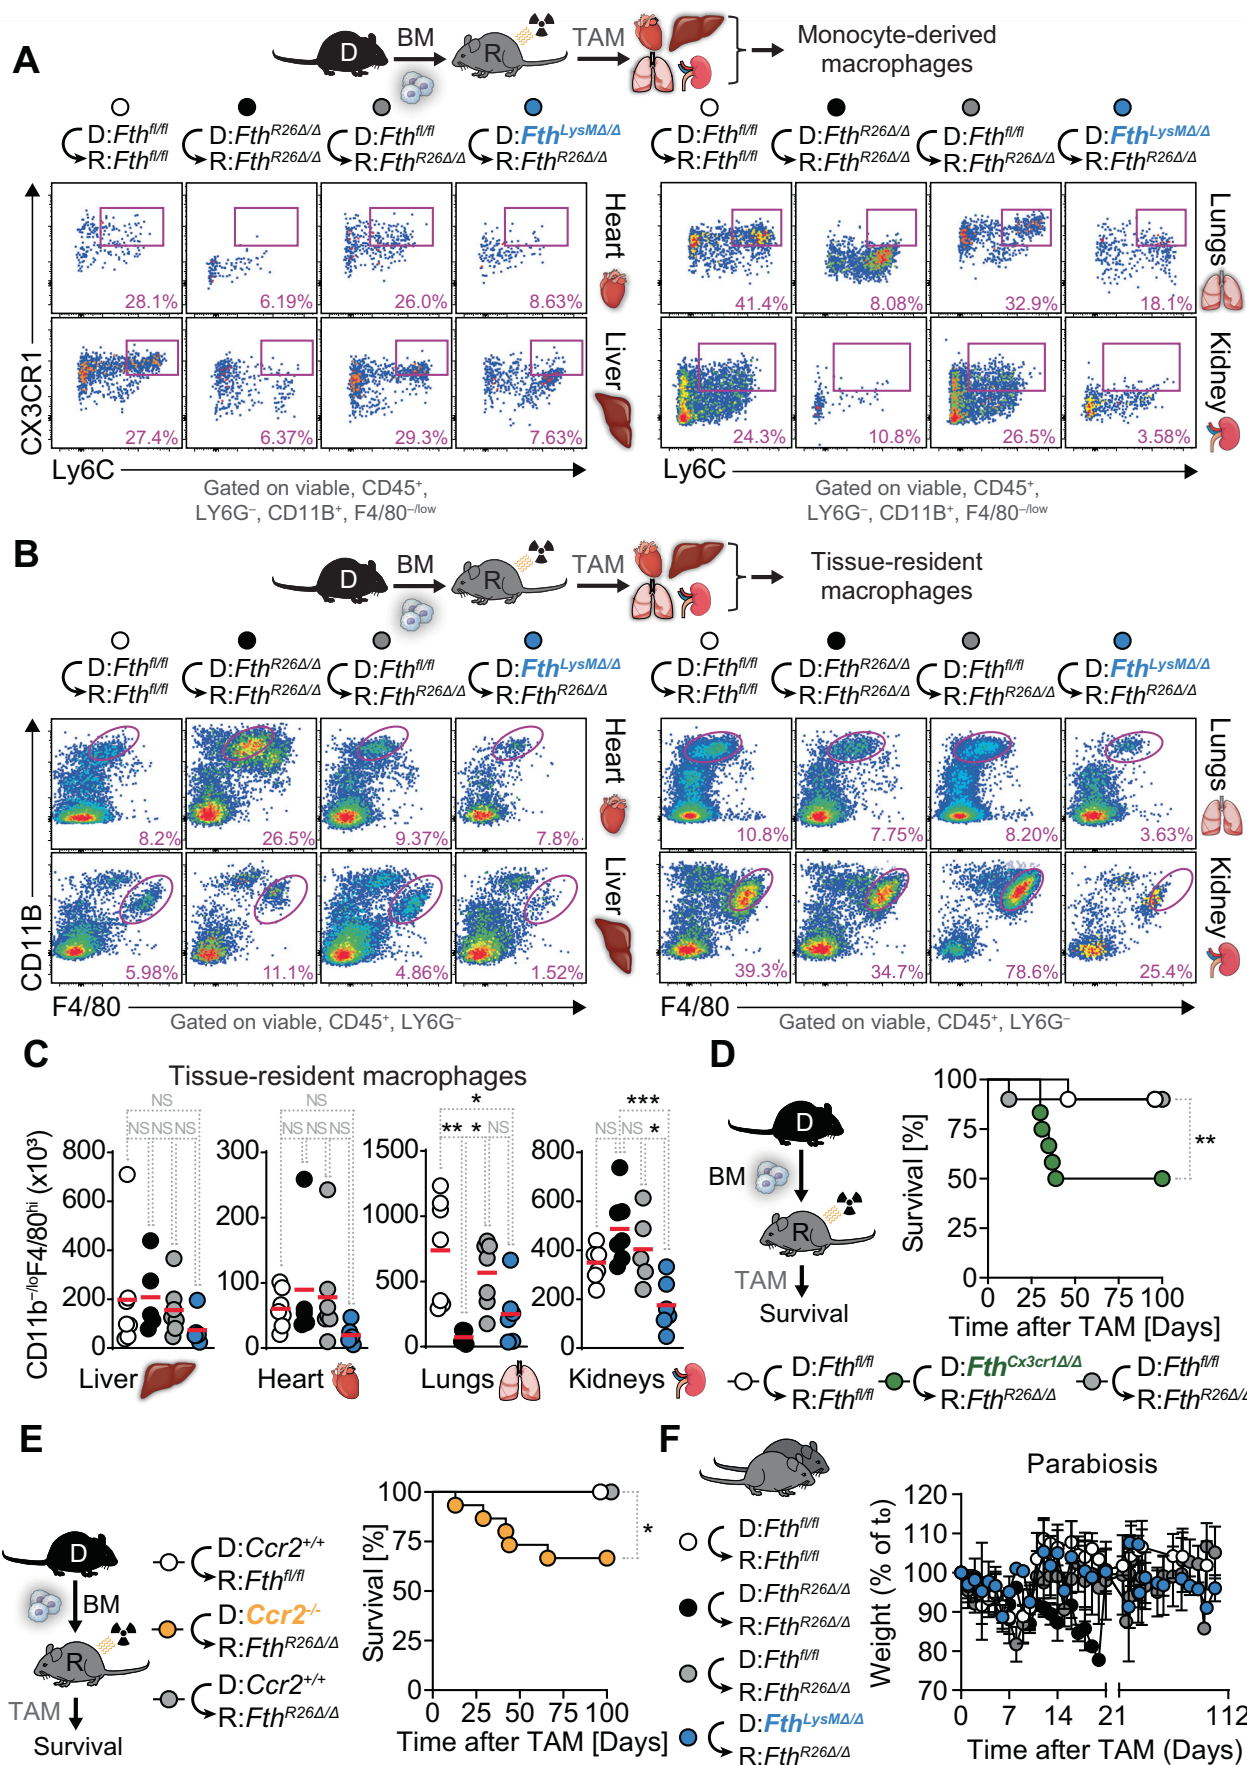

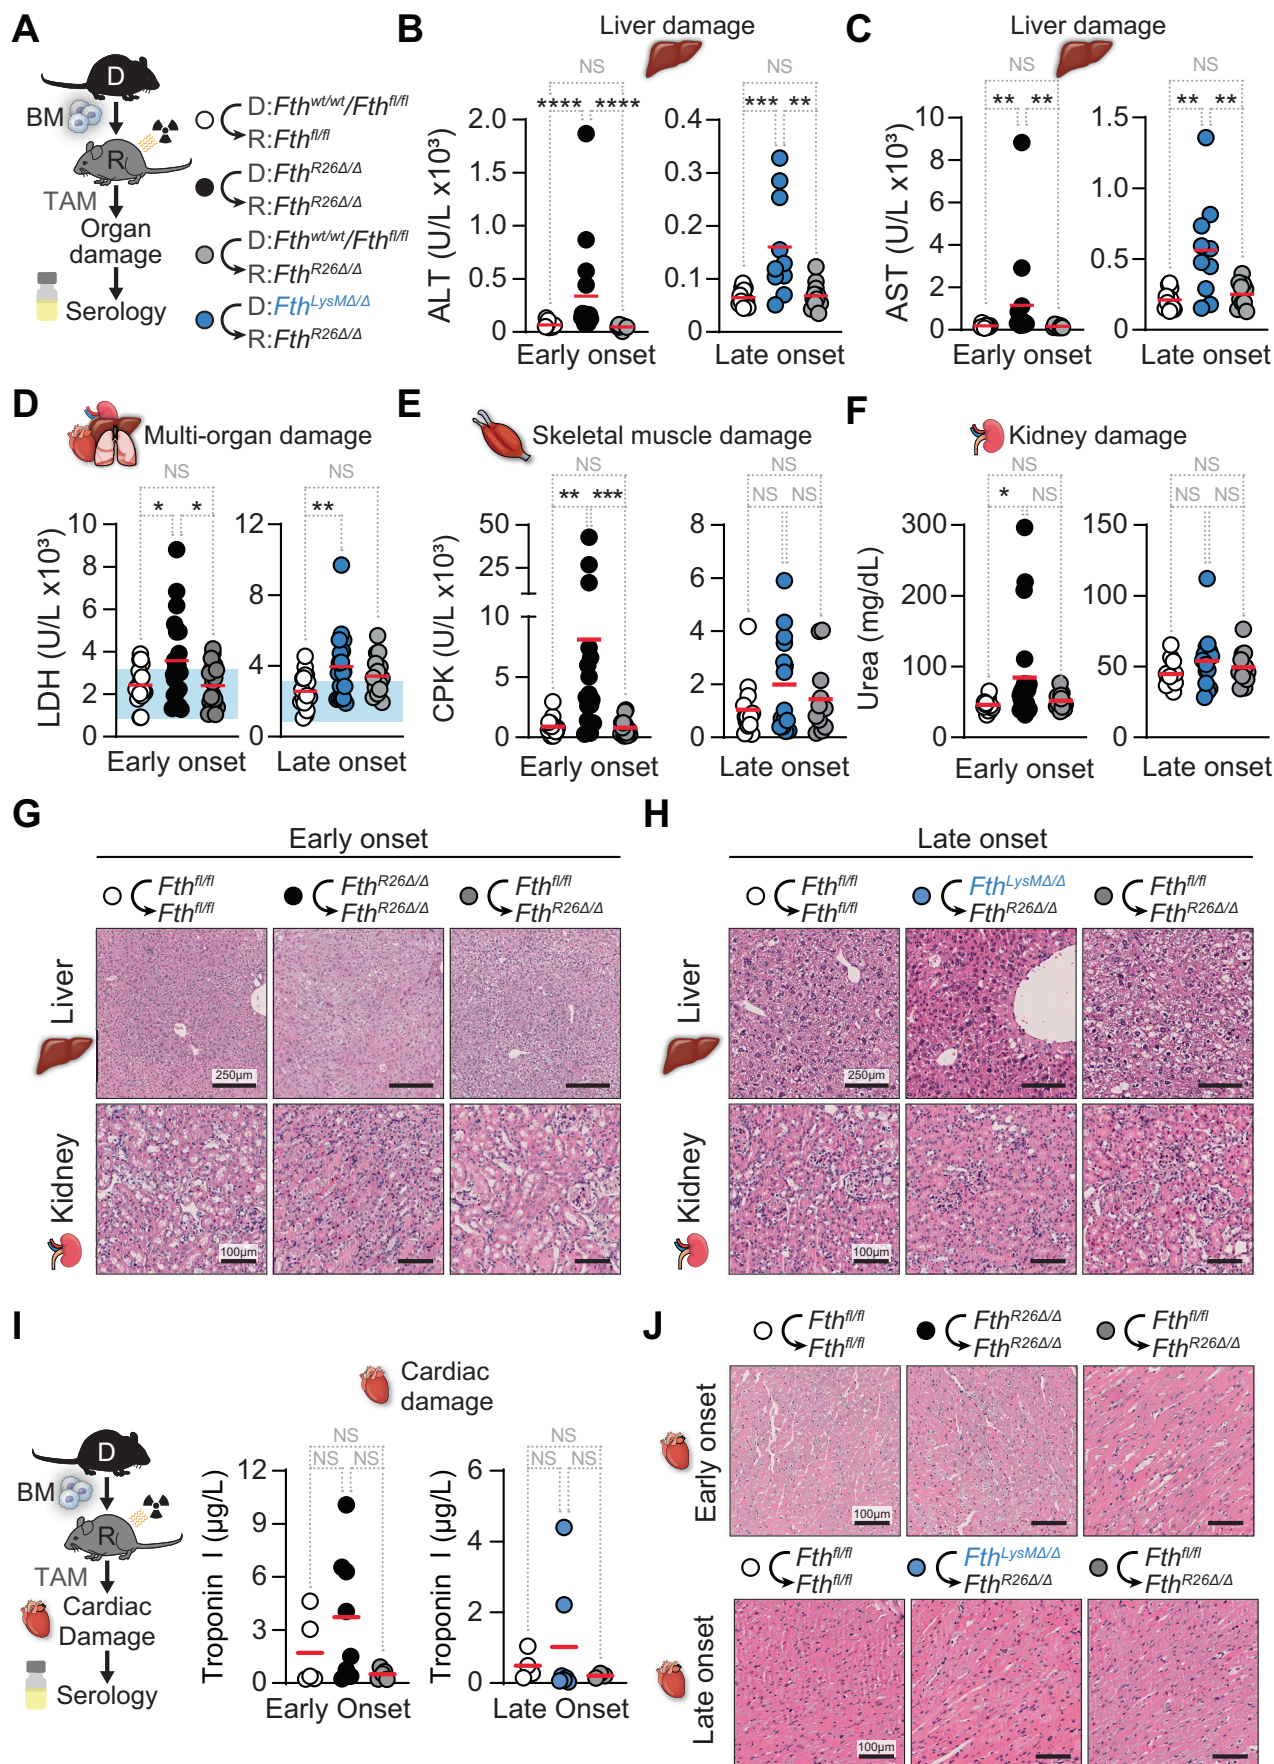

◀ **Figure EV2. *Fth*-competent myeloid cells support tissue function in chimeric *Fth*-deleted mice.**

(A) Schematic representation of chimeric mice and TAM-induced *Fth* deletion. Plasma levels of (B) alanine transaminase (ALT), (C) aspartate transaminase (AST), (D) lactate dehydrogenase (LDH), (E) creatine phosphokinase (CPK) and (F) urea, measured in *Fth*^{fl/fl}→*Fth*^{fl/fl} (*n* = 11–21), *Fth*^{R26Δ/Δ}→*Fth*^{R26Δ/Δ} (*n* = 15–25), *Fth*^{fl/fl}→*Fth*^{R26Δ/Δ} (*n* = 9–18) and *Fth*^{lysMΔ/Δ}→*Fth*^{R26Δ/Δ} (*n* = 11–20) chimeric mice on days 7–15 (early onset), or 19–35 (late onset) following TAM administration. Data in (B–F) represented as individual values (circles) and mean (red bars) pooled from 4 to 6 independent experiments with similar trends. (G, H) Representative hematoxylin and eosin (H&E) stained histology images of liver, kidney and heart from *Fth*^{fl/fl}→*Fth*^{fl/fl}, *Fth*^{R26Δ/Δ}→*Fth*^{R26Δ/Δ}, *Fth*^{fl/fl}→*Fth*^{R26Δ/Δ} and *Fth*^{lysMΔ/Δ}→*Fth*^{R26Δ/Δ} chimeric mice on day 7 (early onset) (G), or 22 (late onset) (H) following TAM administration. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

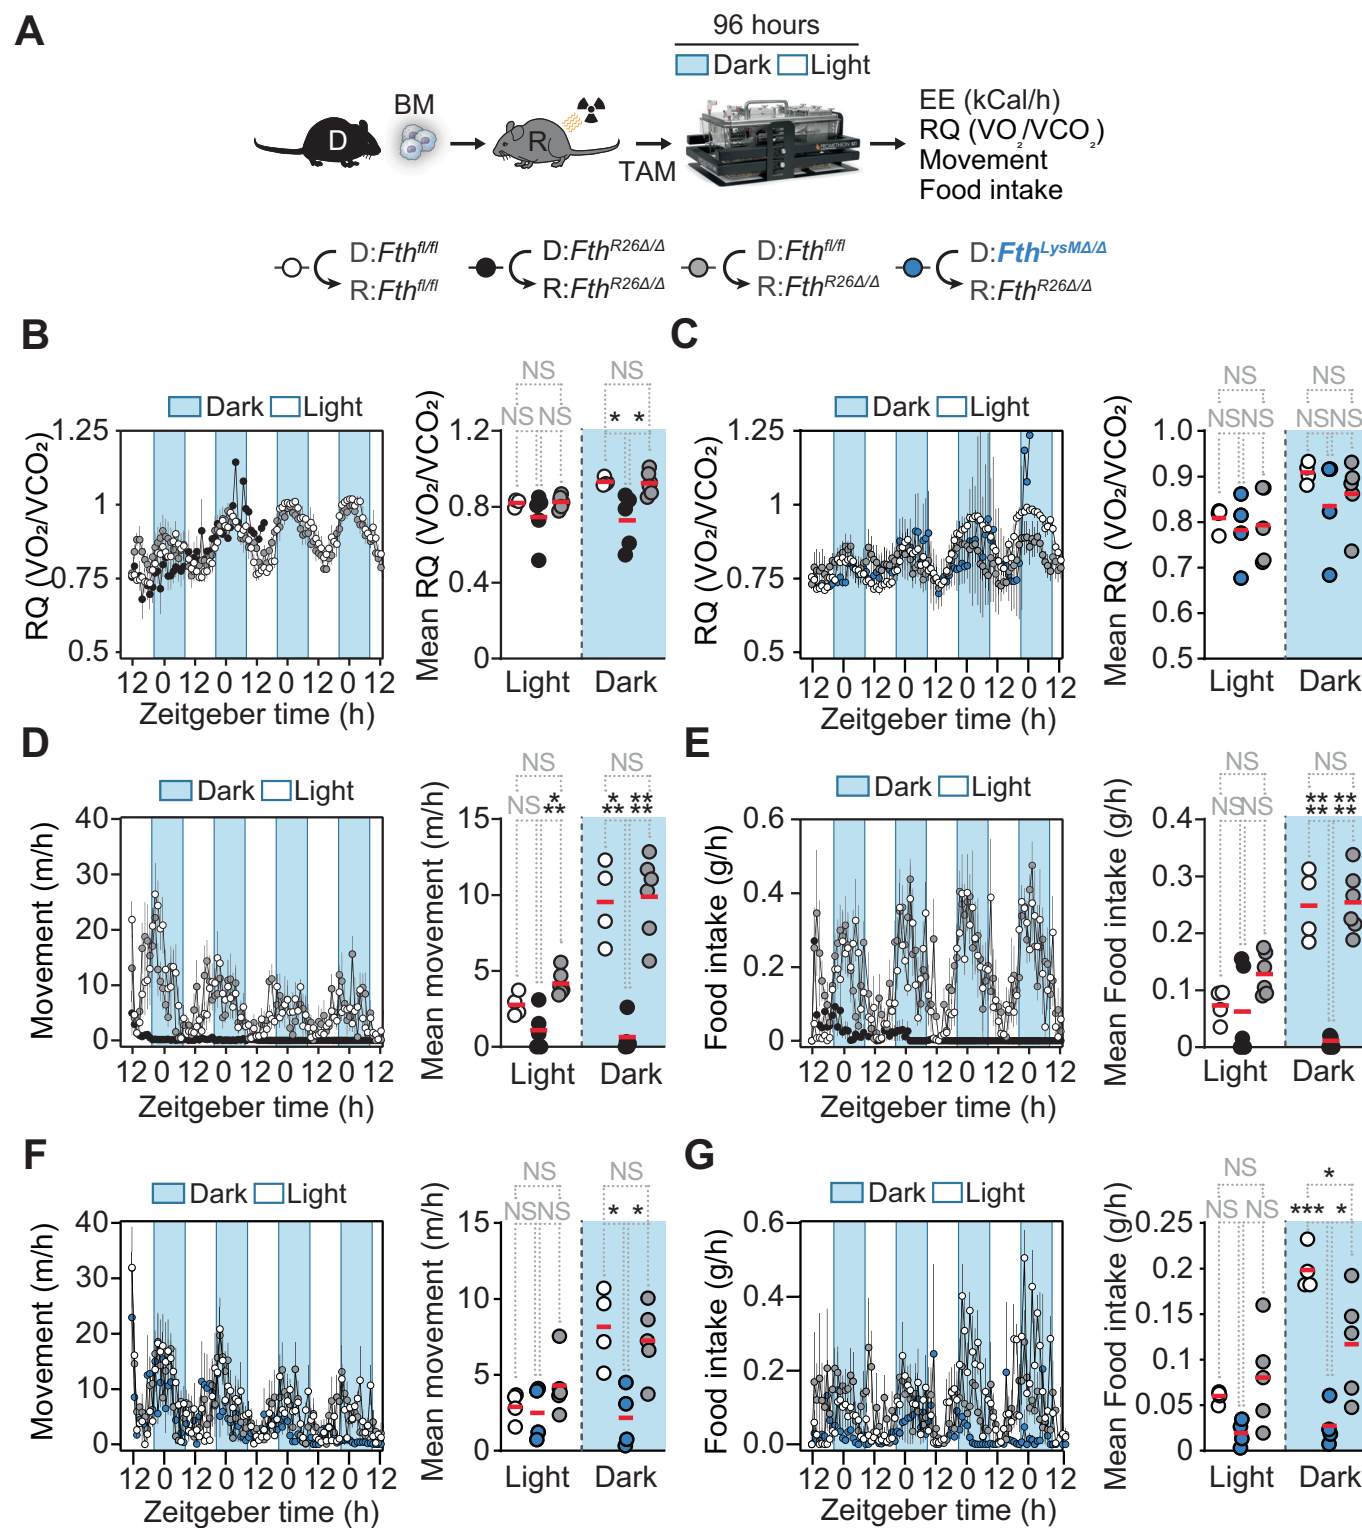

◀ **Figure EV3. *Fth*-competent myeloid cells restore movement and food intake in chimeric *Fth*-deleted mice.**

(A) Schematic representation of TAM-induced *Fth* deletion in chimeric mice (day 0) and metabolic cage assessment of metabolic parameters. (B, C) Time course of respiratory quotient (RQ, calculated as VO_2/VCO_2), and mean (red bars) RQ during daytime/nighttime (dot plots) of *Fth*^{fl/fl}→*Fth*^{fl/fl} (*n* = 4), *Fth*^{R26Δ/Δ}→*Fth*^{R26Δ/Δ} (*n* = 5), *Fth*^{fl/fl}→*Fth*^{R26Δ/Δ} (*n* = 5–6) and *Fth*^{lysMA/Δ}→*Fth*^{R26Δ/Δ} (*n* = 4) chimeric mice, assessed from day 7 (B; early onset), or day 20 (C; late onset) post TAM administration. Time course and mean (red bars) of daytime/nighttime values (dot plots) for mouse movement (m/h; D), and rate of food intake (g/h; E) of *Fth*^{fl/fl}→*Fth*^{fl/fl} (*n* = 4), *Fth*^{R26Δ/Δ}→*Fth*^{R26Δ/Δ} (*n* = 5) and *Fth*^{fl/fl}→*Fth*^{R26Δ/Δ} (*n* = 6) chimeric mice, assessed from day 7 (early onset). Time course and mean (red bars) of daytime/nighttime values (dot plots) for mouse movement (m/h; F), and rate of food intake (g/h; G) of *Fth*^{fl/fl}→*Fth*^{fl/fl} (*n* = 4), *Fth*^{lysMA/Δ}→*Fth*^{R26Δ/Δ} (*n* = 4) and *Fth*^{fl/fl}→*Fth*^{R26Δ/Δ} (*n* = 5) chimeric mice, assessed from day 20 (late onset). Data in (B–G) is displayed as mean ± SD (time course), or as individual values (circles) and mean (red bars) (dot plots). Data in (B–G) is pooled from 2 independent experiments with similar trend. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, *P < 0.05, ***P < 0.001, ****P < 0.0001.

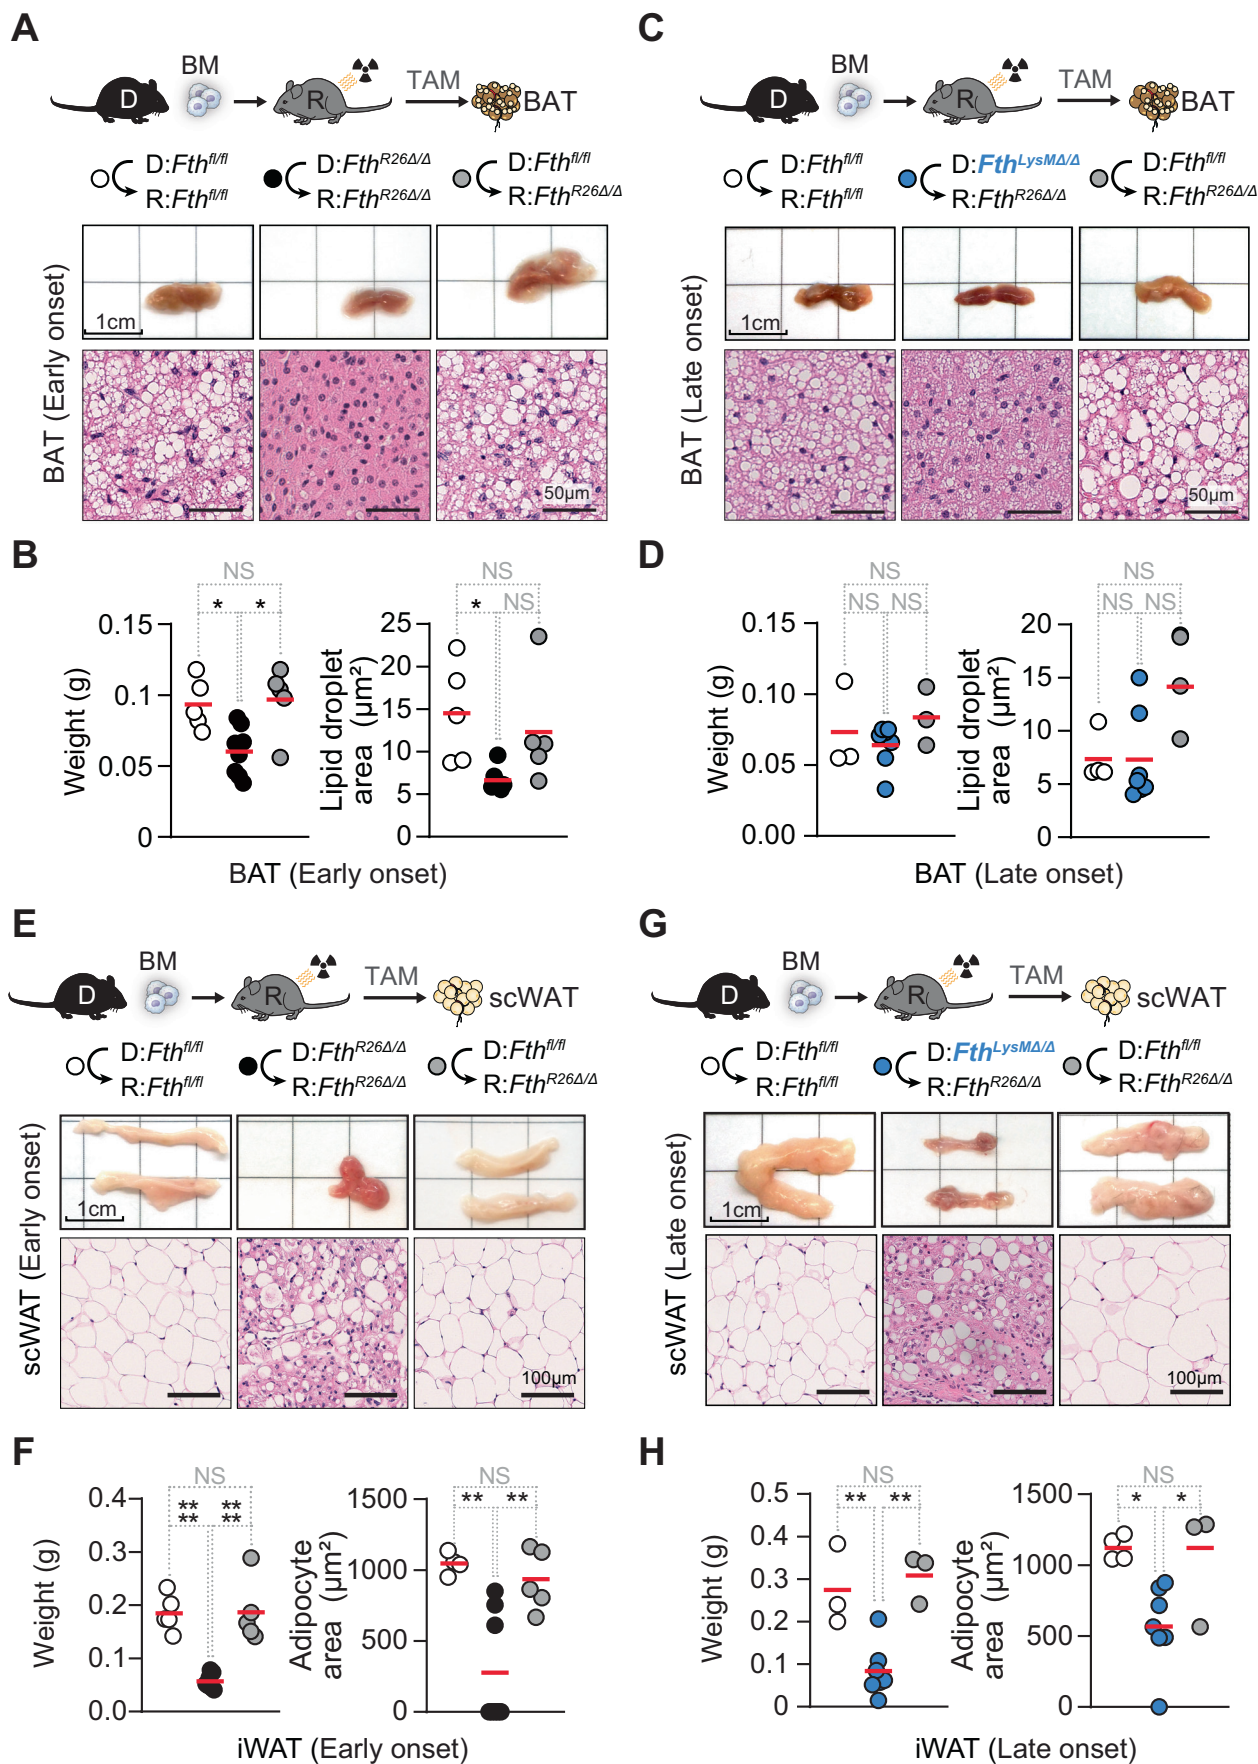

◀ **Figure EV4. *Fth*-competent myeloid cells support BAT and WAT function in chimeric *Fth*-deleted mice.**

(A) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of brown adipose tissue pads (BAT) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 5$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$) chimeric mice, collected on day 7 (early onset) post TAM administration. (B) BAT pad weight (left) and mean (red bars) BAT adipocyte lipid droplet area (right) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 5$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$) chimeric mice, collected on day 7 (early onset) post TAM administration. (C) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of BAT of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 3-4$), $Fth^{lysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 6$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 3-4$) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. (D) BAT pad weight (left) and mean (red bars) BAT adipocyte lipid droplet area (right) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 3-4$), $Fth^{lysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 6$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 3-4$) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. Data in (B, D) represented as individual values (circles) and mean (red bars), pooled from three independent experiments with similar trends. (E) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of inguinal white adipose tissue pads (iWAT) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 4-5$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$) chimeric mice, collected on day 7 (early onset) post TAM administration. (F) iWAT pad weight (left) and mean (red bars) iWAT adipocyte area (right) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 4-5$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$) chimeric mice, collected on day 7 (early onset) post TAM administration. (G) Schematic representation of chimeric mice and TAM-induced *Fth* deletion, and representative macroscopic and histological images of iWAT of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 3-4$), $Fth^{lysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 7$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 3$) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. (H) iWAT pad weight (left) and mean (red bars) iWAT adipocyte area (right) of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 3-4$), $Fth^{lysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 7$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 3$) chimeric mice, collected between days 16 and 39 (late onset) post TAM administration. Data in (F, H) represented as individual values (circles) and mean (red bars), pooled from 3 independent experiments with similar trends. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, * $P < 0.05$, ** $P < 0.01$, **** $P < 0.0001$.

◀ **Figure EV5. Myeloid cells rescue chimeric *Fth*-deleted mice irrespectively of cellular Fe import/export.**

(A) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and (B) survival of $Tfrc^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 7$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$), $Tfrc^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Tfrc^{LysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 7$) chimeric mice following TAM administration. Data in (B) is pooled from 2 independent experiments with similar trends. (C) Schematic representation of TAM-induced *Fth* deletion in chimeric mice, and (D) survival of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 5$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$), $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$), and $Slc40a1^{LysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 5$) chimeric mice on day 0. (E) quantification of ETC subunits for complexes I-V in the livers of $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 7$), $Fth^{R26\Delta/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 10$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 7$) chimeric mice, between days 7-8 (early onset), or from $Fth^{fl/fl} \rightarrow Fth^{fl/fl}$ ($n = 8$), $Fth^{LysMA/\Delta} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 8$) and $Fth^{fl/fl} \rightarrow Fth^{R26\Delta/\Delta}$ ($n = 6$) chimeric mice, between days 19 and 22 (late onset). Data in (E) is pooled from 4 independent experiments with similar trends. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel-Cox) test. NS: non-significant, * $P < 0.05$, ** $P < 0.01$.

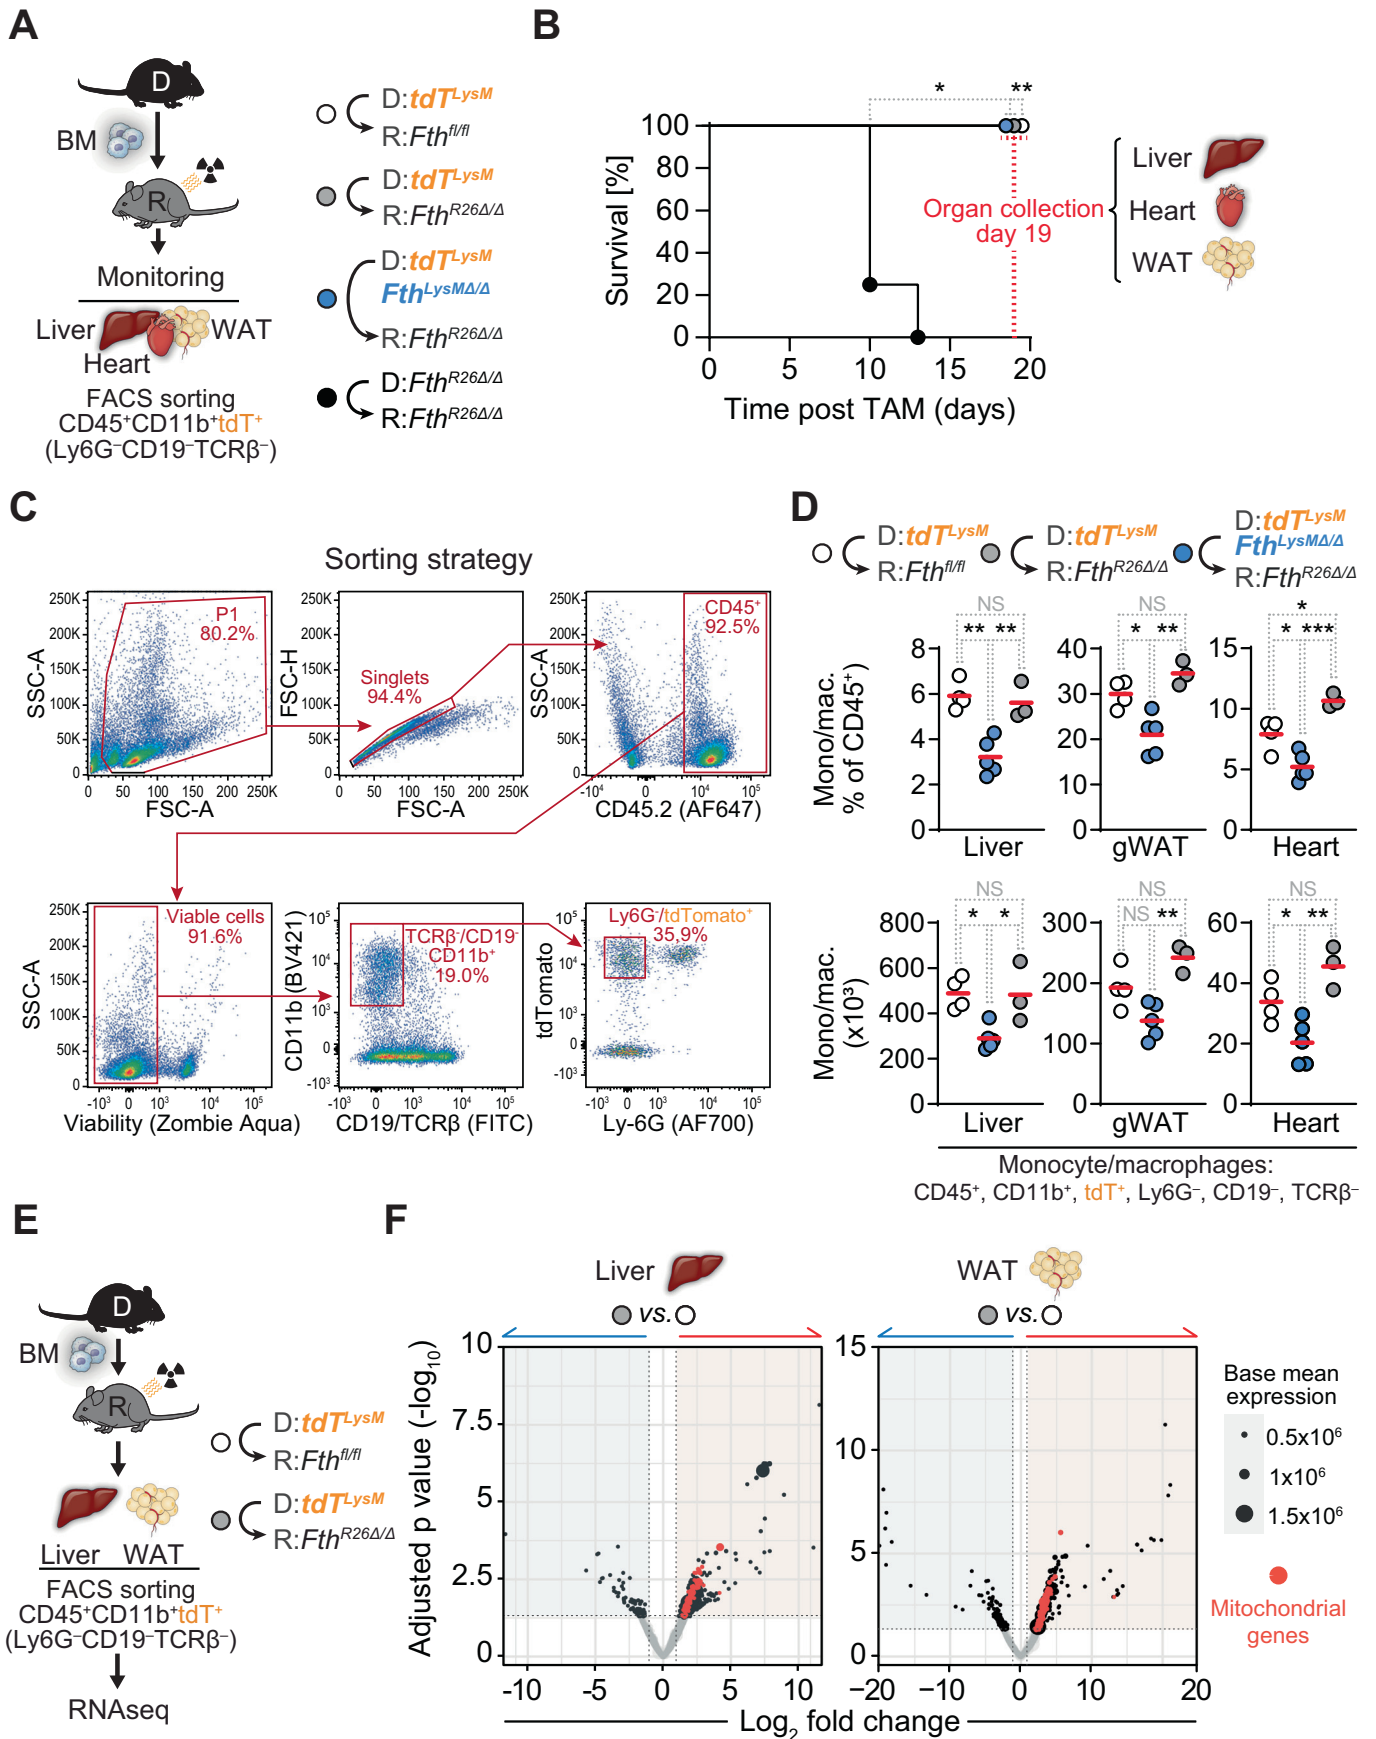

◀ **Figure EV6. RNA sequencing analysis of monocyte/macrophages in chimeric *Fth*-deleted mice.**

(A) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*⁺ monocyte/macrophages (CD45⁺, CD11b⁺, Ly6G⁻, CD19⁻, TCRβ⁻) in liver, heart and WAT. (B) Survival of *tdT^{LysM}→Fth^{fl/fl}* (*n* = 4), *tdT^{LysM}→Fth^{R26Δ/Δ}* (*n* = 3), *tdT^{LysM}Fth^{LysMΔ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5) and *Fth^{R26Δ/Δ}→Fth^{R26Δ/Δ}* (*n* = 4) chimeric mice until organ collection on day 19 post-TAM administration. (C) Gating strategy for sorting *LysM*⁺ monocyte/macrophages (CD45⁺, CD11b⁺, Ly6G⁻, CD19⁻, TCRβ⁻) in liver, WAT and Heart. (D) Proportion and number of viable *LysM*⁺ monocyte/macrophages (CD45⁺, CD11b⁺, Ly6G⁻, CD19⁻, TCRβ⁻) in the liver, gWAT and heart of *tdT^{LysM}→Fth^{fl/fl}* (*n* = 4), *tdT^{LysM}→Fth^{R26Δ/Δ}* (*n* = 3) and *tdT^{LysM}Fth^{LysMΔ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5) chimeric mice on day 19 post-TAM administration. (E) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*⁺ monocyte/macrophages (CD45⁺, CD11b⁺, Ly6G⁻, CD19⁻, TCRβ⁻) in liver and WAT. (F) Volcano plots of differentially regulated genes between *LysM*⁺ monocyte/macrophages sorted from liver (left) or WAT (right) of *tdT^{LysM}→Fth^{R26Δ/Δ}* (*n* = 3), *tdT^{LysM}→Fth^{fl/fl}* (*n* = 4) chimeric mice, on day 19 post TAM administration. Red dots depict mitochondrial genes that are significantly differentially regulated. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. Survival analysis was performed using Log-rank (Mantel-Cox) test. NS: non-significant, *P < 0.05, **P < 0.01, ***P < 0.001.

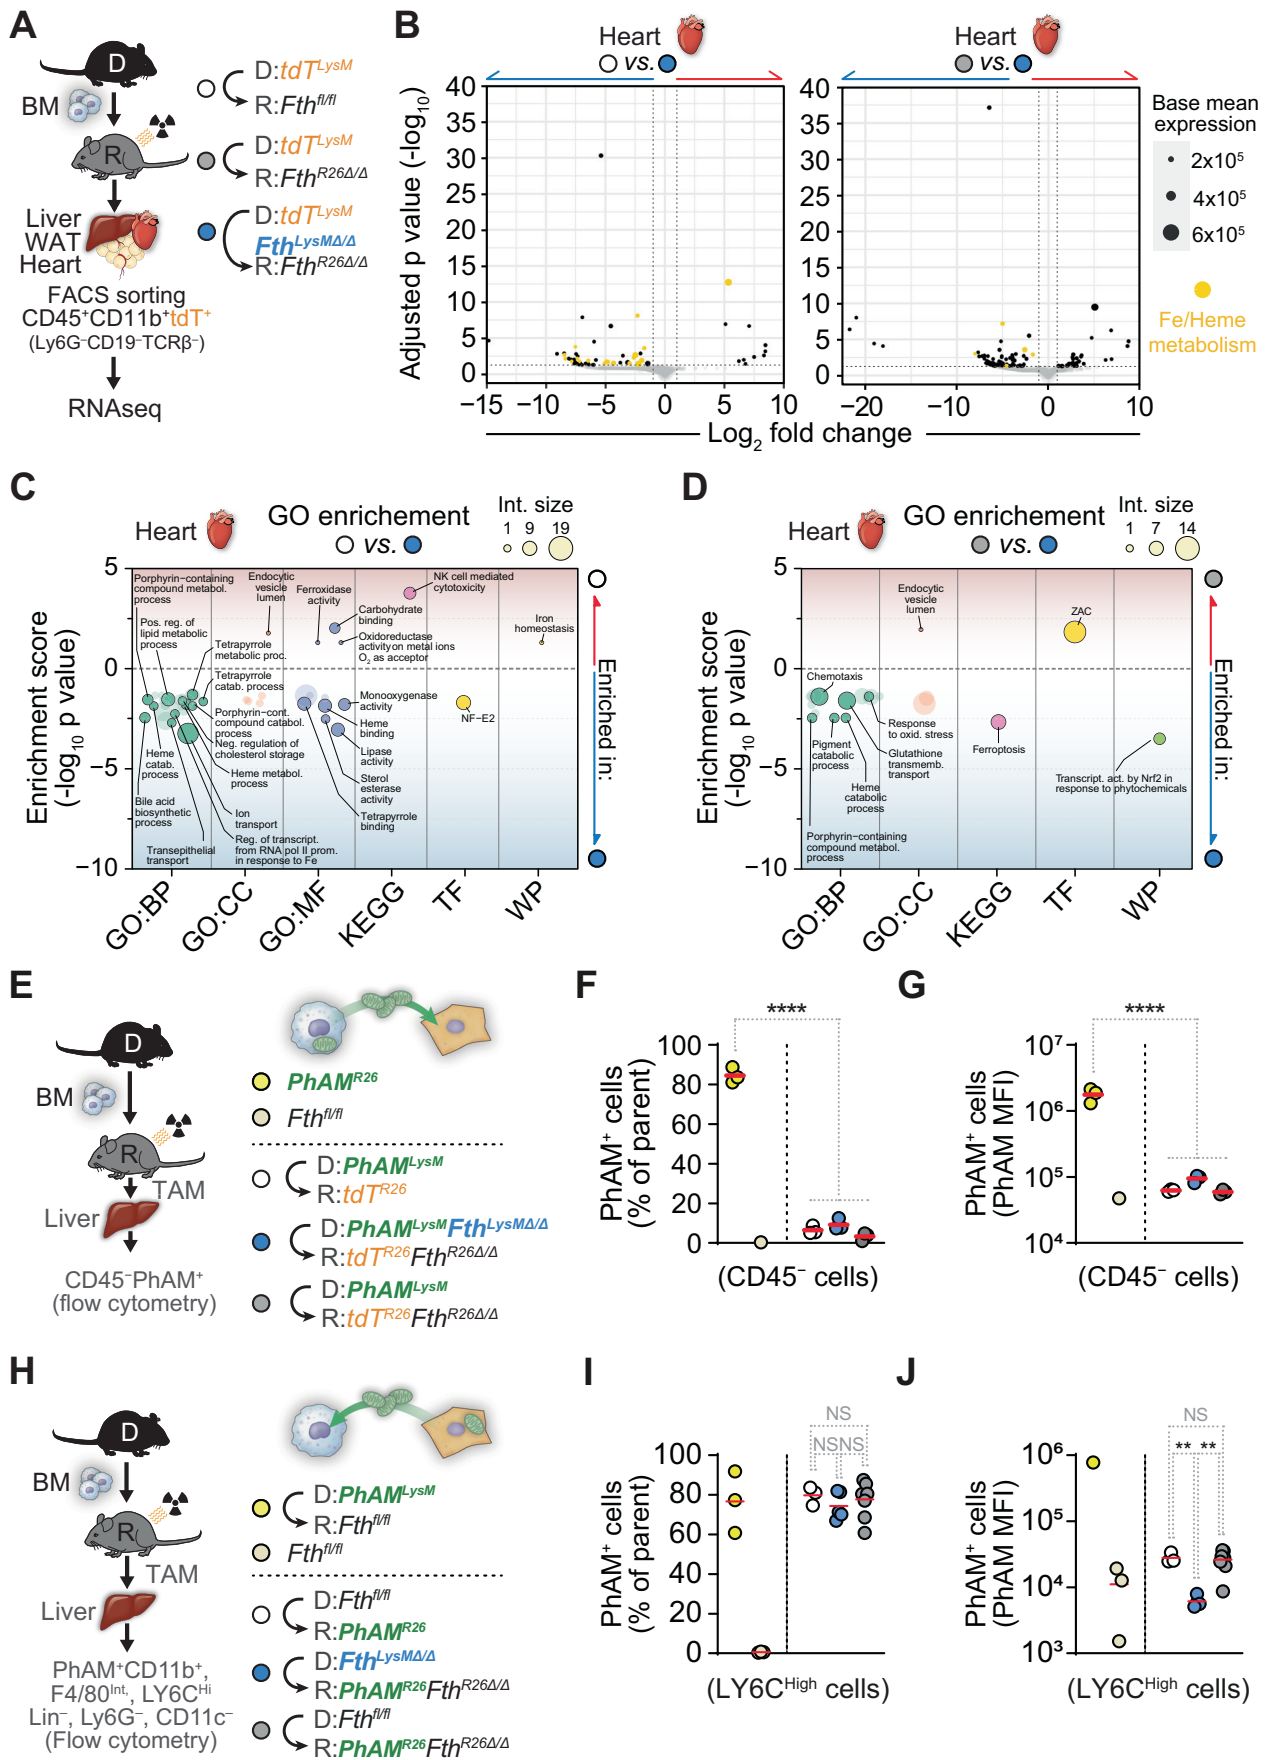

Figure EV7. *Fth*-competent monocyte-derived macrophages in the heart of *Fth*-deleted chimeras do not employ a mitochondrial gene transcriptional program.

(A) Schematic representation of chimeric mice, TAM administration and fluorescence-activated cell sorting (FACS) of *LysM*⁺ monocyte/macrophages (CD45⁺, CD11b⁺, Ly6G⁺, CD19⁺, TCRβ⁺) in liver, WAT and heart. (B) Volcano plots of differentially regulated genes between *LysM*⁺ monocyte/macrophages sorted from the heart of *tdT^{LysM}Fth^{LysMΔ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5) vs. *tdT^{LysM}→Fth^{fl/fl}* (*n* = 4; left) or *tdT^{LysM}→Fth^{R26Δ/Δ}* (*n* = 3; right) chimeric mice, on day 19 post TAM administration. Yellow dots depict genes involved in iron/heme metabolism that are significantly differentially regulated. Gene ontology analysis depicting ontologies that are significantly enriched comparing *LysM*⁺ monocyte/macrophages sorted from heart of (C) *tdT^{LysM}Fth^{LysMΔ/Δ}→Fth^{R26Δ/Δ}* (*n* = 5) chimeras, vs. *tdT^{LysM}→Fth^{fl/fl}* (*n* = 4; left) or (D) *tdT^{LysM}→Fth^{R26Δ/Δ}* (*n* = 3; right) chimeric mice on day 19 post-TAM administration. Ontologies significantly enriched in *LysM*⁺ monocyte/macrophages from *tdT^{LysM}→Fth^{fl/fl}* are depicted as: enrichment score $-\log_{10} P$ value > 1.301. Ontologies significantly enriched in *LysM*⁺ monocyte/macrophages from *tdT^{LysM}Fth^{LysMΔ/Δ}→Fth^{R26Δ/Δ}* or *tdT^{LysM}→Fth^{R26Δ/Δ}* chimeras are depicted as: enrichment score $-\log_{10} P$ value < -1.301. Ontology classes: TF = transcription factors; GO:CC = gene ontology: cellular component; GO:MF = GO: molecular function; GO:BP = GO: biological process; KEGG = Kyoto Encyclopedia of Genes and Genomes pathway; WP = Wiki Pathways. (E) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM^{R26}*; *n* = 3) and negative control (*Fth^{fl/fl}*; *n* = 1) mice, and *PhAM^{LysM}→tdT^{R26}* (*n* = 3), *PhAM^{LysM}Fth^{LysMΔ/Δ}→tdT^{R26}Fth^{R26Δ/Δ}* (*n* = 3), *PhAM^{LysM}→tdT^{R26}Fth^{R26Δ/Δ}* (*n* = 3) chimeras. (F) Percentage and (G) median fluorescence intensity (MFI) of CD45⁺ cells that are *PhAM*⁺. (H) Schematic representation of chimeric mice, TAM administration (day 0), and flow cytometry analysis of livers from positive (*PhAM^{LysM}→Fth^{fl/fl}*; *n* = 3) and negative control (*Fth^{fl/fl}*; *n* = 3) mice, and *Fth^{fl/fl}→PhAM^{R26}* (*n* = 3), *Fth^{LysMΔ/Δ}→PhAM^{R26}Fth^{R26Δ/Δ}* (*n* = 3), *Fth^{fl/fl}→PhAM^{R26}Fth^{R26Δ/Δ}* (*n* = 3) chimeras. (I) Percentage and (J) median fluorescence intensity (MFI) of LY6C^{high} monocyte-derived macrophages (CD11b⁺, F4/80^{int}, LY6C^{hi}, Lin⁺, LY6G⁺, CD11c⁺, *PhAM*⁺) that are *PhAM*⁺. Data in (F) is pooled from 2 independent experiments. Data in (F, G, I, J) is presented as individual values and mean. One-way ANOVA with Tukey's range test for multiple comparison correction was used for comparison between multiple groups. NS: non-significant, **P < 0.01, ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

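RNA of sorted tdT+ monocytes/macrophages was measured in 34 libraries from 12 mice and 3 organs. Control macrophages came from 3 mice in liver, 3 in WAT and 4 in heart, *Fth*-competent macrophages from 3 mice in each organ and *Fth*-deleted macrophages from 5 mice in each organ. Mice are given by the numbers in the sample labels, where the same number is taken to stand for the same mouse in each organ. No mouse or library was left out.

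The authors aligned the reads to GRCm39 with STAR, counted them per gene with featureCounts (1.5.0-p1), removed genes with fewer than 10 reads over the libraries of an organ and divided the reads of each library by a DESeq2 size factor (version 1.31.7 in the labels), separately for each organ. The deposited signal values are these normalized counts, made by the authors from the reads per gene with one size factor per library. That was checked on the values, which are whole multiples of one unit per library. Whole reads were recovered by dividing by that unit. Part of the liver values are written with 7 significant digits, which limits how near a recovered read lies to a whole number.

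Depth differed between libraries. In M (mega) reads assigned to listed genes, the lowest and highest library of liver were 15.8 and 27.8 in control, 9.83 and 29.9 in *Fth*-competent and 11.6 and 63.7 in *Fth*-deleted macrophages. In WAT they were 13.4 and 31.9, 16.8 and 21.0, and 12.6 and 24.2. In heart they were 14.0 and 32.1, 16.4 and 31.4, and 8.20 and 62.7. Depth, the number of genes, the share of the most abundant genes and the shares of mitochondrially encoded and ribosomal genes were compared between groups with exact permutation tests, 81 in all (smallest p = 0.0286). The smallest p that these group sizes allow is 0.00794, so that no single test can pass after Benjamini-Hochberg adjustment over all of them. The precision this depth gives was tested on simulated data.

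Genes with a value of at least 10 in at least 3 libraries of an organ were tested with limma 3.58.1 (R 4.3.3) on log2 of the value plus 5. The 3 groups of an organ entered one linear model, the variances were moderated with a trend, and the contrasts were *Fth*-competent against *Fth*-deleted, *Fth*-competent against control and *Fth*-deleted against control macrophages. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, with no minimum fold. *Fth1* was also tested with an exact permutation test. Gene lists, 48 fixed from textbook membership and 2 unions of them, were tested with camera at a preset correlation of 0.01 when at least 5 members were tested, with adjustment over the lists of a comparison, and again with an estimated correlation. The effect of *Fth*-competent over *Fth*-deleted macrophages was compared between organs by the same linear model for each gene and by exact permutation of the mice for 5 lists. The mouse was entered as a block in a further fit, since the labels give the same mouse numbers in all organs; the correlation of the residuals of 1 mouse between organs lay between -0.29 and 0.11.

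Genes are named by a rule set before the data were examined, as were the lists, the comparisons and most alternatives. The rule names *Fth1*, each gene the paper names for these data and the genes of Fig. 7D, whose values in the figure count as seen. For each comparison it names the 10 higher and the 10 lower genes with the largest fold change among those past the threshold with a mean of at least 100 and no overlap between the libraries of the groups, or, where fewer than 3 pass, the 5 of smallest p. It also names the members of smallest p of a list that is described and the called members of the iron and heme list in heart. Predicted genes and pseudogenes are counted, and those named in the text were chosen after their values were seen.

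The alternatives were other pseudocounts (1 and 20), no filter and a filter at 50, quantile normalization, equal totals, the compared groups alone, library weights, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, and each library left out in turn. Also tried, and chosen after the data were seen, was leaving out the 6 libraries whose sum of normalized counts is over 2 times the median of the organ. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.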

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

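The tests without the libraries of high total, and those of the log2 fold change of a list itself under other scalings, were chosen only after the data were seen.

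In groups of at least 4 libraries, which are the *Fth*-deleted macrophages of each organ and the control macrophages of heart, 78 sets of values were searched for a library far from the others of its group (groups of 3 were not tested), and 20 were found, where chance would give about 3.90, or 1 in 20. In liver, *Fth*-deleted mouse 10 had 63.7 M reads (others 11.6 to 18.1), and in *Fth*-deleted mouse 3 the mitochondrially encoded genes held 1.55% of the values (others 1.01 to 1.16). In WAT, *Fth*-deleted mouse 9 had a sum of normalized counts of 90.8 M (others 9.83 to 11.9), 45.5% in its 10 most abundant genes (others 11.3 to 16.0), 17.9% in mitochondrially encoded genes (others 1.12 to 4.49) and 5.13% in *Gm10800* (others 0.0432 to 0.190). Its normalized count of *Gclm* was 11898 (others 2715 to 4373). *Fth*-deleted mouse 3 had 4.20% in ribosomal protein genes in WAT (others 0.872 to 1.75).

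In heart, *Fth*-deleted mouse 3 stood apart in several measures. Its sum of normalized counts was 118.5 M (others 16.6 to 18.8), with 25196 genes at 10 or more (others 12286 to 13948), 66.7% in the 10 most abundant genes (others 10.4 to 14.6), 9.61% in mitochondrially encoded genes (others 1.17 to 2.71) and 48.8% in *Gm10800* (others 0.0196 to 0.132). A single read stood for 14.5 normalized counts in this library, so that every gene with a read reached 10. Counted at 5 reads or more, it held 21324 genes (others 13530 to 18994). The TCA cycle list lay at -2.66 (others 0.13 to 0.23) and the type I interferon list at -2.24 (others 0.38 to 0.54), and *Gclm* at 16110 normalized counts (others 2806 to 5399). *Fth*-deleted mouse 9 had 62.7 M reads (others 8.20 to 23.2) and a normalized count of *Best1* of 3573 (others 5842 to 6505), and *Fth*-deleted mouse 10 one of *Fth1* of 4490 (others 448 to 1091). Control mouse 6 had 19.3% in its 10 most abundant genes (others 9.88 to 11.2).

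The mean log2 fold change of the genes encoded by mtDNA, from *Fth*-deleted to *Fth*-competent macrophages, was 3.55 higher in liver than in WAT (exact permutation test over mice, p = 0.0357). This was 1 of 15 tests of lists between organs, and the p is not adjusted for them. The difference was 2.70 without mouse 9 (exact permutation p = 0.0286) and 4.05 without mouse 4 (exact permutation p = 0.0571), the lowest and highest with 1 mouse left out, and without each mouse but mouse 9 the exact permutation p was at least 0.0571 (up to 0.143 without mouse 2). The exact permutation p was 0.0714 with quantile normalization and 0.0714 with equal totals.

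Some genes that the paper does not name rose from control to *Fth*-deleted macrophages. In liver these were *Slc15a2* (log2 fold change 6.14), *Nqo1* (5.11), *Best1* (4.51) and *Gm20658* (3.37), in WAT *Best1* (8.55) and *Gm20658* (6.68), and in heart *Best1* (5.52). *Best1* lies 76 bases beyond the end of *Fth1*, and whether its rise is separate from the deletion of *Fth1* was not tested. *Gm20658*, a predicted gene, was chosen after its values were seen.

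In liver, the nuclear genes of the electron transport chain lay above all genes in *Fth*-competent relative to *Fth*-deleted macrophages. With every library at the same total the list lay 1.17 (log2) over all genes, but a change in the scaling of whole libraries moves the list and all genes nearly alike, so that this value decides nothing about scaling. The median log2 fold change of the list itself was -0.11 with every library at the same total and 0.57 with quantile normalization, so that scaling as the source of the rise of the list itself cannot be told apart. Without the 2 *Fth*-competent libraries of high total its median log2 fold change was 0.0818 instead of 1.28, so that the difference may rest on these 2 libraries, and the 1 *Fth*-competent library left is assumed to vary like the other groups. A rise of short abundant transcripts of every kind cannot be told apart, since the proteasome list had a median log2 fold change of 0.0764 and the cytosolic ribosome one of 1.24. As large a value over all genes came from 3 of 56 splits of the libraries (real 1.72, highest other 1.8), so that chance cannot be excluded. Against control macrophages, which share the donor and differ in the recipient, the list lay 1.29 over all genes (camera adjusted p = 1.75e-09, and adjusted p = 0.590 with an estimated correlation), and at -0.21 without the libraries of high total. For this comparison 10 of 10 splits reached the real value (highest other 1.60), so that the real groups do not stand out among them. These splits are also too few for a share under 0.05. A response to the *Fth*-deleted recipient is thus not shown by this list, and stays open.

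In WAT, the same list lay 1.10 over all genes, 0.56 with every library at the same total, which again decides nothing about scaling, and at -0.23 with quantile normalization. The median log2 fold change of the list itself was 0.29, against -0.54 with every library at the same total and -0.25 with quantile normalization, so that the rise of the list itself may come from scaling. It was -0.0780 without the 2 *Fth*-competent libraries of high total, but 0.42 when *Fth*-deleted mouse 9 was left out as well, where the list lay 0.35 over all genes and passed in camera, so that a difference carried by these 2 libraries alone cannot be told apart; 1 *Fth*-competent library is left that is assumed to vary like the others. The proteasome list had a median log2 fold change of -0.18 and the cytosolic ribosome one of 0.76, and a rise of short abundant transcripts of every kind cannot be told apart. As large a value over all genes came from 18 of 56 splits (highest other 2.49), so that chance cannot be excluded. Against control macrophages the list lay 1.48 over all genes (camera adjusted p = 1.31e-11, and adjusted p = 0.455 with an estimated correlation) and 0.42 without the libraries of high total. Here too 10 splits (highest other 1.50) are too few, and a response to the recipient stays open.

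In heart, the number of genes called between *Fth*-deleted and control macrophages was examined without 1 library, that of *Fth*-deleted mouse 3, which held much of its sum in *Gm10800*. Without this library 5 genes were called in limma instead of 2, so that the count, but not the presence of calls, depends on it. No biological explanation was tested.

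Other splits of the same libraries into groups of the same sizes were tested with limma. In liver, 1 of 56 splits, the real one, called as many as 8 genes between *Fth*-competent and *Fth*-deleted macrophages (highest other 0) and 1 called as many as 12 between *Fth*-deleted and control macrophages (highest other 0). For *Fth*-deleted against control macrophages, the share was 2 of 56 in WAT (3 genes, highest other 8) and 1 of 100 drawn splits in heart (2 genes, highest other 1). These shares are under 0.05, but each count includes *Fth1*, in which the groups differ by design. They therefore do not exclude chance for the other genes called. Chance cannot be excluded for the counts of *Fth*-competent against *Fth*-deleted macrophages in WAT (4 of 56, 6 genes, highest other 2242) or in heart (4 of 56, 3 genes, highest other 875). Splits that call so many genes there point to a structure of the samples other than their groups. For *Fth*-competent against control macrophages, 10 splits in liver (0 genes, highest other 3) and 10 in WAT (0 genes, highest other 0) are too few for a share under 0.05. In heart the count was 0 in the real and every other split (35 of 35), which decides nothing about chance. For these 3 counts of 0, the numbers at an unadjusted p under 0.05 were 2153 in liver, 2643 in WAT and 743 in heart, and edgeR called 0 and DESeq2 602, 978 and 18 genes. With DESeq2, the real split of liver called 1401 genes between *Fth*-competent and *Fth*-deleted macrophages and the highest other 1387 (1 of 56). In WAT 4 splits called as many as 1299 (highest other 4192) and in heart 31 as many as 113 (highest other 3144), so that chance cannot be excluded there. In liver, the 5 other splits with mice 1 and 7 together in the group of 3 called 1006 to 1387 genes, and the remaining splits at most 79. The liver libraries of mice 1 and 7 are those of high total, which points to a structure of the samples other than their groups. The share of 1 of 56 therefore does not exclude chance in liver either.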

How the results depend on the processing

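The settings without the libraries of high total, DESeq2 with single libraries left out, and camera on the values of edgeR and DESeq2 were chosen only after the data were seen. By the exact permutation test, the differences in *Fth1* of *Fth*-deleted macrophages from the other groups kept their direction and side of the threshold under each setting run (73 values). Between *Fth*-competent and control macrophages, where groups of 3 in liver and WAT allow no p under 0.05, 4 of 31 values changed sign, in liver with quantile normalization (-0.56) and in heart without *Fth*-competent mouse 7 or control mouse 5 or 6. In limma over all genes, the fall of *Fth1* from control to *Fth*-deleted macrophages of WAT no longer passed with a pseudocount of 20 (log2 fold change -4.97), without a filter (-4.99) or without any 1 of the libraries compared but that of *Fth*-deleted mouse 9 (-5.17 to -4.82), nor in edgeR (-5.03), and that of liver without control mouse 5 (-5.47) or 11 (-5.40). Where a setting below changed a result, the cause was not tested, except that leaving out libraries leaves fewer samples.

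The number of genes past the threshold in limma depended on the setting. For *Fth*-competent against *Fth*-deleted macrophages of the liver (8 genes) it was 5 with a pseudocount of 1, 4 without a filter, 16 with quantile normalization, 2 with these groups alone, 4 with library weights, 264 in edgeR and 1401 in DESeq2. For WAT (6) it was 38 with quantile normalization, 23 with equal totals, 2 with library weights, 510 in edgeR, 1299 in DESeq2 and 2 without the libraries of high total. For heart (3) it was 2673 with library weights, 113 in DESeq2 and 8 without the libraries of high total. For *Fth*-competent against control macrophages (0 genes in each organ) it was 3 without a filter, 1 with equal totals and 602 in DESeq2 in liver, 978 in DESeq2 in WAT, and 1154 with library weights and 18 in DESeq2 in heart. For *Fth*-deleted against control macrophages of the liver (12) it was 24 with quantile normalization, 308 with these groups alone, 301 with library weights, 5 in edgeR, 76 in DESeq2 and 303 without the libraries of high total. For WAT (3) it was 1 with a pseudocount of 20, 1 without a filter, 14 with quantile normalization, 11 with these groups alone, 93 with library weights, 0 in edgeR, 109 in DESeq2 and 29 without the libraries of high total. For heart (2) it was 5, 4, 1 and 4 with a pseudocount of 20, quantile normalization, equal totals and these groups alone, 64 with library weights, 68 in DESeq2 and 5 without the libraries of high total. Without the libraries of high total, DESeq2 called 118 and 111 genes between *Fth*-competent and *Fth*-deleted macrophages of liver and WAT, 71, 64 and 52 between *Fth*-competent and control macrophages of liver, WAT and heart, and 899 and 347 between *Fth*-deleted and control macrophages of liver and WAT; 1 *Fth*-competent library is then left in liver and in WAT and is assumed to vary like the other groups.

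With 1 library left out at a time, the limma count for *Fth*-competent against *Fth*-deleted macrophages ranged from 1 (without *Fth*-deleted mouse 3, 8, 9 or 10) to 4236 (without *Fth*-competent mouse 2) in liver, from 3 (without *Fth*-competent mouse 1 or 2) to 3384 (without *Fth*-competent mouse 7) in WAT and from 2 (without *Fth*-deleted mouse 4) to 68 (without *Fth*-competent mouse 7) in heart. For *Fth*-competent against control macrophages it ranged from 0 to 3181 (without *Fth*-competent mouse 2) in liver and from 0 to 3240 (without *Fth*-competent mouse 7) in WAT. For *Fth*-deleted against control macrophages it ranged from 0 (without control mouse 5 or 11) to 5 (without *Fth*-deleted mouse 4) in liver, with 2 without control mouse 6, 3 without *Fth*-deleted mouse 9 and 4 without mouse 3, 8 or 10, from 1 (without control mouse 6 or 12 or *Fth*-deleted mouse 3, 4, 8 or 10) to 3 (without *Fth*-deleted mouse 9) in WAT and from 2 to 5 (without *Fth*-deleted mouse 3) in heart. The DESeq2 count ranged from 699 (without *Fth*-deleted mouse 10) to 6593 (without *Fth*-competent mouse 2) in liver, from 819 (without *Fth*-deleted mouse 8) to 6215 (without *Fth*-competent mouse 7) in WAT and from 56 (without *Fth*-competent mouse 1) to 1852 (without mouse 7) in heart for *Fth*-competent against *Fth*-deleted macrophages. Against control macrophages, it ranged for *Fth*-competent macrophages from 87 (without control mouse 5) to 5642 (without *Fth*-competent mouse 2) in liver, from 487 (without control mouse 12) to 5558 (without *Fth*-competent mouse 7) in WAT and from 14 (without *Fth*-competent mouse 1) to 1196 (without mouse 7) in heart, and for *Fth*-deleted macrophages from 36 (without control mouse 5) to 223 (without control mouse 11) in liver and from 39 (without *Fth*-deleted mouse 8) to 143 (without control mouse 12) in WAT.

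For the lists in *Fth*-competent against *Fth*-deleted macrophages, the values below are medians over all genes (log2). With an estimated correlation none of these passed: mtDNA-encoded genes (1.59 in liver, -1.85 in WAT), mitoribosome (0.85, 0.80 and 0.49 in liver, WAT and heart), complexes I, III, IV and V (1.72, 1.10 and 0.67) and TCA cycle in heart (0.94). With quantile normalization, mtDNA-encoded genes in liver lay at -0.00442, mitoribosome at 0.24 in WAT and 0.25 in heart, complexes I, III, IV and V at -0.23 in WAT (with the direction of the test up) and 0.0909 in heart, and the proteasome at -0.61 in WAT, with none past the threshold. With equal totals, mtDNA-encoded genes lay at 1.04 in liver and did not pass. In DESeq2 they lay at 1.62 in liver and -1.11 in WAT and did not pass, nor did complexes I, III, IV and V in WAT in edgeR (0.51), the mitoribosome in heart with a filter at 50 (0.33) or the TCA cycle in heart with library weights (0.35). Without the libraries of high total, complexes I, III, IV and V lay at 0.0339 and the mitoribosome at 0.0785 in liver, and the TCA cycle at 0.33 and the mitoribosome at 0.33 in heart, none past the threshold, while in WAT mtDNA-encoded genes turned to 0.81 and the TCA cycle passed at 0.34. Against control macrophages, complexes I, III, IV and V turned to -0.21 in liver in *Fth*-competent macrophages without these libraries, and to -0.13 in heart in *Fth*-deleted macrophages with library weights.

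With 1 library left out, the lists ranged, in liver, from -0.0389 (without *Fth*-competent mouse 7) to 2.63 (without mouse 2) for complexes I, III, IV and V, from 0.31 to 1.36 (the same mice) for the mitoribosome, and, without *Fth*-competent mouse 7 and mouse 1, from 0.0910 to 2.39 for mtDNA-encoded genes and from -0.47 to 0.54 for type I interferon. In WAT they ranged from -2.57 (without *Fth*-competent mouse 7) to -0.85 (without *Fth*-deleted mouse 9) for mtDNA-encoded genes and from 0.50 (without *Fth*-deleted mouse 4) to 1.18 (without *Fth*-competent mouse 7) for the mitoribosome. In heart they ranged from -0.11 to 1.21 for complexes I, III, IV and V and from 0.19 to 0.91 for the mitoribosome (without *Fth*-competent mice 1 and 7), from 0.33 (without *Fth*-deleted mouse 3) to 1.23 (without *Fth*-competent mouse 7) for the TCA cycle and from -0.39 (without *Fth*-competent mouse 1) to 0.48 (without *Fth*-deleted mouse 3) for the cytosolic ribosome. In *Fth*-competent against control macrophages, complexes I, III, IV and V ranged from -0.46 to 2.22 in liver (without mice 7 and 2) and from 0.00458 to 1.25 in heart (without mice 1 and 7), and type I interferon from -0.55 to 0.48 in liver (without mice 7 and 1). Of the other values for lists, 198 and 1060 kept their side of the threshold, 15 and 64 of them with another sign, 60 passed it only under the setting and 69 no longer passed. In another 4 and 8, all given above, a list that passed with or without the setting turned in the direction of the test, 3 and 5 of them with another sign.

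The number of genes higher in both liver and WAT (2) was 1 with a pseudocount of 1, without a filter, with equal totals, with 2 groups alone, with library weights and without the libraries of high total, 35 in edgeR and 246 in DESeq2, and from 1 to 3 (without *Fth*-competent mouse 7) with 1 library left out. The number lower in both (3) was 1 with a pseudocount of 1, without a filter, with 2 groups alone, with library weights and without the libraries of high total, 6 with quantile normalization, 5 in edgeR and 21 in DESeq2, and from 0 (without any 1 *Fth*-deleted mouse) to 9 (without *Fth*-competent mouse 7). Between organs, 1 gene differed for WAT against heart with a pseudocount of 1, and with 1 mouse left out from 0 to 962 for liver against heart (without mouse 2), 2427 for WAT against heart and 1929 for liver against WAT (without mouse 7). The difference in mtDNA-encoded genes between liver and WAT was 2.57 with quantile normalization, 3.00 with equal totals, and from 2.70 to 4.05 without 1 mouse (9 and 4). The other differences that passed without 1 mouse ranged from -0.0814 to 2.44 for mtDNA-encoded genes in liver against heart, from -1.65 to -0.48 for the TCA cycle in WAT against heart and from -0.30 to 1.25 in liver against WAT (without mice 7 and 1). Of the genes of Fig. 7D, edgeR called 14 in liver and 6 in WAT and DESeq2 24 and 8, and DESeq2 without the libraries of high total 0 and 0. With 1 library left out, limma called from 0 to 36 in liver (without *Fth*-competent mouse 2) and from 0 to 20 in WAT (without *Fth*-competent mouse 7), and DESeq2 from 20 (without any 1 *Fth*-deleted mouse) to 39 (without *Fth*-competent mouse 2) and from 6 (without *Fth*-competent mouse 2 or *Fth*-deleted mouse 4, 8 or 10) to 18 (without *Fth*-deleted mouse 9).

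Of the values for single named genes, 16028 kept their side of the threshold, 628 of them with another sign, 727 passed it only under the setting, 194 no longer passed and 1 passed with another sign: *Ogdh* in heart, at -1.23 with library weights. Overlaps between comparisons that share libraries within an organ are not reported, and the simulation set for them was not run. In simulated data with these libraries, limma found 8% of genes changed 4-fold and 69% of genes changed 16-fold between *Fth*-competent and *Fth*-deleted macrophages of the liver, 0% and 7% in WAT and 5% and 56% in heart, so that limma misses most 4-fold changes, and in WAT most 16-fold ones. DESeq2 found 29% and 86% in liver and 6% and 47% in WAT, each of 100 genes, but also called 49 and 79 unchanged genes (limma 8 and 1), in WAT more than the changed genes it found. Genes were simulated independently of each other, while other splits of the real libraries called up to 1387 genes in liver and 4192 in WAT with DESeq2. The simulated numbers of unchanged genes called may therefore be too low for these libraries. Changed genes were drawn from those with a mean of at least 100 normalized counts, so that the shares found do not cover genes of lower counts.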

Differences from the paper's values

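The paper states 38 M reads per sample for liver, 32 for WAT and 43 for heart, as the paper's values. The means here are 22.5 M in liver, 19.0 M in WAT and 24.6 M in heart, counting reads assigned to listed genes, a narrower quantity than reads produced. None of the alternatives set before the data were examined applies to these means.

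The paper reports that mitochondrial genes rise in *Fth*-competent over *Fth*-deleted macrophages of liver and WAT. In limma, 0 of 332 such genes on the fixed lists were called higher in liver and 0 of 334 in WAT, with 100 and 84 at an unadjusted p under 0.05. DESeq2, which is also the tool of the paper's methods, called 80 and 43 higher, and edgeR 36 and 25. In limma, 88 were called higher in liver without *Fth*-competent mouse 2 (44 lower) and 60 in WAT without *Fth*-competent mouse 7 (38 lower). The *Fth*-competent libraries left in these fits all have high totals. The same holds for each fit below without mouse 2 in liver or mouse 7 in WAT. As a list, the nuclear genes of complexes I, III, IV and V were higher by camera in both organs, at 1.72 and 1.10 (log2) over all genes, the latter at -0.23 with quantile normalization, but passed in neither with an estimated correlation (adjusted p = 0.329 and 0.520). Without *Fth*-competent mouse 7, the list did not pass in liver and its median was below that of all genes.

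For the genes the paper names as induced it cites Fig. 7D, which shows values over control macrophages. Over control macrophages, *Nrf1* had a log2 fold change of -0.0877 in liver and -0.72 in WAT, and was positive in liver without *Fth*-competent mouse 2 (0.15) and in WAT with quantile normalization (0.28) and without the libraries of high total (0.47), a setting chosen after the values were seen, and passed under none of these. *Uqcrq*, *Polg2* and *Chchd2* were positive over control macrophages in both organs and did not pass in limma or edgeR; DESeq2 called *Uqcrq* and *Chchd2* in liver and *Polg2* and *Chchd2* in WAT, and limma called all 3 in liver without *Fth*-competent mouse 2 (4.00, 2.79 and 2.69) and *Polg2* and *Chchd2* in WAT without mouse 7 (6.81 and 4.45). Over *Fth*-deleted macrophages, *Nrf1* had a log2 fold change of -0.20 in liver and -0.78 in WAT. *Uqcrq*, *Polg2* and *Chchd2* had positive log2 fold changes in both organs (*Polg2* in liver a negative one with equal totals, -0.11) and did not pass in limma; DESeq2 called *Uqcrq* in liver, *Polg2* in WAT and *Chchd2* in both, and edgeR called *Uqcrq* in liver and *Chchd2* in both. In limma, *Uqcrq* (4.20), *Polg2* (2.23) and *Chchd2* (3.13) passed in liver without *Fth*-competent mouse 2, and *Polg2* (5.4) and *Chchd2* (4.20) in WAT without *Fth*-competent mouse 7. *Dnmt3a*, which the paper describes as highly induced, had a log2 fold change of 0.21 in liver (-1.14 with equal totals) and 3.12 in WAT and did not pass in limma; DESeq2 and edgeR called it in WAT, as did limma without *Fth*-competent mouse 7. Over control macrophages it had one of -0.20 in liver and 3.28 in WAT, and DESeq2 and limma without mouse 7 (5.03) called it in WAT.

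The paper reports a fall of genes of the TCA cycle and cites Fig. 7D, which shows values over control macrophages. Of its 7 such genes there, 5 in liver and 5 in WAT had a negative log2 fold change over control macrophages, and limma, edgeR and DESeq2 called none lower, while DESeq2 called *Fahd1* higher in liver (3.95). Without *Fth*-competent mouse 2, limma called the 5 lower in liver and *Suclg1* (1.58) and *Fahd1* (3.98) higher, and without mouse 7 it called *Aco2* (-4.36) and *Sdhc* (-5.72) lower in WAT. Over *Fth*-deleted macrophages, 5 of the 7 had a negative log2 fold change in liver and 5 in WAT, and none was called lower in limma or DESeq2. In liver, DESeq2 called *Suclg1* (log2 fold change 1.59, adjusted p = 0.0440) and *Fahd1* (4.43, adjusted p = 6.93e-05) higher. In limma, the 5 genes negative in liver were called lower there without *Fth*-competent mouse 2, with *Suclg1* and *Fahd1* higher. *Ogdh* (-2.38), *Aco2* (-4.5) and *Sdhc* (-5.13) were called lower in WAT without *Fth*-competent mouse 7. The paper reports a fall of *Mtfr1l*, whose log2 fold change was -2.51 in liver and -1.68 in WAT and did not pass in limma or DESeq2; limma called it lower in liver without *Fth*-competent mouse 2.

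The paper describes the induction of a type I interferon profile in *Fth*-competent macrophages. In WAT, the list of such genes was lower in *Fth*-competent than in *Fth*-deleted macrophages by camera (-1.95, log2, from all genes, though not past the threshold with an estimated correlation, adjusted p = 0.426), and in liver it did not pass. It was higher in liver without *Fth*-competent mouse 1, at 0.54, and in heart against control macrophages, at 0.54 (adjusted p = 0.853 with an estimated correlation). Against control macrophages of the liver it was higher without *Fth*-competent mouse 1, at 0.48.

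The paper states that the mitochondrial program is absent from the response in heart and is exclusive to *Fth*-competent macrophages. In heart, no mitochondrial gene was called between *Fth*-competent and *Fth*-deleted macrophages in limma, edgeR or DESeq2, with 17 at an unadjusted p under 0.05 in limma. DESeq2 called 12 higher and 7 lower without *Fth*-competent mouse 7, among 1852 genes called in all. With library weights, limma called 10 higher and 13 lower of 336, but 2673 of all 16236 genes. Mitochondrial genes were thus called no more often there than genes in general. The nuclear genes of complexes I, III, IV and V were higher as a list by camera in heart (0.67 over all genes), but not past the threshold with an estimated correlation (adjusted p = 0.651) or with quantile normalization (0.0909), and at -0.11 without *Fth*-competent mouse 1, so that these values do not settle the statement on heart. Between *Fth*-deleted and control macrophages of WAT, the same list was higher as well (0.63 over all genes), but not past the threshold with an estimated correlation (adjusted p = 0.586). Of 56 splits of these WAT libraries, 31 gave as large a value (highest other 1.43).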

Other observations

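Apart from the values of *Tfam*, no test in this part was chosen only after its result was seen.

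The targets of NRF2 were higher in *Fth*-deleted than in control macrophages of all 3 organs, at 0.74 (log2) over all genes in liver, with 25 of 29 positive (camera adjusted p = 1.21e-06, and adjusted p = 0.00764 with an estimated correlation), 1.77 in WAT with 28 of 32 positive (camera adjusted p = 2.44e-18, and adjusted p = 0.000969 with an estimated correlation) and 0.80 in heart with 28 of 31 positive (camera adjusted p = 1.62e-08, and adjusted p = 0.0457 with an estimated correlation). In heart, 8 of 100 drawn splits of the libraries gave as large a value (highest other 1.18), so that chance cannot be excluded there, while in liver (highest other 0.56) and WAT (1.45) the real split alone did, 1 of 56. Among the members, *Gclm* had a log2 fold change of 3.22 and *Srxn1* of 2.93 in liver, *Hmox1* of 3.44, *Gstp1* of 3.28 and *Ftl1* of 3.06 in WAT, and *Gclm* of 4.32 and *Abcc1* of 2.31 in heart; none of these passed over all genes in limma (adjusted p = 0.414, 0.528, 0.321, 0.522, 0.559, 0.0998 and 0.0998).

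In liver, genes of MHC class II presentation lay -1.83 from all genes in *Fth*-deleted against control macrophages, with 9 of 9 negative (camera adjusted p = 1.07e-18, and adjusted p = 0.00764 with an estimated correlation), among them *H2-Aa* (log2 fold change -2.07, adjusted p = 0.169 over all genes in limma) and *H2-Eb1* (-2.31, adjusted p = 0.213). Markers of dendritic cells lay at -1.20 (camera adjusted p = 3.98e-08, and adjusted p = 0.00764 with an estimated correlation), those of T and NK cells at -1.74 (camera adjusted p = 7.98e-09, and adjusted p = 0.00764 with an estimated correlation), inflammatory genes at -1.11 (camera adjusted p = 1.31e-09, and adjusted p = 0.0764 with an estimated correlation) and markers of nonclassical monocytes at 0.83 (camera adjusted p = 7.09e-07, and adjusted p = 0.0285 with an estimated correlation). Macrophages also express genes of MHC class II and of the monocyte lists. *Cd209a*, a lectin of dendritic cells, fell by 4.26 on the log2 scale (standard error 0.59, adjusted p = 0.0100, limma). *Il7r*, *Hrh1*, *Cd209d*, *Pou2af1* and *Mzb1*, each listed at 0 in the *Fth*-deleted libraries of the liver, and *Dusp4* were lower as well. Of the 8 genes lower in limma, 2 met the naming rule of a mean of at least 100 and no overlap between the groups. Among the 12 genes that limma called, edgeR called 4 and DESeq2 all 12. The 12 genes called in liver became 0 without control mouse 5 or 11, 2 without control mouse 6, 3 without *Fth*-deleted mouse 9, 4 without *Fth*-deleted mouse 3, 8 or 10 and 5 without *Fth*-deleted mouse 4.

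In WAT, markers of neutrophils lay 2.44 over all genes in *Fth*-deleted against control macrophages (camera adjusted p = 6.15e-17, and adjusted p = 0.0269 with an estimated correlation), with *S100a8* at a log2 fold change of 7.12 (adjusted p = 0.168 in limma). The sort removed Ly6G+ cells, and whether these transcripts come from neutrophils or from the sorted monocytes/macrophages was not tested. Type I interferon genes lay at 1.28 (camera adjusted p = 9.65e-14, and adjusted p = 0.212 with an estimated correlation), nonclassical monocytes at 1.18 (camera adjusted p = 6.53e-05, and adjusted p = 0.0269 with an estimated correlation), lipid-associated macrophages at 1.21 (camera adjusted p = 0.000353, and adjusted p = 0.0300 with an estimated correlation) and lysosomal genes at 0.63 (camera adjusted p = 3.14e-05, and adjusted p = 0.0287 with an estimated correlation), the last not past the threshold with equal totals. In heart, markers of neutrophils lay at 1.56 (camera adjusted p = 3.02e-08, and adjusted p = 0.0457 with an estimated correlation), of T and NK cells at -2.24 (camera adjusted p = 2.48e-15, and adjusted p = 0.0628 with an estimated correlation) and genes of MHC class II at -0.98 (camera adjusted p = 6.35e-07, and adjusted p = 0.295 with an estimated correlation).

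In *Fth*-competent against *Fth*-deleted macrophages, the genes encoded by mtDNA lay 1.59 over all genes in liver, though at -0.00442 with quantile normalization (camera adjusted p = 0.00339, and adjusted p = 0.421 with an estimated correlation), and -1.85 from all genes in WAT (camera adjusted p = 0.0159, and adjusted p = 0.520 with an estimated correlation). The WAT call ended without *Fth*-competent mouse 1, 2 or 7 or *Fth*-deleted mouse 9 (-1.82, -1.0, -2.57 and -0.85) and the liver call without *Fth*-competent mouse 7 (0.0910). Without the WAT libraries of high total, *Fth*-deleted mouse 9 among them, the list lay over all genes instead. Markers of classical monocytes lay at -1.20 (camera adjusted p = 0.00250, and adjusted p = 0.426 with an estimated correlation) and of neutrophils at -2.17 (camera adjusted p = 0.00363, and adjusted p = 0.470 with an estimated correlation) in WAT. *Tfam*, a factor for mtDNA that the paper deletes in other experiments and that was chosen after its values were seen, had a log2 fold change of -0.42 in liver (adjusted p = 0.763, limma) and -1.15 in WAT (adjusted p = 0.620, limma).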
